# SETDB1 Links the Meiotic DNA Damage Response to Sex Chromosome Silencing in Mice

**DOI:** 10.1016/j.devcel.2018.10.004

**Published:** 2018-12-03

**Authors:** Takayuki Hirota, Paul Blakeley, Mahesh N. Sangrithi, Shantha K. Mahadevaiah, Vesela Encheva, Ambrosius P. Snijders, Elias ElInati, Obah A. Ojarikre, Dirk G. de Rooij, Kathy K. Niakan, James M.A. Turner

**Keywords:** meiotic silencing, MSCI, sex chromosomes, DNA damage response, mouse, H3K9me3

## Abstract

Meiotic synapsis and recombination ensure correct homologous segregation and genetic diversity. Asynapsed homologs are transcriptionally inactivated by meiotic silencing, which serves a surveillance function and in males drives meiotic sex chromosome inactivation. Silencing depends on the DNA damage response (DDR) network, but how DDR proteins engage repressive chromatin marks is unknown. We identify the histone H3-lysine-9 methyltransferase SETDB1 as the bridge linking the DDR to silencing in male mice. At the onset of silencing, X chromosome H3K9 trimethylation (H3K9me3) enrichment is downstream of DDR factors. Without *Setdb1*, the X chromosome accrues DDR proteins but not H3K9me3. Consequently, sex chromosome remodeling and silencing fail, causing germ cell apoptosis. Our data implicate TRIM28 in linking the DDR to SETDB1 and uncover additional factors with putative meiotic XY-silencing functions. Furthermore, we show that SETDB1 imposes timely expression of meiotic and post-meiotic genes. *Setdb1* thus unites the DDR network, asynapsis, and meiotic chromosome silencing.

## Highlights

• The histone methyltransferase SETDB1 is essential for male mouse meiosis
• The meiotic DDR network recruits SETDB1 to the XY pair, where it induces H3K9me3
• SETDB1 deletion perturbs meiotic sex chromosome remodeling and silencing
• SETDB1 ensures timely expression of meiotic and post-meiotic genes

## Introduction

Defective synapsis or recombination can cause mutation and aneuploidy in offspring. To prevent these outcomes, surveillance mechanisms operate during prophase I to eliminate germ cells in which either process is defective. Current data support the existence in mice of two such surveillance mechanisms. The first is triggered by persistent DNA damage and transduces germ cell elimination via the CHK2/p53/p63 checkpoint pathway (Bolcun-Filas et al., 2014, Di Giacomo et al., 2005, Marcet-Ortega et al., 2017, Pacheco et al., 2015, Rinaldi et al., 2017). The second operates in the absence of persistent DNA damage and responds instead to asynapsis (Di Giacomo et al., 2005, Wojtasz et al., 2012). Homologs asynapsed at pachynema undergo meiotic silencing, a megabase-scale chromatin remodeling process that inactivates hundreds of genes (Inagaki et al., 2010). Evidence suggests that meiotic silencing eliminates germ cells with asynapsis by depriving them of critical gene products (Cloutier et al., 2015).

In addition to its surveillance role, meiotic silencing is responsible for the inactivation of the asynapsed XY chromosome regions during male meiosis. This process, meiotic sex chromosome inactivation (MSCI), affects most or all XY genes and results in the formation of the condensed XY body (Yan and McCarrey, 2009, McKee and Handel, 1993, Solari, 1964). Disturbances in MSCI lead to misexpression of toxic sex genes and midpachytene germ cell failure (Royo et al., 2010). MSCI defects have been invoked as a cause of meiotic infertility in intersubspecific hybrids (Bhattacharyya et al., 2013, Campbell et al., 2013) and mice exhibiting chromosome abnormalities, including X-autosome translocations (Homolka et al., 2007) and Double Y syndrome (Royo et al., 2010).

Mechanistically, meiotic silencing initiates from recombinational DNA double-strand breaks (DSBs) that are located within asynapsed chromosome axes (ElInati et al., 2017, Carofiglio et al., 2013, Schoenmakers et al., 2008). Supported by SYCP3 and HORMAD1/2, BRCA1-A complex components and ATR localize to these DSBs and thereafter spread along the full length of asynapsed chromosome axes (Lu et al., 2013, Royo et al., 2013, Wojtasz et al., 2012, Daniel et al., 2011, Kouznetsova et al., 2009, Sciurano et al., 2007, Turner et al., 2004, Xu et al., 2003). Subsequently, facilitated by MDC1 (Ichijima et al., 2011) and TOPBP1 (ElInati et al., 2017), ATR spreads into chromatin loops, catalyzing serine-139 phosphorylation of histone H2AX (Cloutier et al., 2015, Fernandez-Capetillo et al., 2003) (γH2AX; Figure 1A).

**Figure 1:**
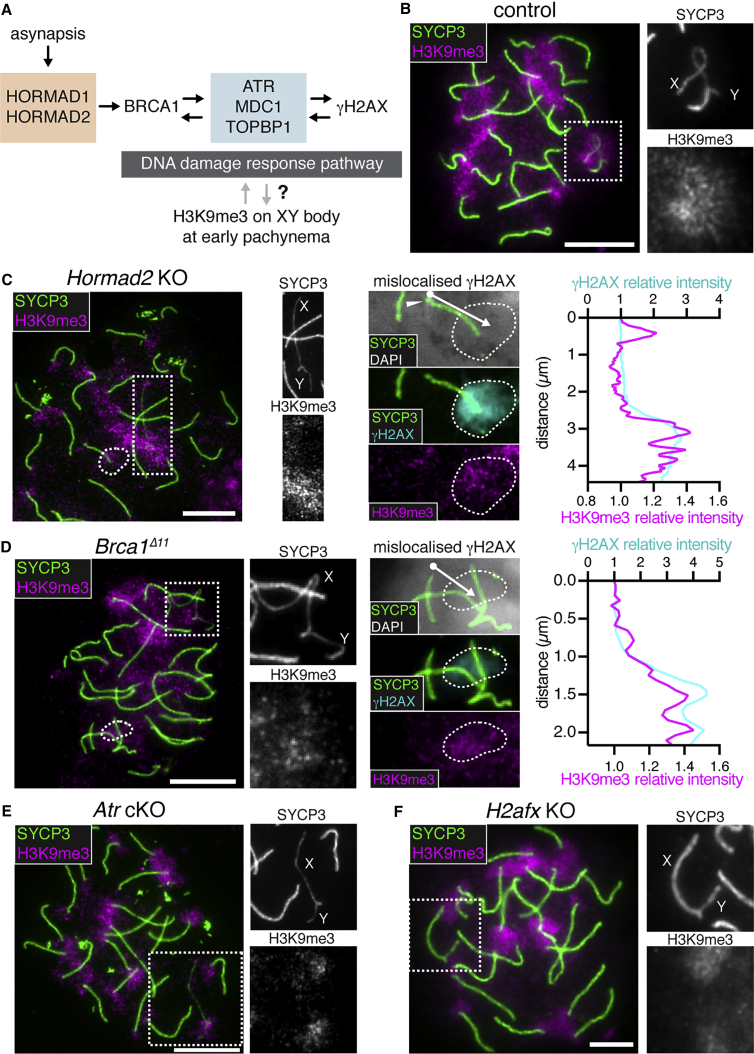
DNA Damage Response Factors Direct H3K9me3 Acquisition on the X Chromosome (A) Schematic of the MSCI pathway. (B–F) Early pachytene spermatocytes from control (B, n = 38 cells), *Hormad2* KO (C, n = 32 cells), *Brca1*^*Δ11*^ (D, n = 17 cells), *Atr* cKO (E, n = 20 cells), and *H2afx* KO (F, n = 34 cells) immunostained for SYCP3 (green) and H3K9me3 (magenta). Dashed rectangles highlight XY pair, which is magnified in right panels. Far right panels (C and D) show magnified images of mislocalized γH2AX (cyan, dashed circle) and plot profiles of relative fluorescence intensity of γH2AX (cyan) and H3K9me3 (magenta). Arrows show lines used for plot profile analysis. Arrowhead shows DAPI-dense pericentric heterochromatin. 8-week-old mice were used for analyses. Scale bars: 5 μm. See also Figure S1.

While it is clear that the DNA damage response (DDR) network has a critical role in meiotic silencing, how it ultimately induces the inactive chromatin state is not known. One possibility is that DDR components direct acquisition of canonical repressive histone modifications at asynapsed chromosomes. Based on their localization to the XY body, a number of candidate modifications have been identified, but none has yet been shown to be essential for the initiation of silencing (van der Heijden et al., 2007, Namekawa et al., 2006, Khalil et al., 2004, Baarends et al., 1999). Among these candidates, we were drawn to Histone H3 lysine 9 (H3K9) methylation. H3K9 monomethylation does not exhibit preferential XY localization (Kato et al., 2015), and H3K9 dimethylation appears on the XY pair at the pachytene-to-diplotene transition, too late for a role in MSCI initiation (Namekawa et al., 2006, Khalil et al., 2004). However, H3K9 trimethylation (H3K9me3) is observed on the XY body at early pachynema (Kato et al., 2015, Page et al., 2012, van der Heijden et al., 2007, Khalil et al., 2004) and is downstream of the DDR in mitotic cells (Ayrapetov et al., 2014, Sun et al., 2009).

Here, we show that H3K9me3 enrichment on the asynapsed X chromosome is directed by DDR factors. Using a conditional knockout (cKO) approach, we demonstrate that H3K9me3 acquisition is dependent on the H3K9 methyltransferase (MTase) SETDB1 and that *Setdb1* deletion disrupts XY body formation and XY gene silencing. We find that SETDB1 recruitment to the XY pair is dependent on H2AX and identify TRIM28 as a candidate bridging factor. Thus, our results identify SETDB1 as the link between the DDR network and meiotic chromosome silencing.

## Results

### DDR Factors Direct H3K9me3 Acquisition on the X Chromosome at Pachynema

Using SYCP3 immunostaining to label chromosome axial elements, we first confirmed previous reports (Kato et al., 2015, Page et al., 2012, van der Heijden et al., 2007, Khalil et al., 2004) that H3K9me3 is enriched on the XY bivalent, as well as on pericentric heterochromatin, at early pachynema (Figure 1B). H3K9me3 was not observed along chromosome axes or at persistent meiotic DSB sites (Figure S1A). We then investigated genetic interactions between XY-associated H3K9me3 and meiotic silencing components. We assayed sex chromosome H3K9me3 patterns in *Hormad2* knockouts (KOs) (Wojtasz et al., 2012) (Figure 1C), *Brca1* exon 11 deletion mutants (Turner et al., 2004, Xu et al., 2003) (*Brca1*^*Δ11*^; Figure 1D), *Atr* cKOs (Widger et al., 2018) (Figure 1E), and *H2afx* KOs (Celeste et al., 2002) (Figure 1F), all of which exhibit defective MSCI and resulting germ cell failure at midpachynema. We restricted our analysis at this stage to the X chromosome because the heterochromatic Y chromosome is constitutively positive for H3K9me3, even in spermatogonia (Baumann et al., 2008) (Figure S1B). Although preserved at pericentric heterochromatin, H3K9me3 was not observed on the X chromosome in these mutants. H3K9me3 enrichment to the X chromosome is therefore downstream of DDR factors.

Examination of *Hormad2* KOs and *Brca1*^*Δ11*^ mutants revealed further information on the relationship between DDR factors and H3K9me3. As well as defective MSCI, these mutants exhibit another phenotype: ATR normally destined for the X chromosome mislocalizes to synapsed autosomes, where it induces ectopic domains of γH2AX (Wojtasz et al., 2012, Turner et al., 2004). We found that in *Hormad2* KOs and *Brca1*^*Δ11*^ mutants, these ectopic γH2AX domains were also enriched for H3K9me3 (Figures 1C, 1D, and S1C). These findings suggest a close spatial relationship between γH2AX and H3K9me3 acquisition.

### Meiotic *Setdb1* Deletion Causes Midpachytene Apoptosis

The enzyme responsible for meiotic X chromosome-associated H3K9me3 is unknown. H3K9me3-catalyzing MTases SUV39H1 and its paralog SUV39H2 are dispensable for XY body-associated H3K9 methylation (Peters et al., 2001). To identify alternative H3K9me3 MTase candidates, we analyzed published RNA sequencing (RNA-seq) data from mouse spermatogenic subpopulations (Gan et al., 2013). *Setdb1* caught our attention because its expression exceeded that of other candidate H3K9me3 MTases during pachynema (Figure 2A). SETDB1 localized to the XY pair at early pachynema (Figure 2B). Furthermore, testis immunoprecipitation (IP) followed by western blotting revealed that SEDTB1 and γH2AX form a complex by either direct or indirect interaction (Figure 2C). In mice, constitutive deletion of *Setdb1* causes embryonic lethality (Dodge et al., 2004), and conditional ablation in early germ cells causes spermatogenic arrest before meiosis (An et al., 2014, Liu et al., 2014). We therefore sought to delete *Setdb1* later in spermatogenesis, prior to pachynema.

**Figure 2:**
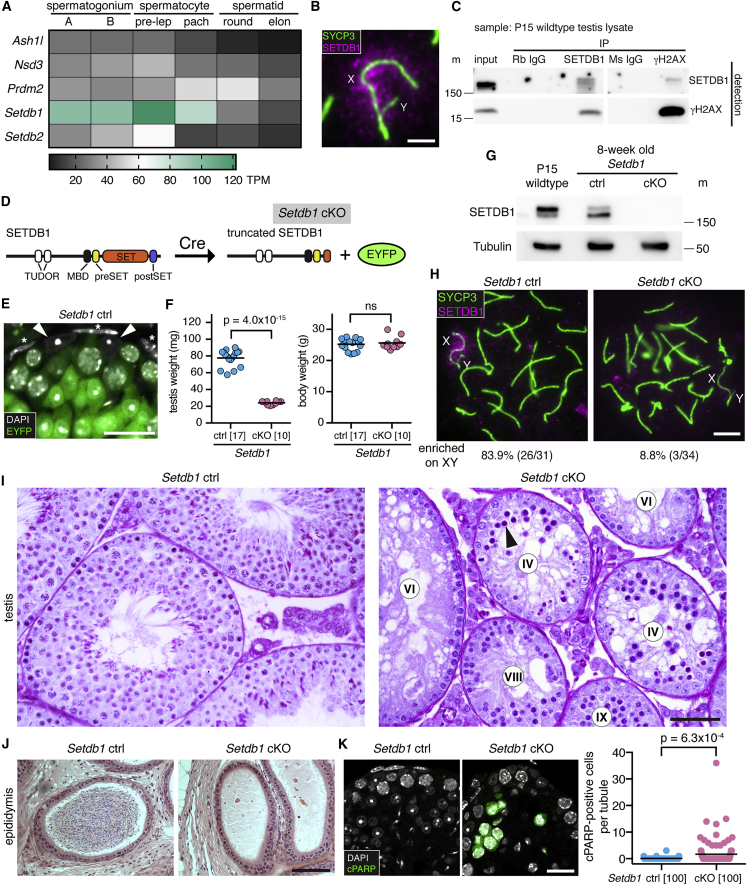
*Setdb1* Deletion Causes Midpachytene Apoptosis (A) H3K9me3 MTase expression in male germ cells by RNA-seq. A: typeA; B: type B; pre-lep: pre-leptonema; pach: pachynema; elon: elongated; TPM: transcripts per million. (B) *Setdb1* control XY bivalent immunostained for SYCP3 (green) and SETDB1 (magenta). See quantitation in (H). Scale bar: 2 μm. (C) Western blot of input and immunoprecipitated samples using P15 wild-type testis lysate treated with nuclease. Rb: rabbit; Ms: mouse; m: size marker. Expected size: 180 kDa (SETDB1), 17 kDa (γH2AX). (D) Schematic of SETDB1 domain structure before and after Cre recombination. *Setdb1* cKO also expresses EYFP from *Gt(ROSA)26Sor* Cre reporter locus. (E) Testis section of *Setdb1* control immunostained for EYFP (green, stained with GFP antibody). Note that EYFP is negative in Sertoli cells (arrowheads) and peritubular myoid cells (asterisks). Scale bar: 20 μm. (F) Testis and body weights in *Setdb1* control and cKO mice. Number of mice analyzed in brackets. ns: not significant. p value calculated using unpaired t test. (G) Testis SETDB1 western blot of *Setdb1* control and cKO. Tubulin was used as a loading control. 50 μg of protein per lane was loaded. m: size marker. Expected size: 180 kDa (SETDB1), 50 kDa (Tubulin). SETDB1 antibody used recognizes two SETDB1 bands, of which the upper band is considered to be ubiquitinated SETDB1 (Ishimoto et al., 2016). (H) Early pachytene *Setdb1* controls and *Setdb1* cKOs immunostained for SYCP3 (green) and SETDB1 (magenta). Percentages of cells positive for SETDB1 signals on XY are shown below panels. (I and J) Histology of *Setdb1* control and cKO testes (I, periodic acid-Schiff staining) and epididymides (J, hematoxylin and eosin staining). Arrowhead: apoptotic pachytene cell. Number labels show tubule stages. Scale bars: 50 μm (I), 100 μm (J). (K) Testis sections of *Setdb1* control and cKO immunostained for cleaved PARP (green). Chart shows number of cells positive for cleaved PARP per tubule. Number of tubules analyzed in brackets. p value calculated using unpaired t test. Scale bar: 20 μm. 8-week-old mice were used for analyses except for P15 sample in (C) and (G). See also Figure S2.

To achieve meiotic *Setdb1* deletion, we generated *Setdb1* cKO *Setdb1*^flox/−^ male mice carrying a *Ngn3-Cre* transgene (Schonhoff et al., 2004). The *Setdb1* cKO mutation deletes the core amino acids in the catalytic SET domain (Matsui et al., 2010) (Figure 2D). *Ngn3-Cre* is expressed in the gastrointestinal tract and pancreas, as well as in male germ cells from post-natal day (P) 7, and has been used to efficiently deplete *Topbp1*, *Atr*, *and Mov10l1* during meiosis (ElInati et al., 2017, Widger et al., 2018, Zheng and Wang, 2012). We confirmed using a ROSA26-EYFP Cre reporter that *Ngn3-Cre* is active in germ cells from the spermatogonial stage and is not active in somatic cells of the testis (Figure 2E). This Cre transgene was superior to *Stra8-Cre* (Sadate-Ngatchou et al., 2008) at achieving efficient meiotic SETDB1 depletion (Figures S2A–S2C). The mean testis weight in 8-week-old *Setdb1* cKO males was reduced relative to *Setdb1* control (*Setdb1*^*flox/+*^; *Ngn3-Cre*) males, while the mean body weight was unaffected (Figure 2F). SETDB1 protein levels were reduced in *Setdb1* cKO testes (Figure 2G), which was confirmed by immunofluorescence analysis of nuclear spreads (Figure 2H). Although the conditional mutation may have been expected to generate a truncated SETDB1, no such protein was identified by western blotting in *Setdb1* cKO testis (Figure S2D). Germ cell progression in *Setdb1* cKO males was unaffected up to stage IV, corresponding to midpachynema of meiosis. At this point, there was a complete block in germ cell development (Figure 2I). As a result, later germ cell types were absent, and sperm were not present in the cauda epididymides (Figure 2J). *Setdb1* cKO tubule sections contained elevated numbers of cleaved-PARP stained spermatocytes (Figure 2K). Germ cell loss in *Setdb1* cKOs therefore occurs via apoptosis.

### Minor Effects of *Setdb1* Deletion on Meiotic Recombination and Synapsis

Midpachytene germ cell failure can be caused by defects in homologous recombination, synapsis, or MSCI. We first established whether homologous recombination was affected in *Setdb1* cKOs. For this purpose, we counted foci of the meiotic DSB markers RPA2 and RAD51 at leptonema and early pachynema. Relative to controls, at leptonema in *Setdb1* cKOs, the mean RPA2 count was unchanged, and the mean RAD51 count was marginally decreased (Figures S3A and S3B). At early pachynema in *Setdb1* cKOs, the mean RPA2 count was slightly higher while the mean RAD51 count was unaffected (Figures S3C and S3D). We also found that at early pachynema, RPA2 and RAD51 counts on the X chromosome and at the PAR were similar between *Setdb1* cKOs and controls (Figures S3E and S3F). Thus, *Setdb1* deletion had a minimal effect on the abundance of these recombination markers.

Next, we assayed synapsis in *Setdb1* cKOs. We used antibodies to centromeres and to the asynapsis marker HORMAD2, localization of which was unaffected in *Setdb1* cKOs (Figure 3A). Asynapsis was observed in 53% of *Setdb1* cKO cells but only 3% of control cells at early pachynema (Figure S4A). Despite being more common, the severity of the asynapsis phenotype in *Setdb1* cKOs was minor, most often affecting only the XY pair (Figures S4A and S4B) or a single autosomal bivalent (Figures S4A and S4C). XY and autosomal asynapsis were not always coincident in *Setdb1* cKO cells. Interestingly, autosomal asynapsis in *Setdb1* cKOs was observed exclusively at the centromeric end of the bivalent (100%; n = 27 asynapsed bivalents). In contrast, autosomal asynapsis in controls was not exclusively centromeric (77%; n = 31 asynapsed bivalents; p = 1.17 x 10^−2^; Fisher’s exact test). To assess whether the centromeric asynapsis associated with *Setdb1* deletion preferentially affected smaller autosomes, we performed DNA-fluorescence in situ hybridization (FISH) for chromosomes 1 (a large chromosome) and 19 (a small chromosome) (Figure S4D). In control spermatocytes, asynapsis of chromosome 19 was more common than asynapsis of chromosome 1 (see legend for quantitation). In the *Setdb1* cKO, the incidence of asynapsis was increased for both autosomes. However, the frequency ratio of chromosome 19 to chromosome 1 asynapsis was similar to that in the control. The role of SETDB1 in ensuring centromeric synapsis is not therefore specific for smaller autosomes.

**Figure 3:**
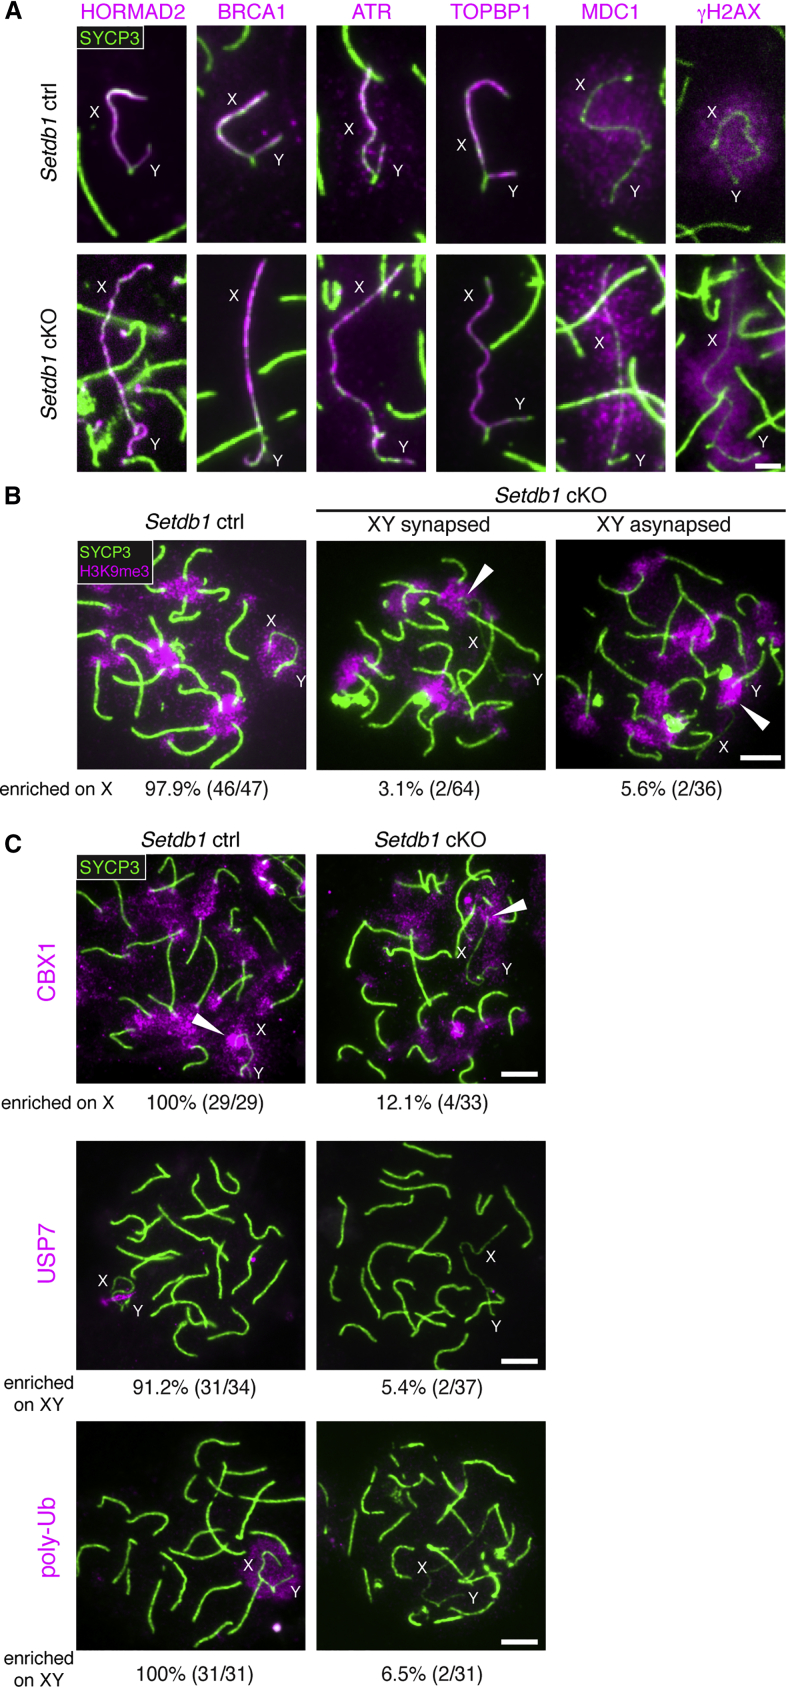
SETDB1 Is Required for Epigenetic Remodeling of the XY Pair (A) Early pachytene *Setdb1* control and cKO XY bivalents immunostained for SYCP3 (green) and silencing factors (magenta; n ≥ 30 cells for each factor). Scale bar: 2 μm. (B) Early pachytene *Setdb1* controls and cKOs immunostained for SYCP3 (green) and H3K9me3 (magenta). Arrowheads: H3K9me3 on pericentric heterochromatin of X. Percentages of cells positive for H3K9me3 signals on non-pericentric X are shown below panels. Scale bar: 5 μm. (C) Early (CBX1) and mid (USP7 and poly-Ub) pachytene *Setdb1* controls and cKOs immunostained for SYCP3 (green) and indicated factors (magenta). Arrowheads: CBX1 on pericentric heterochromatin of X. Percentages of cells positive for signals on non-pericentric X (CBX1) or XY (USP7 and poly-Ub) are shown below panels. Scale bar: 5 μm. 8-week-old mice were used for analyses. See also Figures S3 and S4.

### SETDB1 Is Required for Epigenetic Remodeling of the XY Pair

Given the mild defects in recombination and synapsis, we examined whether MSCI was perturbed in *Setdb1* cKOs. We focused first on localization of silencing factors to the XY bivalent at early pachynema. Increasing numbers of asynapsed autosomes can indirectly antagonize γH2AX accumulation on the XY pair (Mahadevaiah et al., 2008). For this reason, we initially examined cells without autosomal asynapsis. XY localization of SYCP3, HORMAD2, BRCA1, ATR, TOPBP1, MDC1, and γH2AX occurred normally in these cells, whether the sex chromosomes were synapsed (Figure 3A) or asynapsed (Figure S4E). Also in *Setdb1* cKO cells with autosomal asynapsis, XY γH2AX localization was unimpaired (Figure S4F). The magnitude of asynapsis in this mutant thus falls below that required to antagonize XY γH2AX accumulation (Mahadevaiah et al., 2008). Importantly, however, while in *Setdb1* cKOs, H3K9me3 localization to pericentric heterochromatin and to the Y chromosome was unaffected, localization to the asynapsed X chromosome did not occur (Figure 3B).

We next assessed the impact of *Setdb1* deletion on other XY chromatin associated factors. CBX1, also known as heterochromatin protein 1 (HP1) beta, directly binds to H3K9me3 (Bannister et al., 2001) and facilitates spreading of this mark during heterochromatin formation (Mozzetta et al., 2015). In controls, CBX1 was observed on the XY body not only at diplonema, as previously reported (Metzler-Guillemain et al., 2003, Turner et al., 2001, Motzkus et al., 1999), but also at early pachynema. As observed for H3K9me3, in *Setdb1* cKOs, CBX1 was preserved at pericentric heterochromatin and at the Y chromosome but was lost at the asynapsed X chromosome (Figure 3C). Pathways regulating later stages of XY chromatin remodeling were also perturbed in this mutant. H2A lysine-119 deubiquitylating enzyme USP7, which is recruited by SCML2 (Hasegawa et al., 2015, Luo et al., 2015), was not observed on the XY pair (Figure 3C). Similarly, RNF8-dependent polyubiquitylation (poly-Ub), which is required for reactivation of sex chromosomes after meiosis (Sin et al., 2012), was absent (Figure 3C). Thus, SETDB1 acts downstream of the DDR pathway in XY chromatin remodeling by catalyzing H3K9me3.

### SETDB1 Is Required for Condensation of the XY Pair

During MSCI, the extended XY pair condenses to form the XY body. We noted that at early pachynema, *Setdb1* cKOs exhibited persistently extended XY bivalents. To quantitate this phenotype, we immunolabeled sex chromosomes for SYCP3, HORMAD2, and centromeres and used an established approach to measure the mean distance between the X and Y centromeres (Ichijima et al., 2011). In *Setdb1* cKO early pachytene cells, the mean X-to-Y centromere distance was 2-fold higher than that in controls (Figure 4A), indicating that XY body formation in this mutant was defective. To confirm this phenotype, we analyzed the condensation state of γH2AX-immunolabeled XY pairs in stage-matched *Setdb1* cKO and control testis sections. In controls, XY pairs were extended during stage XII (late zygonema) and condensed during stages I to IV (early-to-mid pachynema). However, in *Setdb1* cKOs, XY pairs were extended during stage XII and thereafter remained extended from stage I to stage IV, when germ cell elimination takes place (Figure 4B). SETDB1 is therefore essential for sex chromosome condensation.

**Figure 4:**
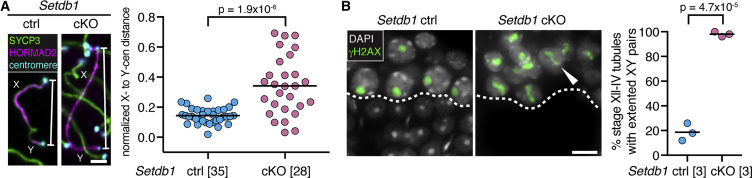
SETDB1 Is Required for Condensation of the XY Pair (A) Immunostaining and quantification of early pachytene X-Y centromere distance in *Setdb1* controls and cKOs (SYCP3: green; HORMAD2: magenta; centromeres: cyan). Number of cells analyzed in brackets. p value calculated using Mann-Whitney test. Scale bar: 2 μm. (B) Immunostaining and quantification of XY condensation in *Setdb1* control and cKO testis sections (γH2AX: green; DAPI: white). Dashed line: boundary between spermatocytes and spermatids. In *Setdb1* cKOs, spermatids are absent as a result of stage lV block. Arrowhead: example of extended XY pair. Chart represents percentage of stage Xll–lV tubules with extended XY pairs (50 tubules per mouse analyzed; three mice per genotype). p value calculated using unpaired t test. Scale bar: 10 μm. 8-week-old mice were used for analyses.

### SETDB1 Is Required for XY Silencing at Pachynema

Condensation of the XY pair is associated with sex-gene silencing at pachynema (Inagaki et al., 2010, Yan and McCarrey, 2009). 

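*Setdb1* itself, which encodes the H3K9 methyltransferase targeted in the cKO, was measured at 56.9 and 59.3 TPM in the wildtype samples and at 28.7 and 37.2 TPM in the cKO samples. Its log2 fold change was -0.81, and the difference missed the threshold (limma adjusted p = 0.269). The authors' deposited Wald test of sleuth calls it (q = 0.0345). The mutation removes the core of the catalytic domain, and the paper reports reduced SETDB1 protein in cKO testes. In the list of H3K9 methyltransferases and SETDB1 partners (20 genes, *Setdb1* included), the X-linked *Suv39h1* was the only member past the threshold and rose from 8.92 and 13.3 TPM to 57.5 and 45.1 TPM (adjusted p = 0.0683). Adjusted over the list alone, 3 of the 20 were higher and 2 lower. Each genotype has 2 RNA-seq samples; the methods give 500 sorted cells for each genotype and do not say whether its samples share an RNA extraction. The wildtype cells come from mice at postnatal day 15 and the cKO cells from mice of that age or older, whose age is not given per sample. The wildtype samples correlated across genes at 0.974 and the cKO samples at 0.923. cKO replicate 1 stood further from the wildtype samples (0.876 and 0.886) than cKO replicate 2 did (0.944 and 0.952). The values are TPM per gene as deposited, compared with limma on log2(TPM + 1) over 19462 protein-coding genes with a Benjamini-Hochberg adjusted p under 0.2 as the threshold. Neither the paper nor the sample labels say that the 2 samples of a genotype come from separate animals, so the p-values measure only the spread between these samples, which may be technical. Without either wildtype sample no gene on any chromosome passed this threshold. The fit then has 1 sample fewer and assumes that the lone wildtype sample varies like the cKO samples. Its residual spread then comes from the cKO pair alone, which correlated at 0.923 against 0.974 for the wildtype pair. The X median log2 fold change was 1.06 without wildtype replicate 1 and 1.05 without wildtype replicate 2, against 1.03 with every sample. Whether the spread alone accounts for the loss of calls was not tested.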

To establish effects of *Setdb1* deletion on XY gene expression, we performed RNA-seq on fluorescence-activated cell sorting (FACS)-purified (Bastos et al., 2005) early-to-mid pachytene cells from *Setdb1* cKOs and wild-type C57BL6/J males. An initial analysis of published RNA-seq data (Gan et al., 2013) showed that the mean X- and Y-gene transcripts per million (TPM) in purified pachytene cells are lower than in purified spermatogonia and preleptotene cells (Figure S5A). The mean X- and Y-gene TPMs in our wild-type purified pachytene population was similar to those observed in this published study. However, in purified *Setdb1* cKO pachytene cells, the mean X- and Y-gene TPMs were elevated (Figure S5A), suggesting that XY silencing was defective.

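X-linked genes averaged 9.87 and 10.1 TPM in the wildtype samples and 34.3 and 19.9 TPM in the cKO samples (782 genes), a ratio of the genotype means of 2.72. Y-linked genes averaged 3.82 and 4.04 TPM in wildtype and 30.5 and 12.9 TPM in the cKO (105 genes), a ratio of 5.53. Autosomal genes averaged 55.2 and 46 TPM in wildtype and 46.5 and 44.8 TPM in the cKO. These means include 12 satellite-like gene models, which held 28.7% and 7.77% of all TPM in wildtype and 14.3% and 10.2% in the cKO. The median autosomal gene went the other way, from 7.33 and 6.88 TPM in wildtype to 10.1 and 7.62 TPM in the cKO. The added X-linked signal was spread over many genes, with 8.99% of it in the 5 genes that gained most (*Gm364*, *Tmsb4x*, *Esx1*, *Taf7l* and *Gm8334*). On the Y, *Gm10352*, *Gm21704*, *Erdr1*, *Gm21677* and *Eif2s3y* held 49.0% of the gain, and reads of the *Gm* copies among them are shared between near-identical genes, so their individual levels are uncertain. In both classes cKO replicate 1 was the higher sample: the Y ratio is 3.29 without it and 7.77 without cKO replicate 2. With 2 samples against 2, the exact two-sided permutation test gives p = 0.33 for the X and for the Y, the smallest it can give.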

We next performed differential expression analysis. 63% (304/784) of X-protein-coding and 38% (29/105) of Y-protein-coding genes were differentially expressed between *Setdb1* cKOs and wild-type pachytene cells. Furthermore, almost all of these XY genes were expressed more highly in the *Setdb1* cKOs than in the wild-types (99.7% of X- and 93.1% of Y-encoded differentially expressed genes; Figure 5A and Table S1). 

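Of the X-linked genes tested, 216 differed between the genotypes, or 27.6%. Among them were *Ube2a*, a ubiquitin-conjugating enzyme gene (12.2 and 14.2 TPM in wildtype, 132 and 79.3 TPM in the cKO; adjusted p = 0.0336), and *Med12*, which encodes a Mediator subunit (6.73 and 7.98 against 36.9 and 34.1 TPM). Of the Y-linked genes, 27 differed, or 25.7%. The X-linked genes with the smallest p were *1700080O16Rik*, *Gm8334*, *Gm5934*, *Cldn34b1* and *1700013H16Rik*, with log2 fold changes of 4.85, 4.44, 4.29, 4.59 and 3.45. Among X-linked ubiquitously expressed genes (30 genes), 7 were higher over all genes tested and 24 adjusted over the list alone; among X-linked germ cell genes (31 genes) the counts were 17 and 28, with no member of either list lower. Fewer members of each list pass over all genes without cKO replicate 1, and more without cKO replicate 2. The median log2 fold change of these lists was 1.17 and 2.14 (camera adjusted p = 1.7e-12 and 4.5e-19; 0.456 for each with an estimated correlation), and 1.46 and 2.60 in cKO replicate 1 against 0.86 and 1.53 in cKO replicate 2. The counts rest on the samples used (limma, adjusted p under 0.2): 125 X-linked and 19 Y-linked genes without cKO replicate 1, 455 and 79 without cKO replicate 2, and 0 without either wildtype sample, against 381 X-linked genes higher, and 48 Y-linked genes higher and 2 lower, at an unadjusted p under 0.05 with every sample.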

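All of the differing X-linked genes were higher in the cKO, and so were 25 of the differing Y-linked genes (92.6%). The 2 Y-linked genes that were lower, *Gm28490* and *Gm3376*, were picked out after their values were seen. The direction reached beyond the genes past the threshold: 91.4% of all X-linked and 89.5% of all Y-linked genes had a log2 fold change above 0, against 54.4% of autosomal genes. Both cKO samples lay above both wildtype samples for 72.5% of X-linked and 62.9% of Y-linked genes, against 24.0% of autosomal genes and the 16.7% that chance gives. X-linked genes of multicopy families were picked by gene name, and their reads may be shared between copies. Of these, 47 of 86 were higher, and among the other X-linked genes 169 of 696. Without cKO replicate 1 these counts are 34 and 90, with 1 of the latter lower, and without cKO replicate 2 they are 70 and 385. The calls were made with limma, and no X-linked or Y-linked gene passed its threshold without either wildtype sample.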

Upregulated Y genes included *Zfy1* and *Zfy2*, misexpression of which causes midpachytene germ cell elimination (Royo et al., 2010). As a result of this skewed XY expression change, median expression from the X and Y chromosomes in *Setdb1* cKOs was increased 3.3- and 3.7-fold, respectively, relative to wild-types (Figure 5B). In contrast, only 9% of autosomal genes were differentially expressed, and of these genes, 56.2% were upregulated and 43.7% downregulated in *Setdb1* cKOs compared to wild-types (n = 1,528 genes). Consequently, median expression from the autosomes was unchanged (Figure 5B). 

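*Zfy2*, which encodes a zinc finger protein, rose from 2.46 and 5.69 TPM in wildtype to 73.3 and 39.3 TPM in the cKO (log2 fold change 3.51, adjusted p = 0.0522). *Zfy1* was measured at 2.19 and 4.44 TPM in wildtype and 30.1 and 10.5 TPM in the cKO, a log2 fold change of 2.18 that missed the threshold by little (adjusted p = 0.201). Other single-copy genes of the Y short arm rose as well: *Kdm5d*, a histone demethylase gene, from 13.9 and 10.6 TPM to 61.7 and 45.9 TPM, and *Eif2s3y*, a translation initiation factor gene, from 28.9 and 37.1 TPM to 195 and 99.9 TPM. *Usp9y*, a deubiquitinase gene, rose from 1.26 and 1.52 TPM to 16.7 and 7.40 TPM (adjusted p = 0.147), and that call is lost without cKO replicate 1 (adjusted p = 0.232). Over the 9 genes of the short-arm list, 5 were higher over all genes tested and 8 adjusted over the list alone, with a median log2 fold change of 2.04 (2.25 in cKO replicate 1, 1.47 in cKO replicate 2; camera adjusted p = 1.9e-07, and 0.456 with an estimated correlation). Without cKO replicate 1, 3 members are higher, and without cKO replicate 2, 8. The limma calls of these genes are lost without either wildtype sample.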

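X-linked genes had a median log2 fold change of 1.03, or 2.04-fold, with quartiles of 0.45 and 1.89. Y-linked genes had a median of 1.46, or 2.76-fold, with quartiles of 0.65 and 2.19. Each cKO sample showed the rise against the wildtype mean, by different amounts: the X median was 2.62-fold higher in cKO replicate 1 and 1.64-fold higher in cKO replicate 2, and the Y median 5.04-fold and 1.45-fold higher. Without multicopy families the medians were 0.95 for the X (696 genes) and 2.12 for the Y (16 genes). Against all other genes, camera gives p = 7.2e-36 for the X and 6.2e-16 for the Y with its preset correlation between genes, and p = 0.163 and 0.262 with an estimated correlation of 0.378 and 0.529.

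**Figure D1:**
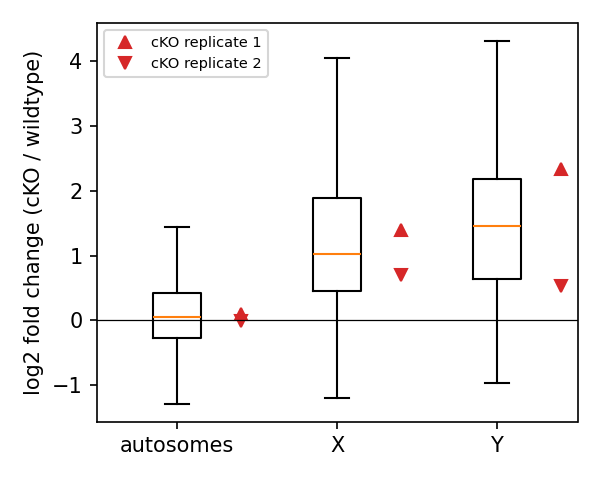
Log2 fold change per gene of autosomal, X-linked and Y-linked genes (boxes, quartiles; no outlying points drawn), with the median of each cKO sample against the wildtype mean (triangles).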

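On the autosomes 427 genes were higher and 213 lower in the cKO, 3.48% of 18376 tested. *Abhd5*, which encodes a lipase cofactor, rose from 85.8 and 81.2 TPM to 1073 and 773 TPM, and *Ppp2r5a*, a phosphatase subunit gene, from 93.7 and 80.6 TPM to 1086 and 730 TPM. *Prss39*, *Cd209c*, *Dydc1*, *Atoh8* and *Olfr1224-ps1* rose by 3.85, 3.40, 3.39, 3.37 and 4.70 on the log2 scale. *Stambp*, a deubiquitinase gene, fell from 233 and 220 TPM to 19.7 and 37.8 TPM, and *Adad2*, *Mib2*, *Ppp1cb*, *Tesmin*, *B3galnt1* and *3110040N11Rik* had log2 fold changes of -2.24, -2.03, -1.73, -2.18, -2.10 and -1.98. Higher genes were 66.7% of the differing autosomal genes. These counts depend on the scaling: 674 genes were higher and 105 lower when rescaled to autosomal genes, satellite-like gene models included, and 237 higher and 173 lower with quantile normalization. They also depend on the samples: 519 genes without cKO replicate 1, 3276 without cKO replicate 2 and 0 without either wildtype sample, against 1337 higher and 849 lower at an unadjusted p under 0.05 with every sample (limma).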

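The median log2 fold change of autosomal genes was 0.05, or 1.04-fold, with 0.10 in cKO replicate 1 and -0.0007 in cKO replicate 2. Across the 19 autosomes the medians ran from 0.00 on chromosome 9 to 0.16 on chromosome 14, and the share of genes that differed from 1.38% on chromosome 16 to 9.90% on chromosome 14. Mitochondrially encoded genes (13 genes) had a median of 0.26, and autosomal genes of cytosolic ribosomal proteins (44 genes) of -0.02 (0.18 in cKO replicate 1 and -0.25 in cKO replicate 2), with no member of either list past the threshold over all genes or adjusted over the list alone. TPM are relative values, so a shift shared by all genes cannot be seen in them. No test was made of the autosomal median.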

An elevation in median X and Y expression was not observed in published RNA-seq datasets derived from *Setdb1* cKO embryonic stem cells (ESCs) or primordial germ cells (PGCs) and was thus a pachytene-specific effect (Figures S5B and S5C). 

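The median X-linked gene stood at 0.394 and 0.401 of the median autosomal gene in the wildtype samples and at 1.26 and 0.827 in the cKO samples. The mean ratio was 0.397 (SD 0.005) in wildtype and 1.04 (SD 0.31) in the cKO, over 533 X-linked and 13843 autosomal genes with a mean above 1 TPM in both genotypes. Between the genotype means the X-linked median went from 6.33 to 18.3 TPM and the autosomal median from 15.8 to 18.0 TPM. The ratio of cKO to wildtype was 2.63, with 2.09 without cKO replicate 1 and 3.18 without cKO replicate 2. The exact two-sided permutation test of 2 samples against 2 cannot go below p = 0.33, the value it gives.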

The X-to-autosome (X:A) ratio in *Setdb1* cKO pachytene cells was elevated compared to that in wild-types (Figure S5D), consistent with preferential overexpression of X versus autosomal genes in the former genotype. 

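X-linked genes higher in the cKO lay in each of 9 bins of 20 Mb along the chromosome (GRCm38), from *AU022751*, starting at 6081219, to *4933400A11Rik*, starting at 169776257. The share of tested genes that were higher ran from 21.6% (21 of 97 genes, between 100 and 120 Mb) to 33.7% (29 of 86 genes, between 120 and 140 Mb), and no bin held a gene that was lower. The median log2 fold change per bin ran from 0.85 to 1.23. The lowest share was 8.33% without cKO replicate 1 and 49.5% without cKO replicate 2, and with limma no gene passed without either wildtype sample. No test was made between bins.

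**Figure D2:**
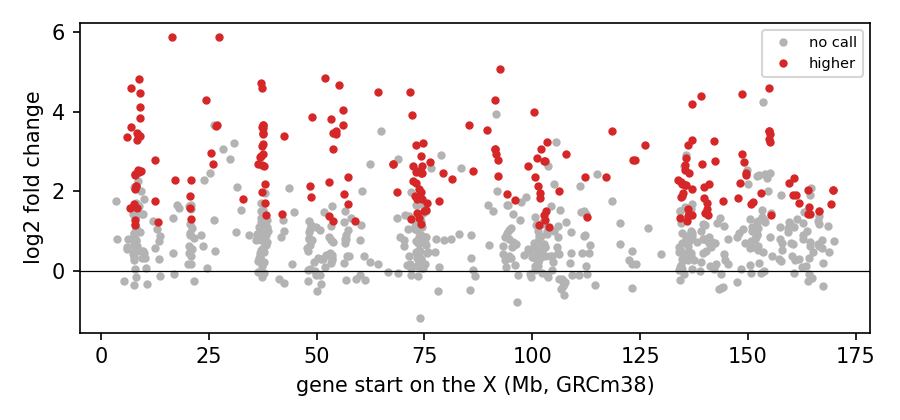
Log2 fold change of each X-linked gene tested against its start on the chromosome; genes past the threshold in red.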

Genes upregulated in the *Setdb1* cKO were found across the length of the X chromosome (Figure 5C; see legend for discussion of Y chromosome). Thus, *Setdb1* deletion caused upregulation of sex-linked genes in pachytene cells but not in ESCs or PGCs.

**Figure 5:**
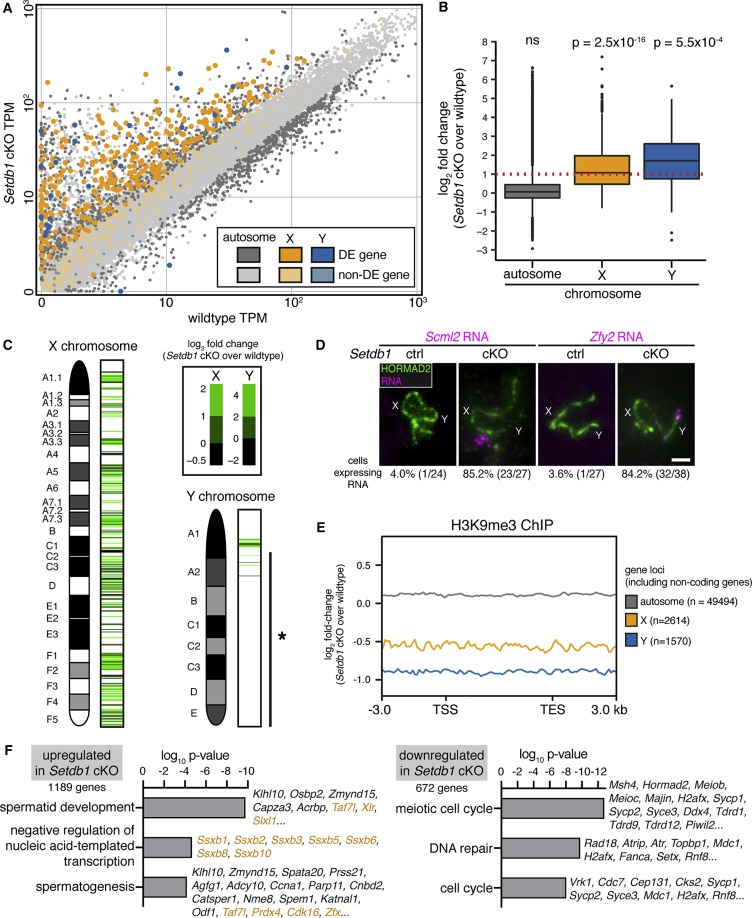
Defective MSCI in *Setdb1* cKO Pachytene Spermatocytes (A) Comparison of gene expression levels between wild-type ad *Setdb1* cKO pachytene cells. DE: differentially expressed. DE genes: autosome (dark gray); X (dark orange); Y (dark blue). non-DE genes: autosome (light gray); X (light orange); Y (light blue). TPM: transcripts per million. (B) Boxplot represents gene expression log2-fold change of *Setdb1* cKO relative to wild-type. Box: 25th/75th percentiles. Line on box: median. Whisker: 1.5 times the interquartile range from the 25th/75th percentiles. Red dashed line: 2-fold change. ns: not significant. p value calculated using Welch’s t test. (C) Heatmaps representing gene expression log2-fold change of *Setdb1* cKO relative to wild-type across different chromosomal locations. Asterisk: long arm of the Y chromosome, which is occupied by multicopy genes (*Ssty1*, *Ssty2*, *Sly*, *Asty*). Note that the software used for these heatmaps excludes multi-mapped X and Y genes. (D) X-linked *Scml2* and Y-linked *Zfy2* RNA-FISH (magenta) of *Setdb1* controls and cKOs immunostained for HORMAD2 (green). Percentages of cells positive for RNA signals are shown below panels. Scale bar: 2 μm. (E) H3K9me3 occupancy log2-fold change of *Setdb1* cKO relative to wild-type. Gray: autosomal genes; orange: X genes; blue: Y genes. Analysis includes all coding and noncoding genes. TSS: transcription start site. TES: transcription end site. (F) The top three ontology terms enriched in upregulated and downregulated genes in *Setdb1* cKO cells. Example genes are listed on the right. Orange: X-linked genes. See also Figures S5–S7 and Tables S1 and S2.

We complemented our transcriptomic analysis with RNA-FISH for the X gene *Scml2* and the Y gene *Zfy2*. These genes are silenced at pachynema in control males but not in MSCI mutants (ElInati et al., 2017, Royo et al., 2010, Bhattacharyya et al., 2013, Royo et al., 2013). Following RNA-FISH, early pachytene cells were identified using HORMAD2 immunostaining, as described previously (Cloutier et al., 2015, Cloutier et al., 2016). Both *Scml2* and *Zfy2* were misexpressed at early pachynema in *Setdb1* cKOs, and the proportion of cells exhibiting *Scml2* and *Zfy2* RNA-FISH signals was similar to that observed in established MSCI mutants (ElInati et al., 2017, Wojtasz et al., 2012) (Figure 5D). Thus, transcriptomic and RNA-FISH analyses demonstrate that SETDB1 is critical for MSCI.

Based on our immunostaining analysis (Figure 3B), we hypothesized that SETDB1 mediates silencing by directing H3K9me3 acquisition at X genes. We performed ultra-low-input native chromatin immunoprecipitation sequencing (ChIP-seq) (Brind’Amour et al., 2015) to compare H3K9me3 occupancy at all genes (coding and non-coding) in early-to-mid pachytene *Setdb1* cKOs and wild-type cells. H3K9me3 levels at autosomal genes were similar between these two genotypes. However, H3K9me3 levels at X and Y genes were reduced in the *Setdb1* cKO relative to the wild-type (Figure 5E). The reduction in H3K9me3 was observed both at XY genes upregulated in the *Setdb1* cKO and at XY genes that were not upregulated (Figure S6). These findings indicate that in the *Setdb1* cKO reduction of XY H3K9me3 occurs at a chromosomal level.

We examined putative functions of genes upregulated upon depletion of the repressive H3K9me3 mark (Figure 5F and Table S2). Genes upregulated in *Setdb1* cKOs relative to wild-types were enriched most highly for the Gene Ontology (GO) category “spermatid development.” This finding was surprising because spermatids were absent in *Setdb1* cKOs (Figures 2I and 2J). The “spermatid development” category included genes mapping to the X chromosome, where spermatid genes are abundant (Mueller et al., 2008), as well as autosomal genes. 

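Genes of round and elongating spermatids on the autosomes (52 genes, listed independently of the study's calls) had a median log2 fold change of 2.45, with 4.48 in cKO replicate 1 and 1.1 in cKO replicate 2. Of these, 9 were higher over all genes tested (10 without cKO replicate 1, and 34 with 1 lower without cKO replicate 2) and 40 adjusted over the list alone, and none was lower. *Spaca3* and *Spaca4*, which encode sperm acrosome proteins, rose from 0.40 and 0.40 TPM to 131 and 11.8 TPM and from 0 and 0.107 TPM to 132 and 6.94 TPM. *Tekt2*, a tektin gene of the sperm tail, rose from 56.8 and 44.3 TPM to 182 and 113 TPM, and *Actl7b* from 18.9 and 19.9 TPM to 131 and 45.9 TPM. Both calls are lost without cKO replicate 1 (adjusted p = 0.205 and 0.201). Among 32 members below 5 TPM in wildtype the median level was 0.666 and 0.550 TPM in the wildtype samples, 79.7 TPM in cKO replicate 1 and 4.44 TPM in cKO replicate 2. Of the genes the study names under spermatid development (24 genes), 16 were higher over all genes tested and all 24 adjusted over the list alone. The study chose them on these samples, so the count is not independent evidence. *Nme8* went from 5.51 and 5.24 to 68.4 and 82.0 TPM and *Prss21* from 12.0 and 10.6 to 67.0 and 118 TPM. *Zmynd15* went from 3.66 and 12.4 to 88.1 and 67.4 TPM, and *Taf7l* from 42.6 and 75.6 to 348 and 211 TPM. *Klhl10* (0.348 and 0.0895 against 89.1 and 4.45 TPM, adjusted p = 0.209) and *Six5* (adjusted p = 0.386) missed the threshold. The set tests give camera adjusted p = 2.1e-13 for the independent list and 4.4e-20 for the study's genes, and adjusted p = 0.456 and 0.431 with an estimated correlation. Without cKO replicate 1 the *Zmynd15* call is lost (adjusted p = 0.205), and without either wildtype sample all limma calls are.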

Essential functions in spermiogenesis have been described for several of these X genes, e.g., *Taf7l* (Cheng et al., 2007) and *Slxl1* (Cocquet et al., 2010), and autosomal genes, e.g., *Klhl10* (Yan et al., 2004), *Osbp2* (Udagawa et al., 2014), *Zmynd15* (Clark et al., 2004), *Capza3* (Geyer et al., 2009), *Acrbp* (Kanemori et al., 2016), and *Six5* (Sarkar et al., 2004). We also performed GO analysis on genes downregulated in *Setdb1* cKOs relative to wild-types (Figure 5F). The most significantly enriched categories featured genes functioning in meiosis. These findings indicate that *Setdb1* regulates the timely expression of spermatogenesis genes, promoting expression of meiosis genes and preventing premature expression of spermatid genes.

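Synaptonemal complex and recombination genes (47 genes) had a median log2 fold change of -0.55, with -0.45 in cKO replicate 1 and -0.53 in cKO replicate 2. Of these, 9 were lower over all genes tested, and adjusted over the list alone 21 were lower and 3 higher. *Ccnb1ip1*, a crossover gene, fell from 48.6 and 43.6 TPM to 11.4 and 4.60 TPM, *Majin*, which attaches meiotic telomeres to the nuclear envelope, from 26.7 and 27.0 TPM to 7.36 and 9.32 TPM, and *Sycp2*, a component of the chromosome axis, from 299 and 322 TPM to 147 and 173 TPM. *Sycp1* (566 and 654 against 360 and 295 TPM) missed the threshold (adjusted p = 0.219). Of 36 genes of the DNA damage response and silencing, 8 were lower over all genes and 17 adjusted over the list alone, among them *Rad9b*, *H2afx* and the kinase gene *Atr* (log2 fold changes -1.54, -1.38 and -1.07). The median was -0.59 (-0.65 and -0.66 in cKO replicates 1 and 2). Of 24 piRNA pathway genes, 8 were lower over all genes, and 14 lower and 3 higher adjusted over the list alone, with a median of -0.74 (-0.81 and -0.73 in cKO replicates 1 and 2). *Piwil2* fell from 214 and 270 TPM to 60.7 and 70.2 TPM. Of 34 intraflagellar transport genes, 5 were lower over all genes and 21 adjusted over the list alone, with a median of -0.66 (-0.85 in cKO replicate 1 and -0.40 in cKO replicate 2). *Ift88* fell from 103 and 103 TPM to 35.4 and 35.2 TPM. The camera adjusted p of these lists was 3.6e-09, 6.3e-08, 5.4e-08 and 2.9e-12, and with an estimated correlation adjusted p = 0.456, 0.431, 0.456 and 0.456. These lists cover pathways the study names, and it named part of their members on these samples, so they are not independent evidence. Without cKO replicate 1 fewer members of each of the 4 lists are lower, and without cKO replicate 2 more are. Not all calls are then lower: without cKO replicate 2 some synaptonemal complex, DNA damage response and piRNA genes are higher. Without cKO replicate 1 this also holds for the piRNA list. The calls of *Sycp2* and *Atr* are lost without cKO replicate 1 (adjusted p = 0.243 and 0.220), and without either wildtype sample all limma calls are.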

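Of the genes that Figure 5F shows as higher in the cKO, 30 were tested; 22 were higher, and the other 8 had log2 fold changes above 0. Of 26 genes shown as lower, 14 were lower, and the other 12 had log2 fold changes below 0. *Ccna1*, which encodes a cyclin of late meiotic prophase and is among the higher genes, rose from 24.7 and 26.1 TPM to 142 and 238 TPM, while *Tdrd1*, a piRNA pathway gene among the lower ones, fell from 211 and 222 TPM to 25.2 and 72.0 TPM. Late pachytene and meiotic division genes (31 genes) went both ways, 5 higher and 1 lower over all genes and 8 higher and 3 lower adjusted over the list alone, with a median of -0.04 (-0.41 in cKO replicate 1 and 0.34 in cKO replicate 2) and a mean of 0.31. Of these, 6 were higher and 0 lower without cKO replicate 1, and 6 higher and 9 lower without cKO replicate 2. *Ccnb1*, a cyclin gene, and *Plk1*, a kinase gene of cell division, were higher (46.3 and 58.4 against 196 and 173 TPM, and 20.4 and 35.6 against 121 and 108 TPM). These genes were chosen by the study on the same samples, apart from the late pachytene list, and the limma calls are lost without either wildtype sample. From the enrichment of spermatid development among the higher genes and of meiosis among the lower ones, the paper concludes that *Setdb1* keeps spermatogenesis genes to their time, favouring the meiotic genes and holding back those of spermatids.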

### A Subset of ERVs Is Upregulated in the *Setdb1 cKO*

SETDB1 silences endogenous retroviruses (ERVs) in somatic cells (Kato et al., 2018) and PGCs (Liu et al., 2014). Using our RNA-seq data, we addressed whether SETDB1 performs a similar function in pachytene cells. 5% (38/836) of ERVs were upregulated in the *Setdb1* cKO relative to the wild-type (Figure S7A and Table S3). Upregulated ERVs were derived from multiple families, with the most highly overexpressed ERV being MMERVK10C-int. A similar proportion of ERVs (43/836) was downregulated in the *Setdb1* cKO relative to the wild-type. In the *Setdb1* cKO, upregulated ERVs showed a more marked decrease in H3K9me3 occupancy than downregulated ERVs or non-differentially expressed ERVs (Figures S7B and S7C). In conclusion, the effect of *Setdb1* deletion on ERV silencing in pachytene cells is milder than observed in other contexts (Karimi et al., 2011, Kato et al., 2018, Liu et al., 2014, Matsui et al., 2010).

### TRIM28 Is a Candidate DDR-SETDB1 Bridging Factor in MSCI

Our findings showed that SETDB1 acts downstream of the DDR network. Consistent with this conclusion, SETDB1 localization to the XY bivalent did not occur in *H2afx* KO pachytene cells (Figure 6A). However, the mechanism underlying sex chromosome SETDB1 recruitment was unclear. TRIM28, hnRNP K, and Krüppel-associated box zinc-finger proteins (KRAB-ZFPs) recruit SETDB1 in other contexts (Ecco et al., 2017, Iyengar and Farnham, 2011, Thompson et al., 2015), and TRIM28 is also involved in the DDR (White et al., 2006). To assess which of these cofactors could be important in XY-SETDB1 recruitment, we performed testis IP-mass spectrometry (MS) on P15 wild-type testis using both γH2AX and SETDB1 as bait (Figure 6B and Table S4). Proteins significantly enriched in both the γH2AX and SETDB1 IP-MS experiments included TRIM28 and hnRNP K but not KRAB-ZFPs. Both IP-MS experiments also pulled down known XY body-associated proteins (e.g., SCML2, USP7) (Hasegawa et al., 2015, Luo et al., 2015), as well as components of the HUSH complex, which promote SETDB1-mediated H3K9me3 spreading (Tchasovnikarova et al., 2015) (Figure 6C). Proteins observed only in the γH2AX IP-MS included MDC1 and several epigenetic enzymes, while those unique to the SETDB1 IP-MS included the SETDB1-stabilizing factors ATF7IP and ATF7IP2 (Ichimura et al., 2005, Timms et al., 2016) (Figure 6C). IP-MS can thus identify additional candidate XY-silencing factors.

**Figure 6:**
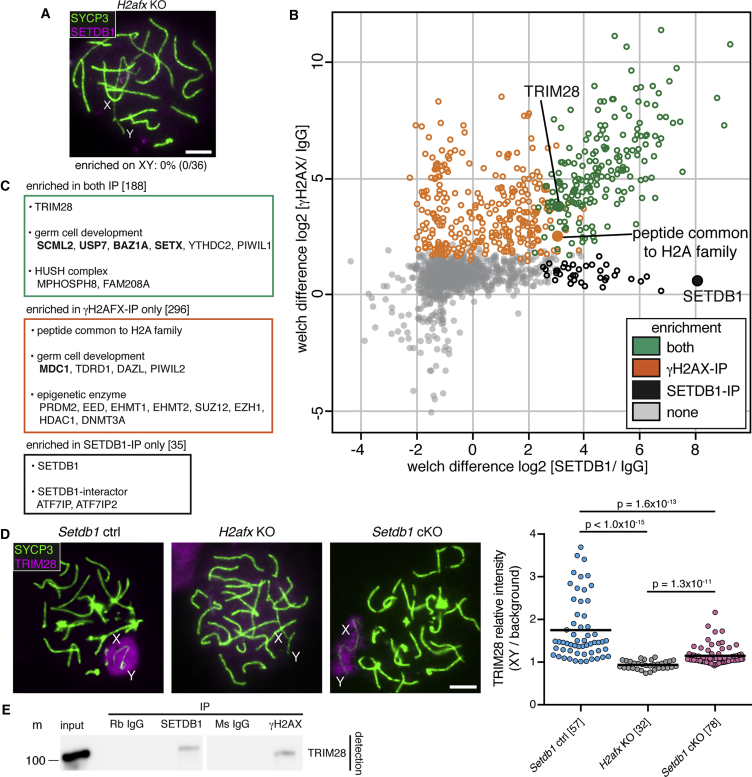
Genetic and Protein Interaction of SETDB1 with γH2AX and TRIM28 (A) Early pachytene *H2afx* KOs immunostained for SYCP3 (green) and SETDB1 (magenta). Percentages of cells positive for SETDB1 signals on XY are shown below panels. (B) IP-MS analysis to identify SETDB1- and γH2AX-interactors in testes. Axis values show LFQ intensity log2-fold change of SETDB1-IP (X axis) or γH2AX-IP (Y axis) relative to control immunoglobulin G (IgG)-IP. Green: enriched in both γH2AX- and SETDB1-IP. Orange: enriched only in γH2AX-IP. Black: enriched only in SETDB1-IP. Gray: non-enriched. Detection of H2AX is limited due to sequence similarity among H2A family proteins. (C) Examples of proteins enriched in γH2AX- and/or SETDB1-IP. Number of proteins enriched in brackets. Bold: known MSCI factors. (D) Early pachytene *Setdb1* controls, *H2afx* KOs, and *Setdb1* cKOs immunostained for SYCP3 (green) and TRIM28 (magenta). Chart shows relative intensity of TRIM28 on XY relative to non-XY region in nucleus. Number of cells analyzed in brackets. p value calculated using Mann-Whitney test. (E) Western blot of input and immunoprecipitated samples using P15 wild-type testis lysate treated with nuclease. Rb: rabbit; Ms: mouse; m: size marker. Expected TRIM28 size: 110 kDa. 8-week-old mice were used in (A) and (D); P15 mice were used in (B) and (E). Scale bars: 5 μm. See also Figure S7D and Table S4.

To further assess their candidacy, we analyzed TRIM28 and hnRNP K immunostaining in early pachytene cells. hnRNP K was present throughout autosomal chromatin but was notably excluded from the XY pair (Figure S7D). However, TRIM28 localized to the sex chromosomes, further supporting a role for this protein in linking the DDR to SETDB1 (Figure 6D). Testis IP followed by western blotting confirmed that both SETDB1 and γH2AX interact with TRIM28 (Figure 6E). In *H2afx* KO pachytene cells, localization of TRIM28 to the XY pair was abolished (Figure 6D), placing TRIM28 downstream of the DDR network in MSCI. TRIM28 was observed on the XY pair in the *Setdb1* cKO (Figure 6D). However, the staining intensity of XY-associated TRIM28 was lower than that in the control (Figure 6D). Thus, while TRIM28 is upstream of SETDB1 in MSCI, SETDB1 may facilitate TRIM28 amplification on the sex chromosomes (see Discussion). Overall, our findings support a role for TRIM28 in bridging the DDR to SETDB1.

## Discussion

A fundamental role for the DDR network in initiating meiotic silencing is well established. DDR proteins collaborate to induce phosphorylation of H2AX on asynapsed chromosomes. However, whether resulting γH2AX is sufficient to silence transcription has been unclear. Here, we show that the repressive histone mark H3K9me3, catalyzed by SETDB1, is an additional critical step downstream of γH2AX in MSCI, driving sex chromosome condensation and XY gene silencing. The midpachytene apoptosis in the *Setdb1* cKO could be attributed to toxic sex-gene expression (Royo et al., 2010, Royo et al., 2015) and/or de-repression of a subset of ERVs. SETDB1 represses ERVs in various contexts (Collins et al., 2015, Karimi et al., 2011, Kato et al., 2018, Liu et al., 2014, Matsui et al., 2010) and has developmental functions that include oogenesis (Eymery et al., 2016, Kim et al., 2016), early development (Dodge et al., 2004), and neurogenesis (Tan et al., 2012). Our findings reveal a distinct role in male meiosis, where it links the meiotic DDR network to H3K9me3.

Our data suggest that SETDB1 interacts with the DDR network via TRIM28 (Figure 7). Localization of TRIM28 to the XY pair requires H2AX but not SETDB1. However, in the absence of SETDB1, levels of sex chromosome-associated TRIM28 are reduced relative to the control. We therefore propose that SETDB1 ensures optimal XY-associated TRIM28-enrichment. In mitotic cells, TRIM28 recruits SETDB1, with resulting H3K9me3 acting as a binding site for HP1 proteins (CBX1, CBX3, CBX5) (Bannister et al., 2001, Matsui et al., 2010, Rowe et al., 2010, Schultz et al., 2002). Because HP1 can directly bind to TRIM28 (Ryan et al., 1999), a rolling cycle amplification could then be initiated, recruiting more SETDB1. Similar positive-feedback systems are commonplace in MSCI. For example, accrual of BRCA1 and ATR at chromosome axes is interdependent (Royo et al., 2013, Turner et al., 2004), as is enrichment of ATR, MDC1, and γH2AX at chromatin loops (Royo et al., 2013).

**Figure 7:**
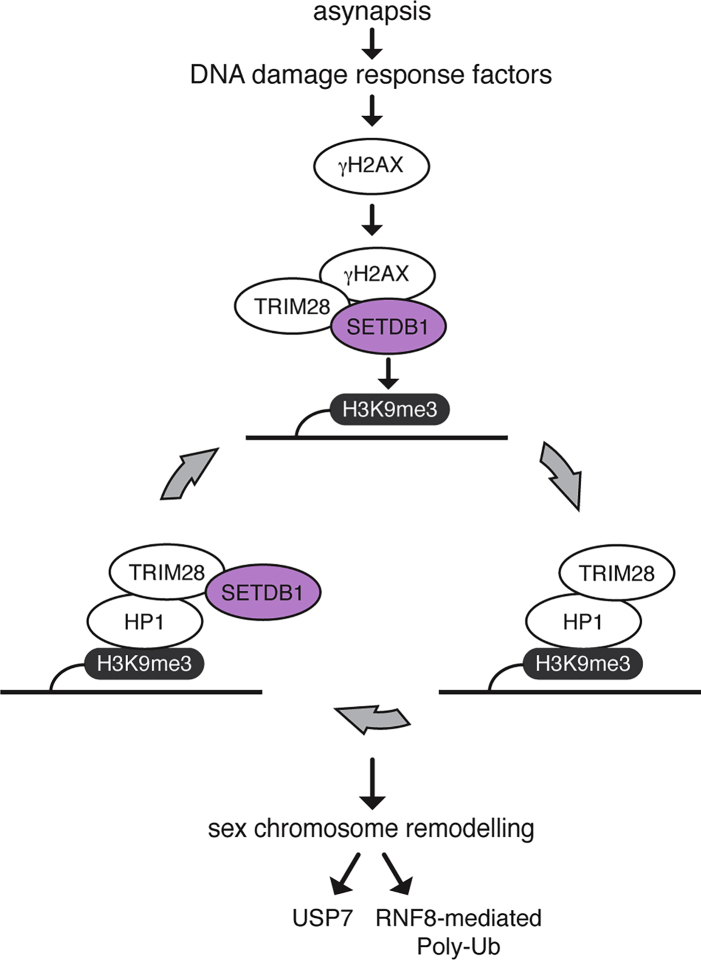
Model Explaining the Role of SETDB1 in MSCI Asynapsis sensors and DNA damage response factors are recruited to XY pair, resulting in γH2AX accumulation. γH2AX recruits TRIM28 and SETDB1, which mediates H3K9me3 acquisition. HP1 (CBX1, CBX3, CBX5)-TRIM28 complex binds to H3K9me3 and recruits more SETDB1, facilitating the repressive chromatin state. USP7 and RNF8-mediated poly-Ub pathways act downstream of H3K9me3 for further sex chromosome remodeling.

*Setdb1* deletion disrupts XY localization of CBX1 at early pachynema. CBX1 and other HP1 family proteins form dimers bridging two H3K9me3 nucleosomes in heterochromatin (Machida et al., 2018). It would be interesting to investigate the effect of meiotic perturbation of HP1 dimerization on chromosome silencing. At midpachynema in *Setdb1* cKOs, XY pairs did not acquire USP7 and poly-Ub. Previous works indicate that SCML2-USP7 and RNF8-mediated poly-Ub act independently during XY chromatin remodeling for proper spermiogenesis (Hasegawa et al., 2015, Lu et al., 2010, Sin et al., 2012). Whether CBX1 acts upstream of one or both of these pathways warrants further investigation.

We observed in *Setdb1* cKOs a mild defect in synapsis. This phenotype was observed preferentially at the PAR. Although we observed no difference between the *Setdb1* cKO and control in PAR-localization of recombination factors, SETDB1 may have a specialized role at this chromosome region. Alternatively, the PAR phenotype may reflect a more general function for SETDB1 in synapsis. PAR asynapsis is a common finding in meiotic mutants (Fernandez-Capetillo et al., 2003, Ichijima et al., 2011, Turner et al., 2004, de Vries et al., 2005, Widger et al., 2018) and may occur because this chromosome region is small in length and thus more susceptible to synapsis defects. Consistent with this hypothesis, the smallest autosome, chromosome 19, is also more commonly asynapsed than chromosome 1 in the *Setdb1* cKO. Although the mechanism by which SETDB1 regulates synapsis is unclear, our data suggest a specific role at centromeric chromosome ends. One possibility is that H3K9 methylation at pericentric regions is important for synapsis. Autosomal asynapsis, associated with defective pericentric H3K9 methylation, is also observed in mice doubly deficient for *Suv39h1* and *Suv39h2* (Peters et al., 2001). However, it is also noteworthy that autosomal centromeres, such as the XY pair, synapse later than other chromosome regions (Bisig et al., 2012, Kauppi et al., 2011). SETDB1 could therefore have a specific function in promoting synapsis at late-pairing regions.

*Setdb1* deletion at pachynema unexpectedly causes premature upregulation of genes normally expressed in spermatids and downregulation of meiotic genes. Since these autosomal genes are not direct H3K9me3 targets (Figure 5E), we speculate that their dysregulation occurs as an indirect consequence of defective MSCI. The effect of MSCI on autosomal gene expression has not been well examined. In female somatic cells, a mechanistically distinct form of X chromosome inactivation (XCI) occurs, which functions to balance somatic X-gene expression levels with that of males. Recent work demonstrates that disrupting somatic XCI causes dysregulation of transcription at the genome-wide level (Borensztein et al., 2017, Sakata et al., 2017). By analogy, we suggest that as well as silencing XY genes, MSCI regulates autosomal gene expression patterns in the mammalian germline.

In addition to mammals, meiotic silencing has been described in other organisms, including *C. elegans* (Kelly and Aramayo, 2007). In both organisms, asynapsis is the trigger for silencing, but downstream molecular events that lead to gene inactivation were thought to be distinct. For instance, meiotic silencing in *C. elegans* relies not on DDR factors, as in mammals, but instead on components of the RNA interference machinery (Kelly and Aramayo, 2007). Interestingly, a report indicates that the *Setdb1* homolog *met-2* is essential for MSCI in *C. elegans* (Checchi and Engebrecht, 2011). Our current findings are therefore significant because they identify *Setdb1* as a silencing factor conserved between these two highly diverged model organisms.

## STAR★Methods

### Key Resources Table

**Table:** 

REAGENT or RESOURCE	SOURCE	IDENTIFIER
**Antibodies**		

rabbit ATR	Cell Signaling Technology	2790; RRID:AB_2227860
rabbit BRCA1	gift from S. Namekawa	N/A
rat CBX1	gift from P. B. Singh	N/A
human centromere (CREST serum)	gift from W. Earnshaw	N/A
rabbit cleaved-PARP	Abcam	ab32064; RRID:AB_777102
rabbti GFP	Cell Signaling Technology	2956; RRID:AB_1196615
rabbit H3K9me3 (for ChIP)	Active Motif	39161; RRID:AB_2532132
rabbit H3K9me3 (for IF)	Millipore	07-442; RRID:AB_310620
rabbit hnRNP K	Abcam	ab52600; RRID:AB_880478
guinea pig HORMAD2	gift from A. Tóth	N/A
sheep MDC1	Serotec	AHP799; RRID:AB_323725
mouse poly-ubiquitylation (clone E6C5)	Millipore	05-678; RRID:AB_11214408
rabbit RAD51	Millipore	PC130; RRID:AB_2238184
rabbit RPA2	Abcam	ab10359; RRID:AB_297095
rabbit SETDB1	Proteintech	11231-1-AP; RRID:AB_2186069
guinea pig SYCP3	in house	N/A
rabbit TOPBP1	Abcam	ab105109; RRID:AB_11129928
mouse TRIM28	Abcam	ab22553; RRID:AB_447151
rabbit USP7	Bethyl	A300-033A; RRID:AB_203276
mouse α-Tubulin	Sigma	T9026; RRID:AB_477593
mouse γH2AFX	Millipore	05-636; RRID:AB_309864
VeriBlot for IP Detection Reagent (HRP)	Abcam	ab131366
Anti-mouse IgG VeriBlot for IP secondary antibody (HRP)	Abcam	ab131368

**Deposited Data**		

RNA-seq and ChIP-seq data	this study	GEO: GSE107671

**Experimental Models: Organisms/Strains**		

*Hormad2* KO	Dr. A. Tóth	Wojtasz et al. (2012)
*Brca1*^*Δ11*^	NCIMR	*Brca1*^*tm2.1Cxd*^
*H2afx* KO	Dr. A. Nussenzweig	Celeste et al. (2002)
*Dmc1* KO	Jackson laboratory	*Dmc1*^*tm1Jcs*^
*Atr*^*flox*^	Jackson laboratory	*Atr*^*tm2Bal*^
*Setdb1*^*flox*^	Dr. Y. Shinkai	Matsui et al. (2010)
*Gt(ROSA)26Sor*^*tm1(EYFP)Cos*^	Jackson laboratory	*Gt(ROSA)26Sor*^*tm1(EYFP)Cos*^
*Ngn3-Cre*	Jackson laboratory	Tg(Neurog3-cre)C1Able
*Stra8-Cre*	Jackson laboratory	Tg(Stra8-icre)1Reb

**Software and Algorithms**		

Fiji	http://fiji.sc/	N/A
R	https://www.r-project.org/	v3.3.2
Prism	GraphPad	v7.0d
Kallisto	https://pachterlab.github.io/kallisto/	v0.44.0
Sleuth	https://pachterlab.github.io/sleuth/	v0.30.0
BiomaRt	https://bioconductor.org/packages/biomaRt/	v2.36.1
DAVID Bioinformatics Resources	https://david.ncifcrf.gov	v6.8
ChromHeatMap	https://bioconductor.org/packages/ChromHeatMap/	v1.34.0
AnnotationDbi	https://bioconductor.org/packages/AnnotationDbi/	v1.42.1
org.Mm.eg.db	https://bioconductor.org/packages/org.Mm.eg.db/	v3.6.0
pairwiseCI	https://cran.r-project.org/web/packages/pairwiseCI/index.html	v0.1.26
Hisat2	https://ccb.jhu.edu/software/hisat2/index.shtml	v2.1.0
deepTools	https://deeptools.readthedocs.io/en/develop/	v3.1.1
RepEnrich	https://github.com/nskvir/RepEnrich	v1.2
DESeq2	https://bioconductor.org/packages/DESeq2/	v1.20.0
MaxQuant	http://www.coxdocs.org/doku.php?id=:maxquant:start	v1.6.0.13
Perseus	http://www.coxdocs.org/doku.php?id=perseus:start	v1.4.0.2

**Other**		

Published RNA-seq datasets reanalysed in this study	GEO	GSE35005, GSE60377, GSE29413

### Contact for Reagent and Resource Sharing

Further information and requests for reagents should be directed to and will be fulfilled by the Lead Contact, James M.A. Turner ().

### Experimental Model and Subject Details

#### Mice

All animals were maintained with appropriate care according to the United Kingdom Animal Scientific Procedures Act 1986 and the ethics guidelines of the Francis Crick Institute. Mice were housed in individually ventilated cages and had free access to water and food. All studies were approved by local ethical review and UK Home Office. Male mice at age indicated in figures or legends were used for analyses. C57BL/6J strain was used as wildtype. *Hormad2* KO mice (Wojtasz et al., 2012), *Brca1*^*Δ11*^ mice (Xu et al., 1999), *H2afx* KO mice (Celeste et al., 2002), and *Dmc1* KO mice (Pittman et al., 1998) were generated on the C57BL/6J background. *Atr* cKO mice (Widger et al., 2018) were generated on the C57BL/6J background by mating *Atr*^*flox/flox*^ females (Brown and Baltimore, 2003) with *Atr*^*+/-*^ (Brown and Baltimore, 2003); *Ngn3-Cre* (Schonhoff et al., 2004) males. *Setdb1* control and cKO mice were generated on the C57BL/6J background by mating *Setdb1*^*flox/flox*^; *Gt(ROSA)26Sor*^*tm1(EYFP)Cos/tm1(EYFP)Cos*^ (Matsui et al., 2010, Srinivas et al., 2001) females with *Setdb1*^*+/-*^ (Matsui et al., 2010) males carrying either *Ngn3-Cre* or *Stra8-Cre* (Sadate-Ngatchou et al., 2008) transgene.

### Method Details

#### Immunofluorescence Staining of Nuclear Spreads

Glass slides (ThermoFisher, AA00008032E00MNT10) were cleaned by boiling in water for ten minutes and dried before use. Testes were dissected in Roswell Park Memorial Institute (RPMI) medium and 100 μl of cell suspension were placed on slides. Slides were applied with 50 μl of 0.05% Triton X-100 in water and incubated at room temperature for 10 minutes. Cells were fixed in 2% paraformaldehyde (PFA), 0.02% sodium dodecyl sulfate (SDS) in phosphate-buffered saline (PBS) at room temperature for one hour, washed in water, and air-dried. Slides were blocked in blocking solution [0.15% bovine serum albumin (BSA) and 0.1% Tween 20 in PBS] at room temperature for one hour and incubated with primary antibodies (see list in Key Resources Table) in humidified chamber at 37°C overnight. For TRIM28 staining, slides were incubated at 4°C. Dilution of primary antibodies were 1:10 (MDC1, TRIM28), 1:50 (ATR, RAD51, RPA2), 1:100 (CREST, H3K9me3, hnRNP K, HORMAD2, SETDB1, SYCP3, TOPBP1), 1:200 (CBX1, poly-Ub, USP7), 1:250 (γH2AX), 1:500 (BRCA1). Secondary antibodies (1:250-500, AlexaFluor 488, 568, or 647, ThermoFisher) were applied in blocking buffer at 37°C for one hour. After wash in PBS at room temperature, specimens were mounted in Vectashield with 4',6-Diamidino-2-phenylindole (DAPI; Vector Laboratories, H-1200).

#### Plot Profiles of H3K9me3 and γH2AX Staining

Captured images of nuclear spreads immunostained for SYCP3, γH2AX, H3K9me3 were analysed using Fiji (Rueden et al., 2017, Schindelin et al., 2012). Signal intensity at the origin was assigned a value of 1, and relative intensity was calculated.

#### Measurement of Normalized Distance between X- and Y-Centromeres

Captured images of nuclear spreads immunostained for SYCP3, HORMAD2 and centromere were analysed using Fiji (Rueden et al., 2017, Schindelin et al., 2012). Normalised distance was calculated by dividing measured distance between X- and Y-centromeres by largest diameter of nucleus.

#### RNA Fluorescence In Situ Hybridization (RNA-FISH) Followed by Immunofluorescence Staining

Bacterial artificial chromosome probes for *Scml2* (RP24-204O18, Children's Hospital Oakland Research Institute) and *Zfy2* (CITB-288D7, Research Genetics) were labelled using Abbott Nick Translation Kit. Testes were dissected in RPMI medium and 100 μl of cell suspension was placed on cleaned glass slides (kept cold hereafter). Cells were permeabilised in 0.5% Triton X-100, 2 mM Vanadyl Ribonucleoside in PBS for 10 minutes, fixed in 4% PFA in PBS for 10 minutes and washed in PBS. After dehydration in an ethanol series (2x 70, 80, 95, 100%), air-dried specimens were hybridised with the denatured probe mixed with 3 μg of mouse Cot-1 DNA (ThermoFisher, 18440016) in hybridisation buffer (50% formamide, 25% dextran sulphate, 5 mg/ml bovine serum albumin, 1mM Vanadyl Ribonucleoside in 2x SSC) at 37°C overnight. Slides were washed in 50% Formamide in 1x SSC at 45°C and in 2x SSC at 45°C, and then blocked in 1% BSA, 0.1% Tween in 4x SSC at 37°C for 30 minutes. Slides were incubated with HORMAD2 antibody at 37°C for 30 minutes. Secondary antibody (1:250, AlexaFluor 647, ThermoFisher) was applied in PBS at 37°C for 30 minutes. After wash in 0.1% Tween in 4x SSC at room temperature, specimens were mounted in Vectashield with DAPI.

#### DNA-FISH

DNA-FISH of nuclear spread specimens was performed as described in detail previously (Hirota et al., 2017). Briefly, specimens were washed in 2x SSC and denatured in 70% formamide in 2x SSC. After dehydration in an ethanol series, air-dried specimens were hybridised with the denatured probe in hybridisation buffer at 37°C for overnight. After washing in 2x SSC, 0.1x SSC, and 4xSSC, 0.1 % Tween20, specimens were mounted in Vectashield with DAPI. Bacterial artificial chromosome [RP24-502P5 (*Sly*)] or chromosome painting probes from MetaSystems (XMP 1 Green and XMP 19 Orange) were used as probes.

#### Immunofluorescence Staining of Testis Sections

Isolated testes were fixed in 4% PFA at 4°C overnight, washed in 70% ethanol, embedded in paraffin, and sectioned. Sections attached on glass slides were warmed at 60°C for 10 minutes and washed in Histo-Clear (National Diagnostics, HS-200) at room temperature for five minutes twice. Specimens were rehydrated in an ethanol series (2x 100, 2x 95, 75%) and then in water. Antigen retrieval was performed by boiling the slides in 0.01 M sodium citrate in water for 10 minutes and letting the solution cool for 20 minutes. Slides were blocked in blocking solution (5% normal goat serum and 0.1% Triton X-100 in PBS) at room temperature for one hour and incubated with primary antibodies (see list in Key Resources Table) in humidified chamber at 37°C for two hours. Dilution of primary antibodies were 1:250 (cleaved-PARP, γH2AX). Secondary antibodies (1:500, AlexaFluor 488, 568, ThermoFisher) were applied in blocking buffer at room temperature for one hour. After wash in PBS at room temperature, specimens were mounted in Vectashield with DAPI.

For EYFP staining, testes were fixed in 4% PFA at 4°C for two hours, washed in 0.2% Tween 20 in PBS, immersed successively in 10% and 30% sucrose in PBS, embedded in OCT compound (VWR), frozen, and sectioned at -20°C. Dried specimens were washed three times in PBS, blocked in blocking solution at room temperature for 30 minutes and incubated with GFP antibody (1:200) at 4°C overnight. Secondary antibody (1:500, AlexaFluor 488 anti-rabbit IgG, ThermoFisher) was applied in blocking buffer at room temperature for one hour. After wash in PBS, specimens were mounted in Vectashield with DAPI.

#### Histology

Isolated testes and epididymides were fixed in Bouin’s solution overnight, washed in 70% ethanol, embedded in paraffin, sectioned, and stained with Periodic Acid-Schiff staining (for testes) or hematoxylin and eosin (for epididymides).

#### Microscopy

Images of nuclear spreads, RNA-FISH, and DNA-FISH were captured using Deltavision Microscopy System (100x/1.35NA Olympus UPlanApo objective; GE Healthcare). Images of immunostained testis sections were captured using Leica SP5 confocal microscopy (63x/1.40NA objective). Histology images were captured using Olympus BH2 microscope with 20x/0.46NA (for epididymis) or 40x/0.70NA (for testis) Olympus SPlan objectives.

#### Isolation of Pachytene Spermatocytes

Early-to-mid pachytene cells were purified using fluorescence activated cell sorting following the published method (Bastos et al., 2005) with a modification from testes of wildtype C57BL/6J mice at postnatal day 15 (P15), when germ cells reach early-mid pachynema in the first wave of spermatogenesis. Briefly, seminiferous tubules were dissociated by two-step collagenase digestions and treated with Trypsin buffer (0.125% Trypsin, 500 μg/ml collagenase, 3.29 μg/ml DNase I in the incubation buffer described in Bastos et al., 2005) at 32°C for 20 minutes. Cell suspension was filtered (40 μm), stained with Hoechst 33342 (5 μg/ml) and propidium iodide (2 μg/ml), and used for sorting. As spermatocytes are arrested at midpachynema in *Setdb1* cKOs, *Setdb1* cKO mice at P15 or later were used for isolating early-to-mid pachytene cells. Immunofluorescence staining of nuclear spreads using test-sorted testicular cells from P15 wildtype mice confirmed purity of pachytene cells (82% and 76%, 50 cells analysed for each). 500 cells for each genotype were used for RNA isolation. 3268 cells of wildtype and 5203 cells of *Setdb1* cKO were used for chromatin immunoprecipitation.

#### RNA Sequencing (RNA-Seq)

Total RNA was extracted from 500 pachytene cells using RNAqueous-Micro Total RNA Isolation Kit (ThermoFisher, AM1931) and eluted in 10 μl of elution solution. cDNA was amplified from 1 μl of total RNA by using Smart-seq2 protocol (Picelli et al., 2013, Picelli et al., 2014) (15 amplification cycles). 10 ng of cDNA was sheared using Covaris E220. Libraries of ∼300 bp were generated using Ovation Ultralow DR kit (NuGEN, 0330) with 14 PCR cycles. Sequencing was performed on the Illumina HiSeq 4000 system (single read, 75 bp).

#### Chromatin Immunoprecipitation Sequencing (ChIP-Seq)

Ultra-low-input native ChIP-seq libraries were prepared by following a published protocol (Brind’Amour et al., 2015) using sorted wildtype (3268 cells) and *Setdb1* cKO (5203 cells) early-to-mid pachytene cells. Briefly, sorted cells were treated with micrococcal nuclease at 21°C for 7.5 minutes and used for H3K9me3 ChIP. 5% of the samples after micrococcal nuclease digestion were taken as input. 6.25 μl of 1:100 diluted H3K9me3 antibody (Active Motif, 39161) per reaction was used for ChIP. DNA from pulled-down chromatin was eluted, end-repaired, phosphorylated, and A-tailed. NEBNext Adapter for Illumina was used as adapters and adapter-ligated DNAs were amplified by 13 PCR cycles using NEBNext Index primers (New England Biolabs, included in E7335 and E7500). The libraries were size-selected (200-500 bp) using E-Gel (ThermoFisher). Sequencing was performed on the Illumina HiSeq 2500 system (single read, 75 bp).

#### Immunoprecipitation (IP)

Four testes of wildtype C57BL/6J mice at P15 were homogenised in 1 ml of IP buffer [20 mM Tris (pH 7.5), 150 mM sodium chloride, 1% Triton X-100, 25 U/ml Pierce Universal Nuclease (ThermoFisher, 88700), supplemented with protease inhibitor cocktail (Roche, 04693159001) and phosphatase inhibitor cocktail (Roche, 04906845001)] and rotated at room temperature for 30 minutes. Lysates were cleared by centrifugation (15000 g, 4°C for 10 minutes) twice and incubated with 20 μl of 1:1 mixture of protein A and protein G Dynabeads (ThermoFisher, 10002D and 10004D; pre-washed in IP buffer) at 4°C for 30 minutes. After removing beads, 400 μl of precleared lysates were mixed with 3 μg of antibodies and rotated at 4°C for 1.5 hours. Lysates were then mixed with 50 μl of 1:1 mixture of protein A and protein G Dynabeads (pre-washed in IP buffer) and rotated at 4°C overnight. Beads were washed five times in IP buffer without nuclease at 4°C and boiled in 1x SDS-PAGE sample buffer [80 mM Tris (pH6.8), 2% SDS, 10% Glycerol, 0.0006% Bromophenol blue, 5% 2-Mercaptoethanol] for 10 minutes.

#### Western Blot

For the data used in Figures 2G and S2B, testes were homogenised in lysis buffer [1mM Tris (pH 8.0), 150 mM sodium chloride, 1mM ethylene glycol-bis(2-aminoethylether)-N,N,N',N'-tetraacetic acid (EGTA), 1 mM magnesium chloride, 0.1% NP40, 1mM dithiothreitol (DTT), 1mM phenylmethanesulfonyl fluoride (PMSF), supplemented with protease inhibitor cocktail (Roche)], incubated on ice for 15 minutes, and the resulting lysates were cleared by centrifugation (6000 g, 4°C for 10 minutes).

Protein lysates were used for SDS-PAGE (Laemmli, 1970) and blotted onto polyvinylidene difluoride membranes (Millipore, IPVH00005) or nitrocellulose membranes (LI-COR, 926-31092; used only for γH2AX detection). Membranes were blocked in blocking buffer (5% skimmed milk in TBST) at room temperature for one hour and incubated with primary antibodies (see list in Key Resources Table) in blocking buffer at 4°C overnight. Dilution of primary antibodies were 1:1000 (SETDB1, γH2AX, TRIM28) and 1:5000 (α-Tubulin). Secondary antibody (VeriBlot for IP Detection Reagent or Anti-mouse IgG VeriBlot for IP secondary antibody, 1:3000, Abcam) was applied in blocking buffer at room temperature for 45 minutes. After wash in TBST, signals were detected using Clarity Western ECL Substrate (Bio-Rad, 1705060).

#### Trypsin Digestion

The immunoprecipitated proteins were electrophoresed for approximately 1 cm by SDS-PAGE. Whole lanes were then excised and proteins were subjected to in-gel trypsin digestion using a Perkin Elmer Janus liquid handling system. Briefly, the excised gel pieces were de-stained in 50% acetonitrile, 50 mM ammonium bicarbonate. Cysteines were reduced in 10 mM DTT, and alkylated in 55 mM iodoacetamide. After alkylation, the proteins were digested with 6 ng/μl trypsin at 37°C overnight. The resulting peptides were extracted in 2% formic acid, 1% acetonitrile.

#### Mass Spectrometry

The peptides were loaded on 50-cm Easy Spray column (75 μm inner diameter, 2 μm particle size, ThermoFisher), equipped with an integrated electrospray emitter. Reverse phase chromatography was performed using the RSLC nano U3000 (ThermoFisher) with a binary buffer system at a flow rate of 250 nl/minute. Solvent A was 0.1% formic acid, 5% DMSO, and solvent B was 80% acetonitrile, 0.1% formic acid, 5% DMSO. The in-gel digested samples were run on a linear gradient of solvent B (2- 35%) for 98 minutes. Total run time was 120 minutes including column conditioning. Each sample was analysed in triplicate. The nanoLC was coupled to an LTQ Orbitrap Velos Pro (ThermoFisher) operated in data-dependent mode acquiring one MS1 scan followed by 10 CID scans acquired in centroid mode. The CID normalized collision energy was set at 35 with 10 milliseconds activation time and a maximum ion injection time for MS2 scans at 50 milliseconds. The dynamic exclusion was set at 20 seconds and singly charged peptides and peptides with unassigned charge states were excluded from fragmentation.

### Quantification and Statistical Analysis

#### Statistics and Reproducibility

R v3.3.2 and GraphPad Prism 7 were used for statistical tests. Lines on dot plots show mean values. Box plots are defined in figure legends. Two-tailed p-values were calculated using unpaired t-test (Figures 2F, 2K, 4B, and S2A), Mann-Whitney test (Figures 4A, 6D, and S3), Welch's t-test (Figures 5B, S5B, S5C, and S7B), or Fisher's exact test (Figures S4A and S4D). P-values <0.05 were regarded as significant. The experimental findings were reproduced successfully at least twice. Due to limited cell number, ChIP-seq experiment was performed on single wildtype and *Setdb1* cKO samples though four technical replicates were performed for each sample.

#### Analysis of RNA-Seq Data

RNA-seq data were processed using an R script and transcript quantification was performed using the kallisto R package (Bray et al., 2016). Kallisto was run in single-end read mode using the mouse transcriptome index (GRCm38), with the estimated average fragment length set to 200, the average standard deviation of fragment length set to 20, and the number of bootstraps for estimating confidence intervals set to 150. Paired-end mode was selected for the PGC *Setdb1* cKO dataset (Liu et al., 2014). Normalisation was performed using kallisto to generate transcript-level TPM values which were later aggregated to gene-level TPM values using sleuth (Pimentel et al., 2017). Protein-coding genes having an average TPM >0.1 in at least one condition were used in subsequent scatterplot and boxplot analyses. Differential expression analysis was performed using sleuth and genes with q-value <0.2 calculated by Wald test were considered as differentially expressed. All chromosome and gene biotype annotations were extracted from Ensembl using the R package BiomaRt (Durinck et al., 2009). Gene ontology analyses were performed using DAVID Bioinformatics Resources (https://david.ncifcrf.gov) (Huang et al., 2009a, Huang et al., 2009b).

#### Chromosome Heatmap

The R package ChromHeatMap (http://bioconductor.org/packages/ChromHeatMap/) was used to plot the log_2_ expression ratio of *Setdb1* cKO relative to wildtype TPM values as a heatmap separately for both X and Y chromosomes. The location of each gene along the heatmap was precisely mapped to the genomic locus using the AnnotationDbi and org.Mm.eg.db packages (http://bioconductor.org/packages/AnnotationDbi/; https://www.bioconductor.org/packages/org.Mm.eg.db/).

#### X-Autosome Expression Ratio

X:autosome expression ratios with 95% confidence intervals were calculated using the pairwiseCI package (https://cran.r-project.org/web/packages/pairwiseCI/index.html) in R using ’median.ratio’ setting with 1,000,000 bootstrap replications. Genes that were expressed < 1 TPM were excluded from downstream calculations.

#### Analysis of ChIP-Seq Data

Sequences were aligned using Hisat2 v2.1.0 (Kim et al., 2015) to the mouse genome index (GRCm38). Coverage from each bam file was computed using the deepTools (Ramírez et al., 2014) and compared in 100 bp genomic bins after normalisation for sequencing depth with setting ‘reciprocal ratio’. Gene regions were scaled to the same size, and 3 kb upstream and downstream sequences were included for computing scores for each region in comparisons. This score matrix was used to generate profile plots for each set of genomic regions.

#### ERV Analysis Using RNA-Seq and ChIP-Seq Data

Sequences were aligned to the genome using Hisat2 (v2.1.0), and unique and multi-mapped reads were extracted separately. Spliced alignments were permitted on RNA-seq libraries, but disallowed for ChIP-seq libraries. Annotation for *M. musculus* repetitive LINE and LTR elements were obtained from UCSC genome Table Browser (mm10). The RepEnrich package (Criscione et al., 2014) was subsequently used to obtain fraction counts for each repetitive element, and used in further downstream analyses. Estimated read counts from the RNA-seq data were used to perform differential expression analysis between *Setdb1* cKO and wildtype samples using DESeq2 (Love et al., 2014). A negative binomial distribution was applied to the count data using the parametric mode, and significance test was performed using the Wald test. Genes having a p-value < 0.01 were labelled significant on subsequent scatter plots comparing counts per million (CPM) between *Setdb1* cKO and wildtype samples.

#### Processing and Analysis of Mass Spectrometry Data

Raw data files were analysed using MaxQuant software (version 1.6.0.13) (Cox and Mann, 2008). Parent ion and tandem mass spectra were searched against UniprotKB *Mus musculus* (July 2017) database. For the search the enzyme specificity was set to trypsin with maximum of two missed cleavages. The precursor mass tolerance was set to 20 ppm for the first search (used for mass re-calibration) and to 6 ppm for the main search. Product mass tolerance was set to 0.5 Da. Carbamidomethylation of cysteines was specified as fixed modification, oxidized methionines and N-terminal protein acetylation were searched as variable modifications. The datasets were filtered on posterior error probability to achieve 1% false discovery rate on protein level. For label free quantification the LFQ option within MaxQuant software was selected. The proteingroups.txt MaxQuant output table was imported into Perseus v1.4.0.2 software (Tyanova et al., 2016) for further downstream processing and statistical analysis. LFQ intensities were log_2_ transformed and missing values were imputed from a noise distribution generated using default Perseus settings. LFQ values were then used to determine proteins that were significantly enriched compared to the control (IgG) conditions. The test settings were Welch's t-test, S0=1.0 and a permutation-based FDR controlled at 0.01.

### Data and Software Availability

The sequencing datasets generated during this study are available in the Gene Expression Omnibus (GEO) under the accession code GEO: GSE107671 (https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE107671). GEO accession codes of the published RNA-seq datasets re-analysed during this study are GEO: GSE35005 (Figures 2A and S5A) (Gan et al., 2013), GEO: GSE29413 (Figure S5B) (Karimi et al., 2011), and GEO: GSE60377 (Figure S5C) (Liu et al., 2014).

## Supplemental Information

Document S1. Figures S1–S7

Table S1. List of Differentially Expressed Genes upon *Setdb1* Deletion, Related to Figure 5

Table S2. List of Gene Ontology Terms Enriched in Differentially Expressed Genes upon *Setdb1* Deletion, Related to Figure 5

Table S3. List of Differentially Expressed ERVs upon *Setdb1* Deletion, Related to Figure S7

Table S4. List of Proteins Identified in IP-MS Experiments, Related to Figure 6

Document S2. Article plus Supplemental Information

# Supplementary material for: SETDB1 Links the Meiotic DNA Damage Response to Sex Chromosome Silencing in Mice
**Source:** Dev Cell. 2018 Dec 3;47(5):645–659.e6. doi: 10.1016/j.devcel.2018.10.004
**Supplement:** Document S1. Figures S1–S7

Developmental Cell, Volume 47

Supplemental Information

SETDB1 Links the Meiotic DNA Damage Response to Sex Chromosome Silencing in Mice

Takayuki Hirota, Paul Blakeley, Mahesh N. Sangrithi, Shantha K. Mahadevaiah, Vesela Encheva, Ambrosius P. Snijders, Elias Ellnati, Obah A. Ojarikre, Dirk G. de Rooij, Kathy K. Niakan, and James M.A. Turner

Supplemental Figures:

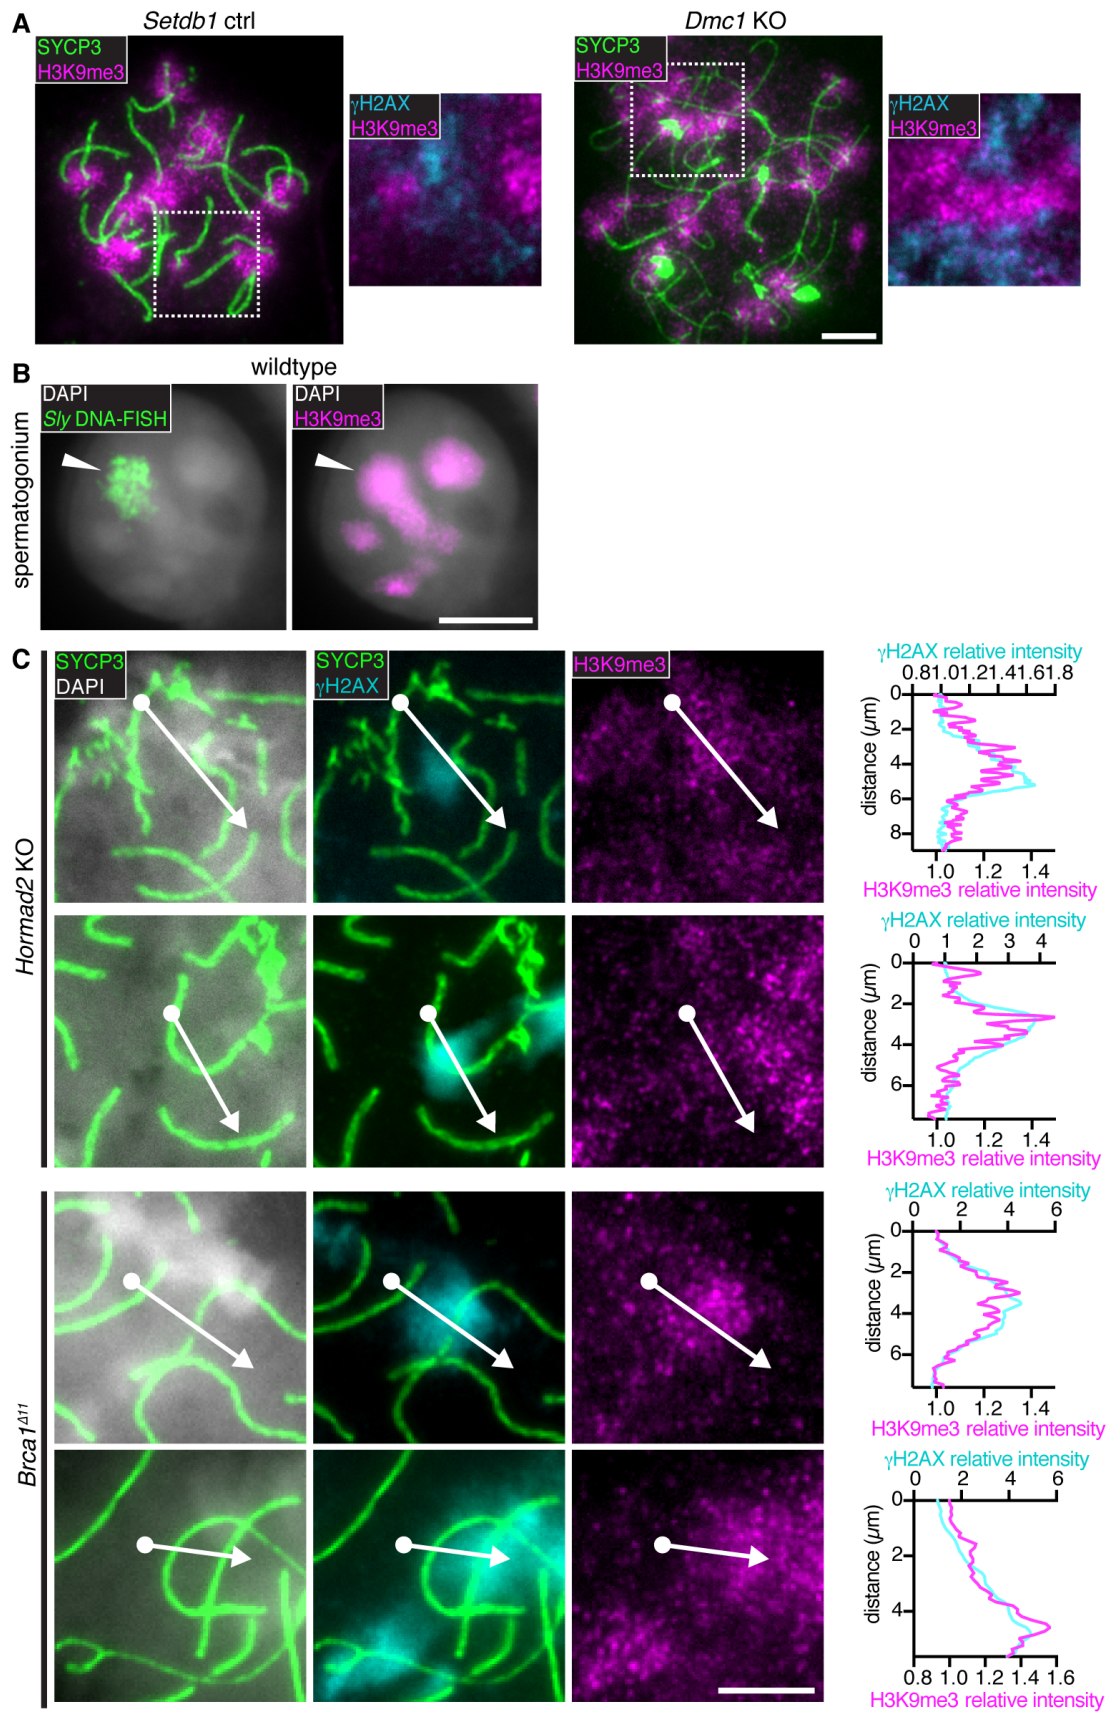

Figure S1. Analyses of H3K9me3 localisation in male germ cells (related to Figure 1)

(A) Early pachytene spermatocytes from *Setdb1* control (n = 30 cells) and *Dmc1* KO (n = 30 cells) immunostained for SYCP3 (green), H3K9me3 (magenta), and γ H2AX (cyan). Dashed rectangles highlight regions magnified to show persistent γ H2AX in each genotype.

(B) *Sly* DNA-FISH (green) of spermatogonia from wildtype (n = 30 cells) immunostained for H3K9me3 (magenta). Arrowheads indicate position of Y chromosome.

(C, related to Figure 1C and 1D) Other examples of ectopic γ H2AX-positive region overlapping with H3K9me3 in *Hormad2* KO and *Brca1* ^{Δ 11} pachytene cells. SYCP3: green. γ H2AX: cyan. H3K9me3: magenta. Arrows show lines used for plot profile analysis.

8-week old mice were used for analyses. Scale bars: 5 μ m.

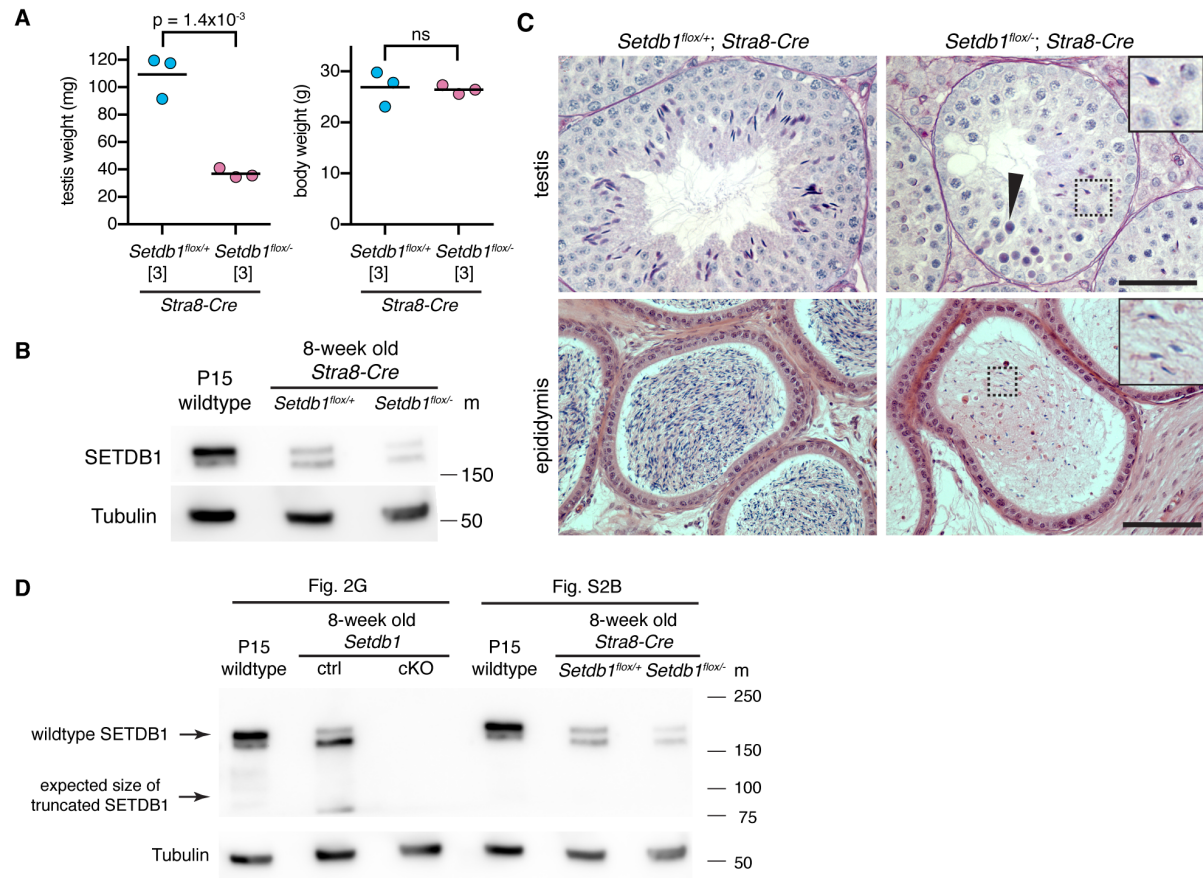

Figure S2. *Stra8-Cre* is less efficient than *Ngn3-Cre* at conferring *Setdb1* deletion (related to Figure 2)

(A) Testis and body weights in *Setdb1^{flox/+}; Stra8-Cre* and *Setdb1^{flox/-}; Stra8-Cre* mice. Number of mice analysed in brackets. ns: not significant. p-value calculated using unpaired t-test.

(B) Testis SETDB1 western blot of *Setdb1^{flox/+}; Stra8-Cre* and *Setdb1^{flox/-}; Stra8-Cre*. Tubulin was used as a loading control. 50 μ g of protein per lane was loaded. m: size marker. Expected size: 180 kDa (SETDB1), 50 kDa (Tubulin). SETDB1 antibody used recognises two SETDB1 bands.

(C) Histology of *Setdb1^{flox/+}; Stra8-Cre* and *Setdb1^{flox/-}; Stra8-Cre* testes (Periodic Acid-Schiff staining) and epididymides (hematoxylin and eosin staining). Dashed rectangles highlight

haploid round/elongated spermatids (testis) and sperm (epididymis), which are magnified in insets. Scale bars: 50 μm (testis), 100 μm (epididymis).

(D) A wider view of the testis SETDB1 western blot images shown in Fig. 2G and S2B. m: size marker. Expected size: 180 kDa (SETDB1), 88.7 kDa (truncated SETDB1), 50 kDa (Tubulin). SETDB1 antibody used is expected to recognise the SETDB1 N-terminal region, which is also present in the truncated SETDB1 expressed after Cre recombination. This shorter SETDB1 was not detected in the *Setdb1* control and cKO.

8-week old mice were used for analyses except for P15 sample in **B** and **D**.

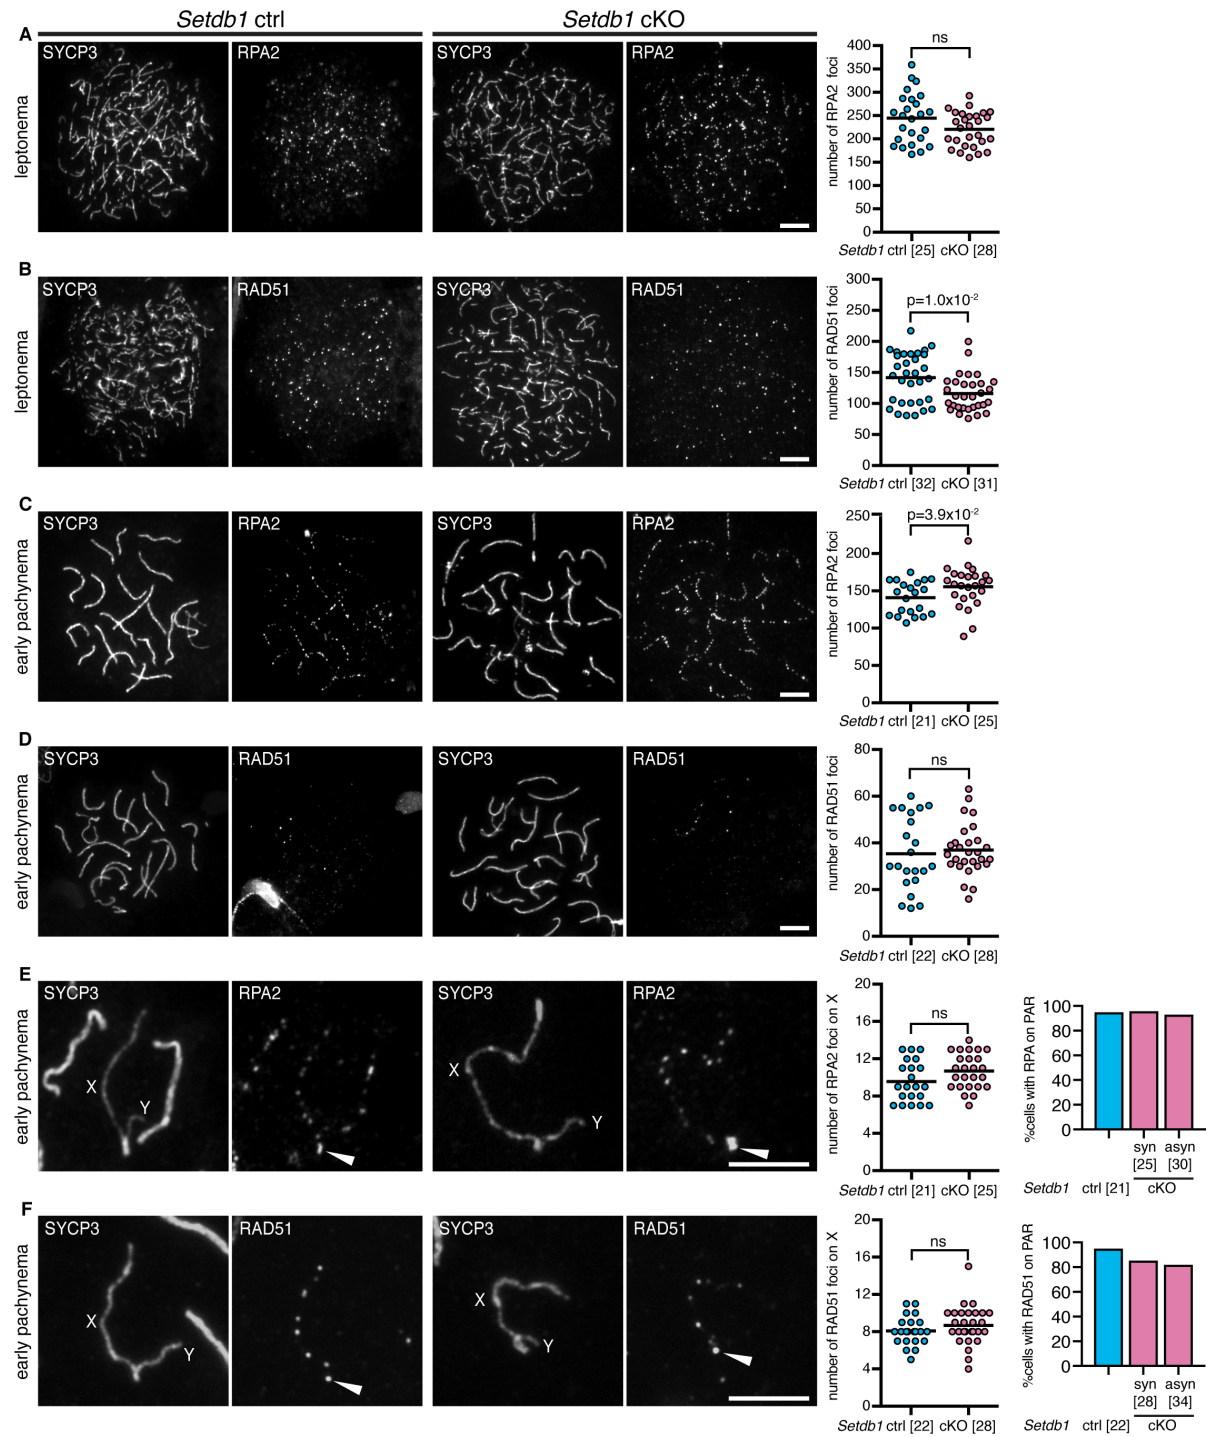

brackets. ns: not significant. p-value calculated using Mann-Whitney test. 8-week old mice were used for analyses. Scale bars: 5 μ m.

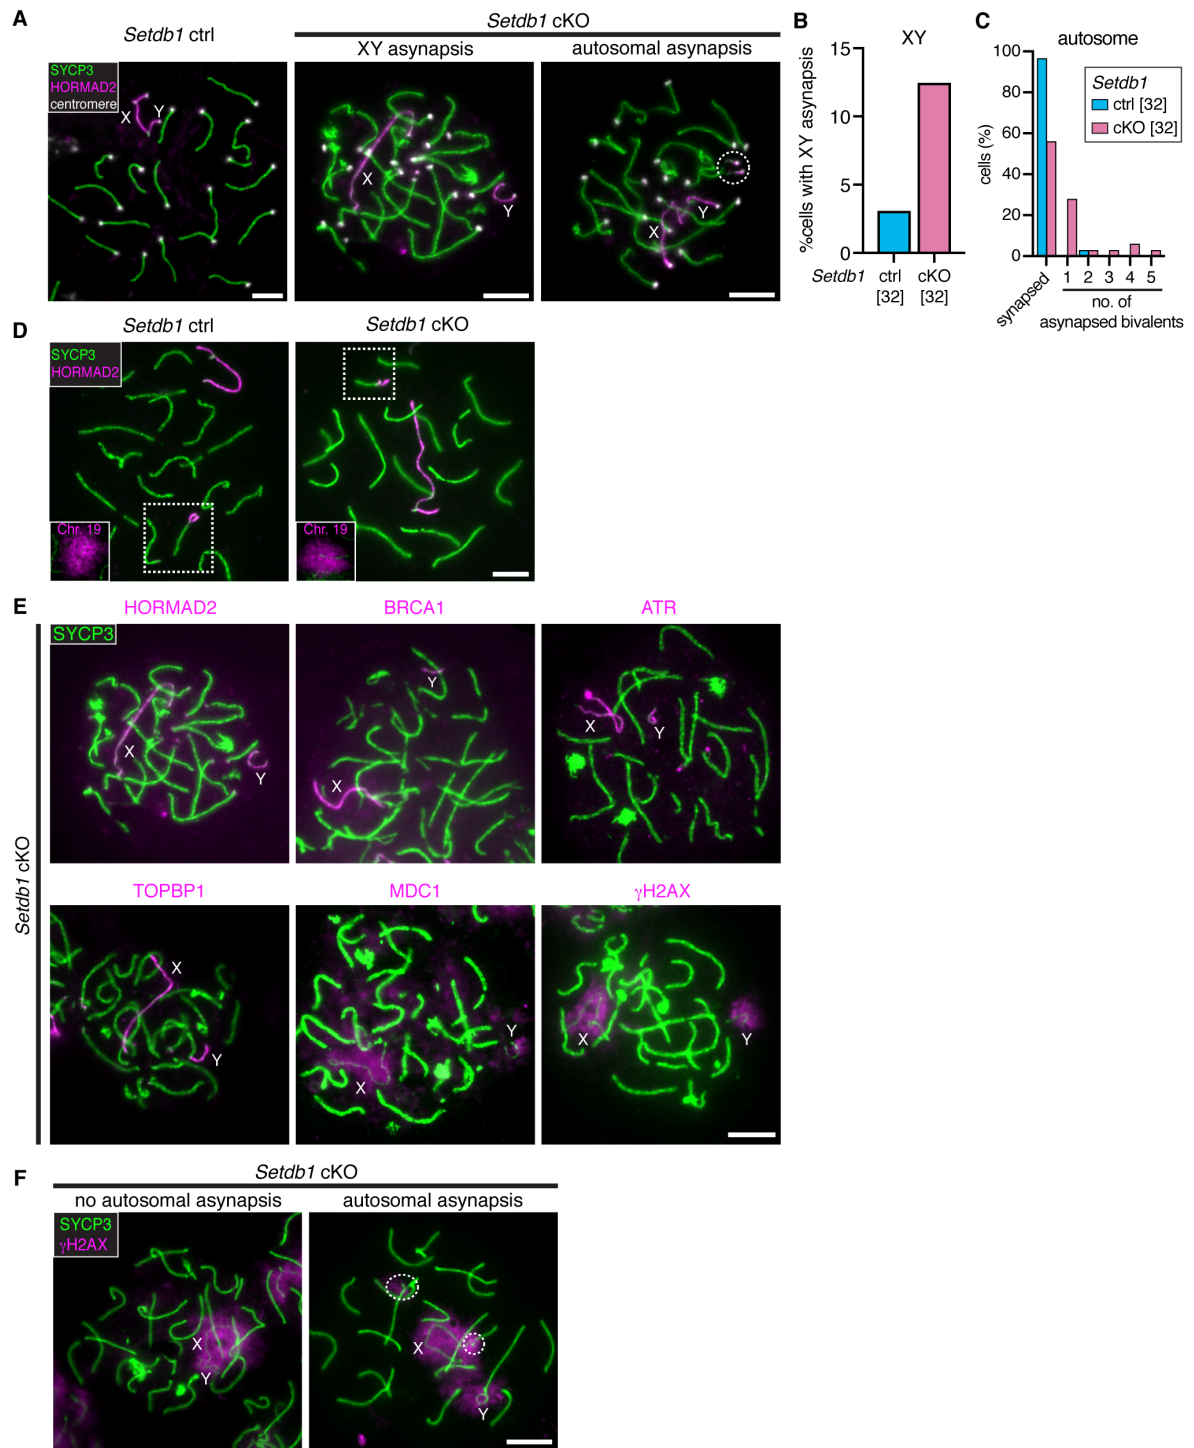

Figure S4. Mild synapsis defects at early pachynema in *Setdb1* cKOs (related to Figure 3)

(A) *Setdb1* control and cKO spermatocytes immunostained for SYCP3 (green), HORMAD2 (magenta), and centromeres (white). Dashed circle: autosomal bivalent with asynapsis at centromeric end.

(B) Percentage of cells with XY asynapsis. Number of cells analysed in brackets.

(C) Percentage of cells with autosomal pairs with asynapsis at centromeric end. Number of cells analysed in brackets. Asynapsis at centromeric end was more common in *Setdb1* cKOs than controls ($p = 1.5 \times 10^{-4}$, Mann-Whitney test).

(D) *Setdb1* control and cKO spermatocytes immunostained for SYCP3 (green) and HORMAD2 (magenta), followed by DNA-FISH using chromosome paint. Dashed rectangles highlight asynapsed chromosome 19, of which DNA-FISH images are shown in insets (magenta). Cells with autosomal asynapsis were used for quantitation. In both *Setdb1* controls and cKOs, chromosome 19 (*Setdb1* control: 11 out of 21 cells; *Setdb1* cKO: 14 out of 35 cells) showed significantly more asynapsis than chromosome 1 (*Setdb1* control: 1 out of 21, $p = 7.2 \times 10^{-4}$, Fisher's exact test; *Setdb1* cKO: 3 out of 35, $p = 3.0 \times 10^{-3}$, Fisher's exact test).

(E, related to Figure 3A) Early pachytene *Setdb1* control and cKO asynapsed XY immunostained for SYCP3 (green) and silencing factors (magenta; $n \geq 30$ cells for each factor).

8-week old mice were used for analyses. Scale bars: 5 μm .

(F) *Setdb1* cKO spermatocytes immunostained for SYCP3 (green) and γH2AX (magenta). Left: no autosomal asynapsis ($n = 20$ cells). Right: autosomal asynapsis at centromeric end (dashed circle, $n = 20$ cells).

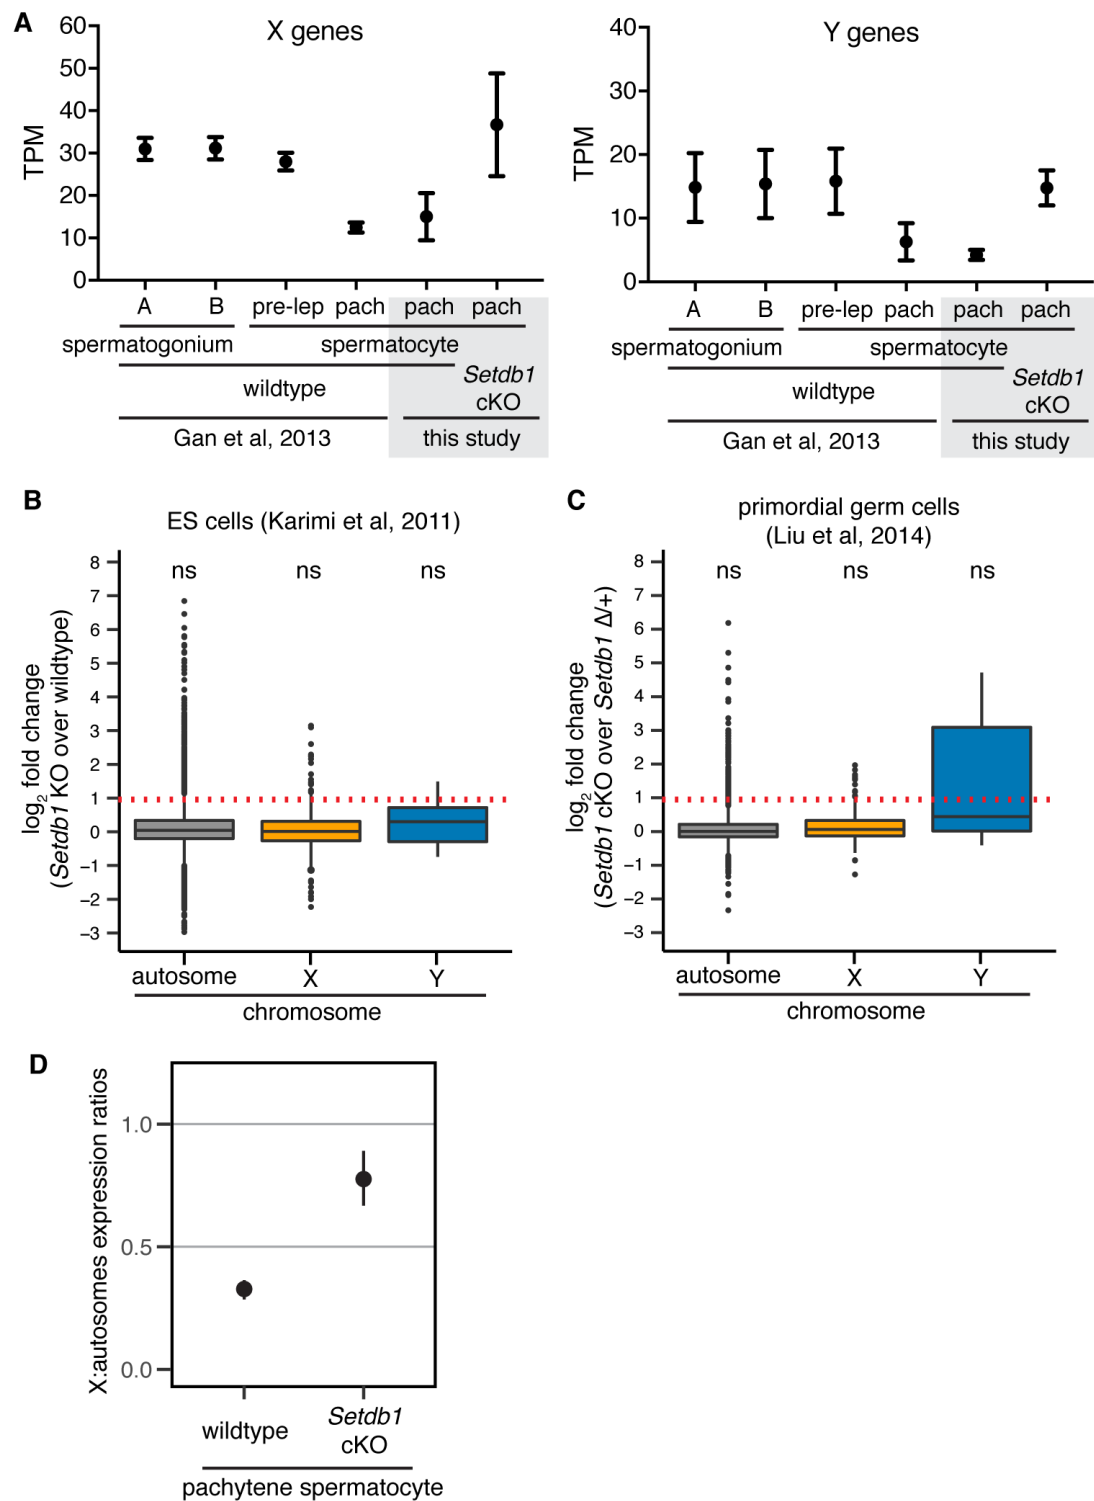

Figure S5. Comparison of RNA-seq datasets generated in this study and published studies (related to Figure 5)

(A) XY gene expression levels in male germ cells by RNA-seq (A: type A, B: type B, pre-lep: pre-leptonema, pach: pachynema, TPM: transcripts per million). Charts show mean TPM $\pm$ standard error. Genes having an average TPM > 0.1 in at least one condition at pachynema were used for visualisation.

(B-C) Box plots represent gene expression log₂ fold change of *Setdb1* KO ES cells relative to wildtype (B) or of *Setdb1* cKO primordial germ cells relative to control (*Setdb1* Δ +) (C). Box: 25th/75th percentiles. Line on box: median. Whisker: 1.5 times the interquartile range from the 25th/75th percentiles. Red dashed line: 2-fold change. ns: not significant. p-value calculated using Welch's t-test.

(D) Median gene expression level ratio of X genes relative to autosomal genes in wildtype and *Setdb1* cKO pachytene cells. 231 X-linked and 8198 autosomal genes (TPM > 1) were used for calculation. Error bars show 95% confidence intervals.

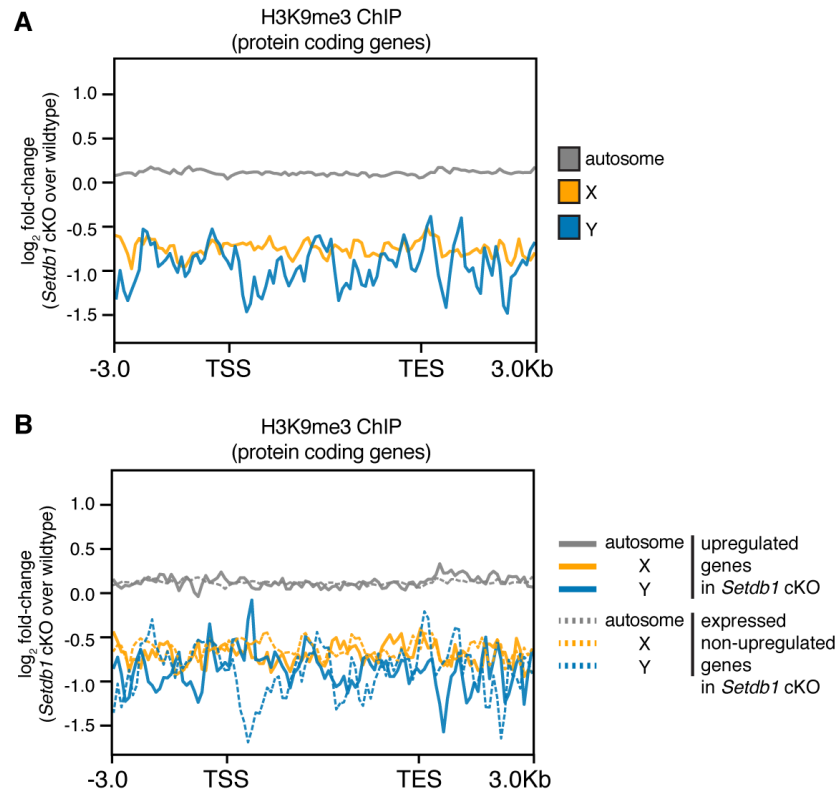

Figure S6. H3K9me3 occupancy changes in protein coding genes in *Setdb1* cKOs (related to Figure 5)

(A-B) H3K9me3 occupancy log₂ fold-change of *Setdb1* cKO relative to wildtype in protein coding genes. All protein coding genes are shown in A. Protein coding genes upregulated in *Setdb1* cKO and expressed non-upregulated genes (dashed lines; average TPM >1 in both wildtype and *Setdb1* cKO) are shown separately in B. Grey: autosomal genes. Orange: X chromosome genes. Blue: Y chromosome genes. TSS: transcription start site. TES: transcription end site.

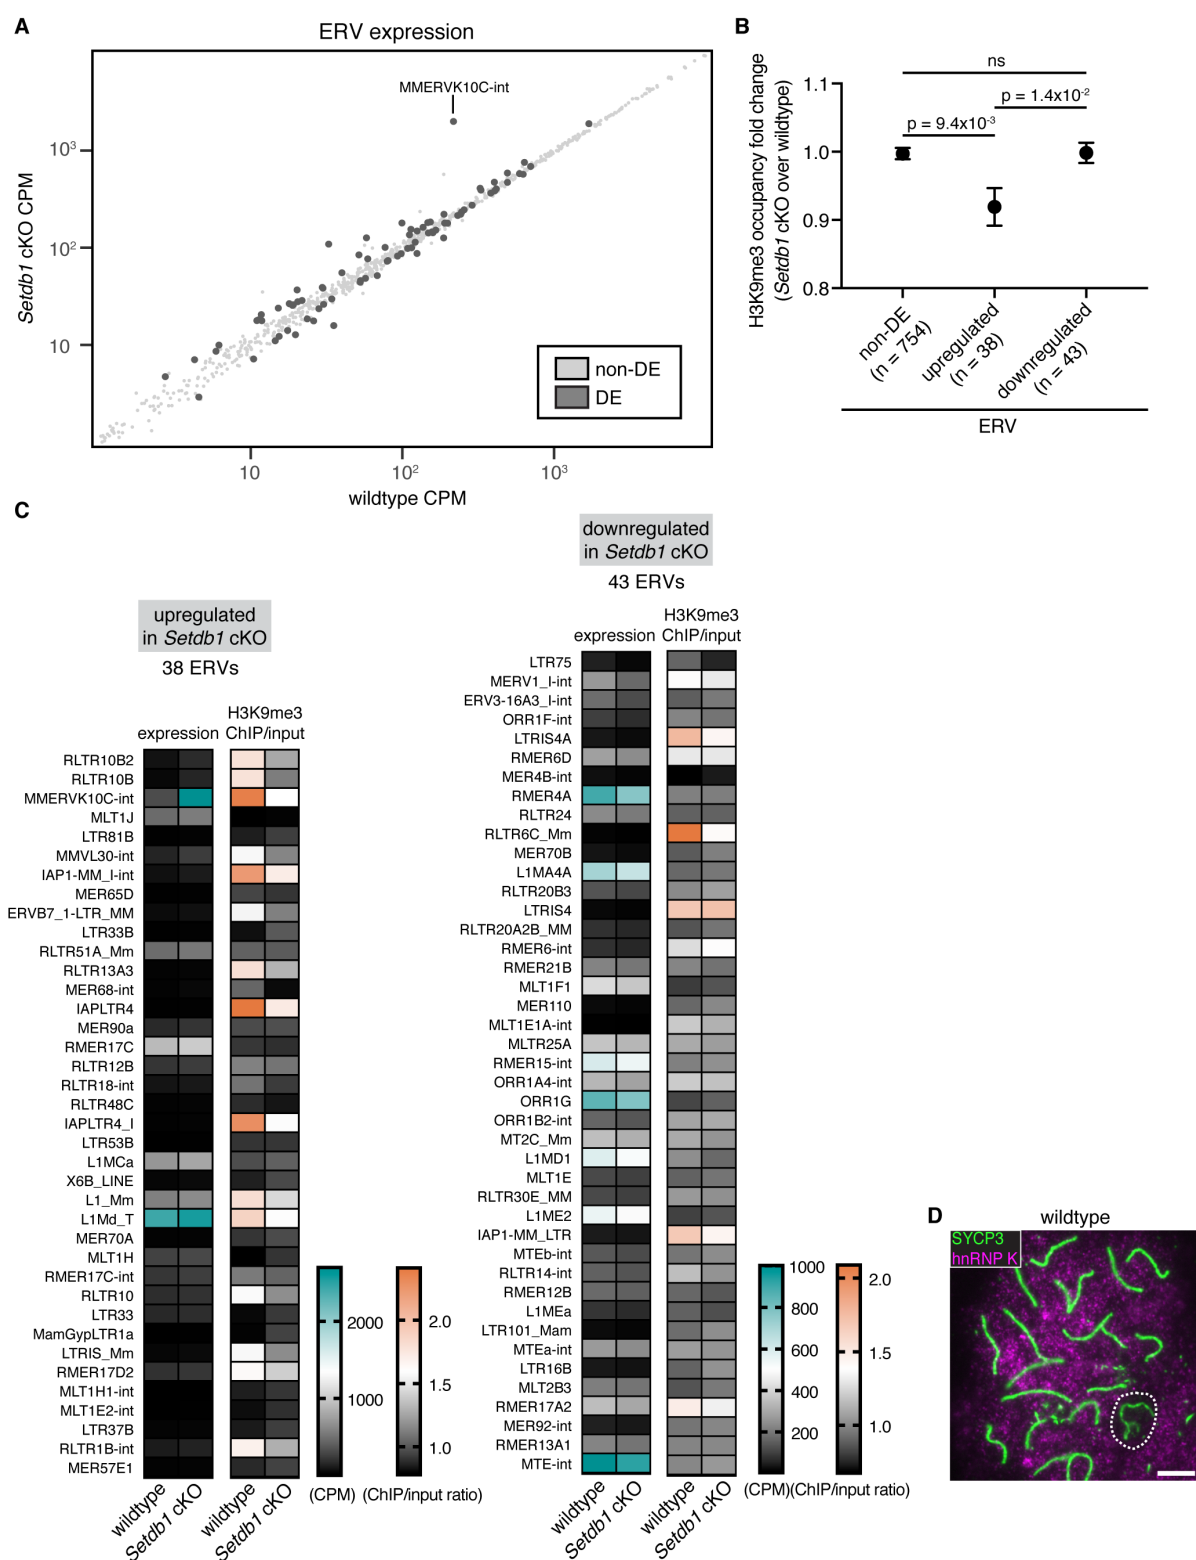

Figure S7. ERV expression in the *Setdb1* cKO and hnRNP K localisation in wildtype pachytene cells (related to Figures 5 and 6)

(A) Comparison of ERV expression levels between wildtype and *Setdb1* cKO pachytene cells. DE: differentially expressed. Light grey: non-DE ERVs. Dark grey: DE ERVs. CPM: counts per million.

(B) H3K9me3 occupancy fold-change of *Setdb1* cKO relative to wildtype in non-DE, upregulated, and downregulated ERVs. Chart shows mean fold change $\pm$ standard error. p-value calculated using Welch's t-test. ns: not significant.

(C) Heatmaps show CPM of ERV expression and H3K9me3-ChIP/input CPM ratio in upregulated and downregulated genes in *Setdb1* cKO.

(D) Early pachytene spermatocytes from wildtype (n = 30 cells) immunostained for SYCP3 (green) and hnRNP K (magenta). Dashed circle: XY pair. 8-week old mice were used for analysis. Scale bar: 5 μ m.

See also Table S3.

# Supplementary material for: SETDB1 Links the Meiotic DNA Damage Response to Sex Chromosome Silencing in Mice
**Source:** Dev Cell. 2018 Dec 3;47(5):645–659.e6. doi: 10.1016/j.devcel.2018.10.004
**Supplement:** Document S2. Article plus Supplemental Information

Developmental Cell

SETDB1 Links the Meiotic DNA Damage Response to Sex Chromosome Silencing in Mice

Graphical Abstract

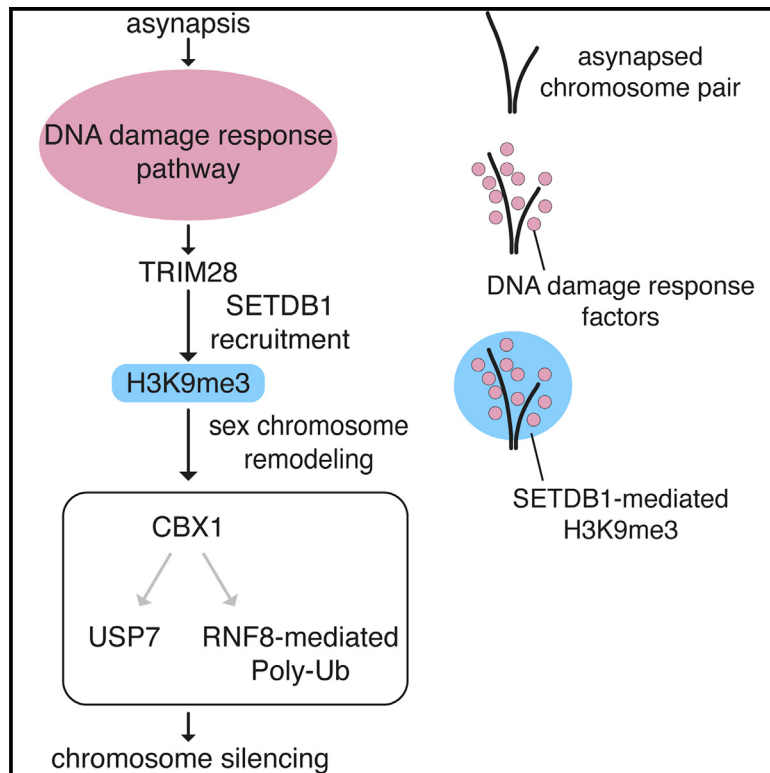

Authors

Takayuki Hirota, Paul Blakeley, Mahesh N. Sangrithi, ..., Dirk G. de Rooij, Kathy K. Niakan, James M.A. Turner

In Brief

During male meiosis in mammals, the asynapsed regions of the X and Y chromosomes retain DNA double-strand breaks (DSBs), which triggers silencing of the sex chromosomes, a process essential for fertility. Hirota et al. show that meiotic DSB factors recruit the H3K9-methyltransferase SETDB1, inducing XY-chromatin remodeling and silencing.

Highlights

- The histone methyltransferase SETDB1 is essential for male mouse meiosis
- The meiotic DDR network recruits SETDB1 to the XY pair, where it induces H3K9me3
- SETDB1 deletion perturbs meiotic sex chromosome remodeling and silencing
- SETDB1 ensures timely expression of meiotic and post-meiotic genes

SETDB1 Links the Meiotic DNA Damage Response to Sex Chromosome Silencing in Mice

Takayuki Hirota,¹ Paul Blakeley,^{2,8} Mahesh N. Sangrithi,^{3,4} Shantha K. Mahadevaiah,¹ Vesela Encheva,⁵ Ambrosius P. Snijders,⁵ Elias Ellnati,¹ Obah A. Ojarikre,¹ Dirk G. de Rooij,^{6,7} Kathy K. Niakan,² and James M.A. Turner^{1,9,*}

⁹Lead Contact

<https://doi.org/10.1016/j.devcel.2018.10.004>

SUMMARY

Meiotic synapsis and recombination ensure correct homologous segregation and genetic diversity. Asynapsed homologs are transcriptionally inactivated by meiotic silencing, which serves a surveillance function and in males drives meiotic sex chromosome inactivation. Silencing depends on the DNA damage response (DDR) network, but how DDR proteins engage repressive chromatin marks is unknown. We identify the histone H3-lysine-9 methyltransferase SETDB1 as the bridge linking the DDR to silencing in male mice. At the onset of silencing, X chromosome H3K9 trimethylation (H3K9me3) enrichment is downstream of DDR factors. Without *Setdb1*, the X chromosome accrues DDR proteins but not H3K9me3. Consequently, sex chromosome remodeling and silencing fail, causing germ cell apoptosis. Our data implicate TRIM28 in linking the DDR to SETDB1 and uncover additional factors with putative meiotic XY-silencing functions. Furthermore, we show that SETDB1 imposes timely expression of meiotic and post-meiotic genes. *Setdb1* thus unites the DDR network, asynapsis, and meiotic chromosome silencing.

INTRODUCTION

Defective synapsis or recombination can cause mutation and aneuploidy in offspring. To prevent these outcomes, surveillance mechanisms operate during prophase I to eliminate germ cells in which either process is defective. Current data support the existence in mice of two such surveillance mechanisms. The first is triggered by persistent DNA damage and transduces germ cell elimination via the CHK2/p53/p63 checkpoint pathway (Bolcun-

Filas et al., 2014; Di Giacomo et al., 2005; Marcet-Ortega et al., 2017; Pacheco et al., 2015; Rinaldi et al., 2017). The second operates in the absence of persistent DNA damage and responds instead to asynapsis (Di Giacomo et al., 2005; Wojtasz et al., 2012). Homologs asynapsed at pachynema undergo meiotic silencing, a megabase-scale chromatin remodeling process that inactivates hundreds of genes (Inagaki et al., 2010). Evidence suggests that meiotic silencing eliminates germ cells with asynapsis by depriving them of critical gene products (Cloutier et al., 2015).

In addition to its surveillance role, meiotic silencing is responsible for the inactivation of the asynapsed XY chromosome regions during male meiosis. This process, meiotic sex chromosome inactivation (MSCI), affects most or all XY genes and results in the formation of the condensed XY body (Yan and McCarrey, 2009; McKee and Handel, 1993; Solari, 1964). Disturbances in MSCI lead to misexpression of toxic sex genes and midpachytene germ cell failure (Royo et al., 2010). MSCI defects have been invoked as a cause of meiotic infertility in intersubspecific hybrids (Bhattacharyya et al., 2013; Campbell et al., 2013) and mice exhibiting chromosome abnormalities, including X-autosome translocations (Homolka et al., 2007) and Double Y syndrome (Royo et al., 2010).

Mechanistically, meiotic silencing initiates from recombinational DNA double-strand breaks (DSBs) that are located within asynapsed chromosome axes (Ellnati et al., 2017; Carofiglio et al., 2013; Schoenmakers et al., 2008). Supported by SYCP3 and HORMAD1/2, BRCA1-A complex components and ATR localize to these DSBs and thereafter spread along the full length of asynapsed chromosome axes (Lu et al., 2013; Royo et al., 2013; Wojtasz et al., 2012; Daniel et al., 2011; Kouznetsova et al., 2009; Sciurano et al., 2007; Turner et al., 2004; Xu et al., 2003). Subsequently, facilitated by MDC1 (Ichijima et al., 2011) and TOPBP1 (Ellnati et al., 2017), ATR spreads into chromatin loops, catalyzing serine-139 phosphorylation of histone H2AX (Cloutier et al., 2015; Fernandez-Capetillo et al., 2003) (γ H2AX; Figure 1A).

While it is clear that the DNA damage response (DDR) network has a critical role in meiotic silencing, how it ultimately induces

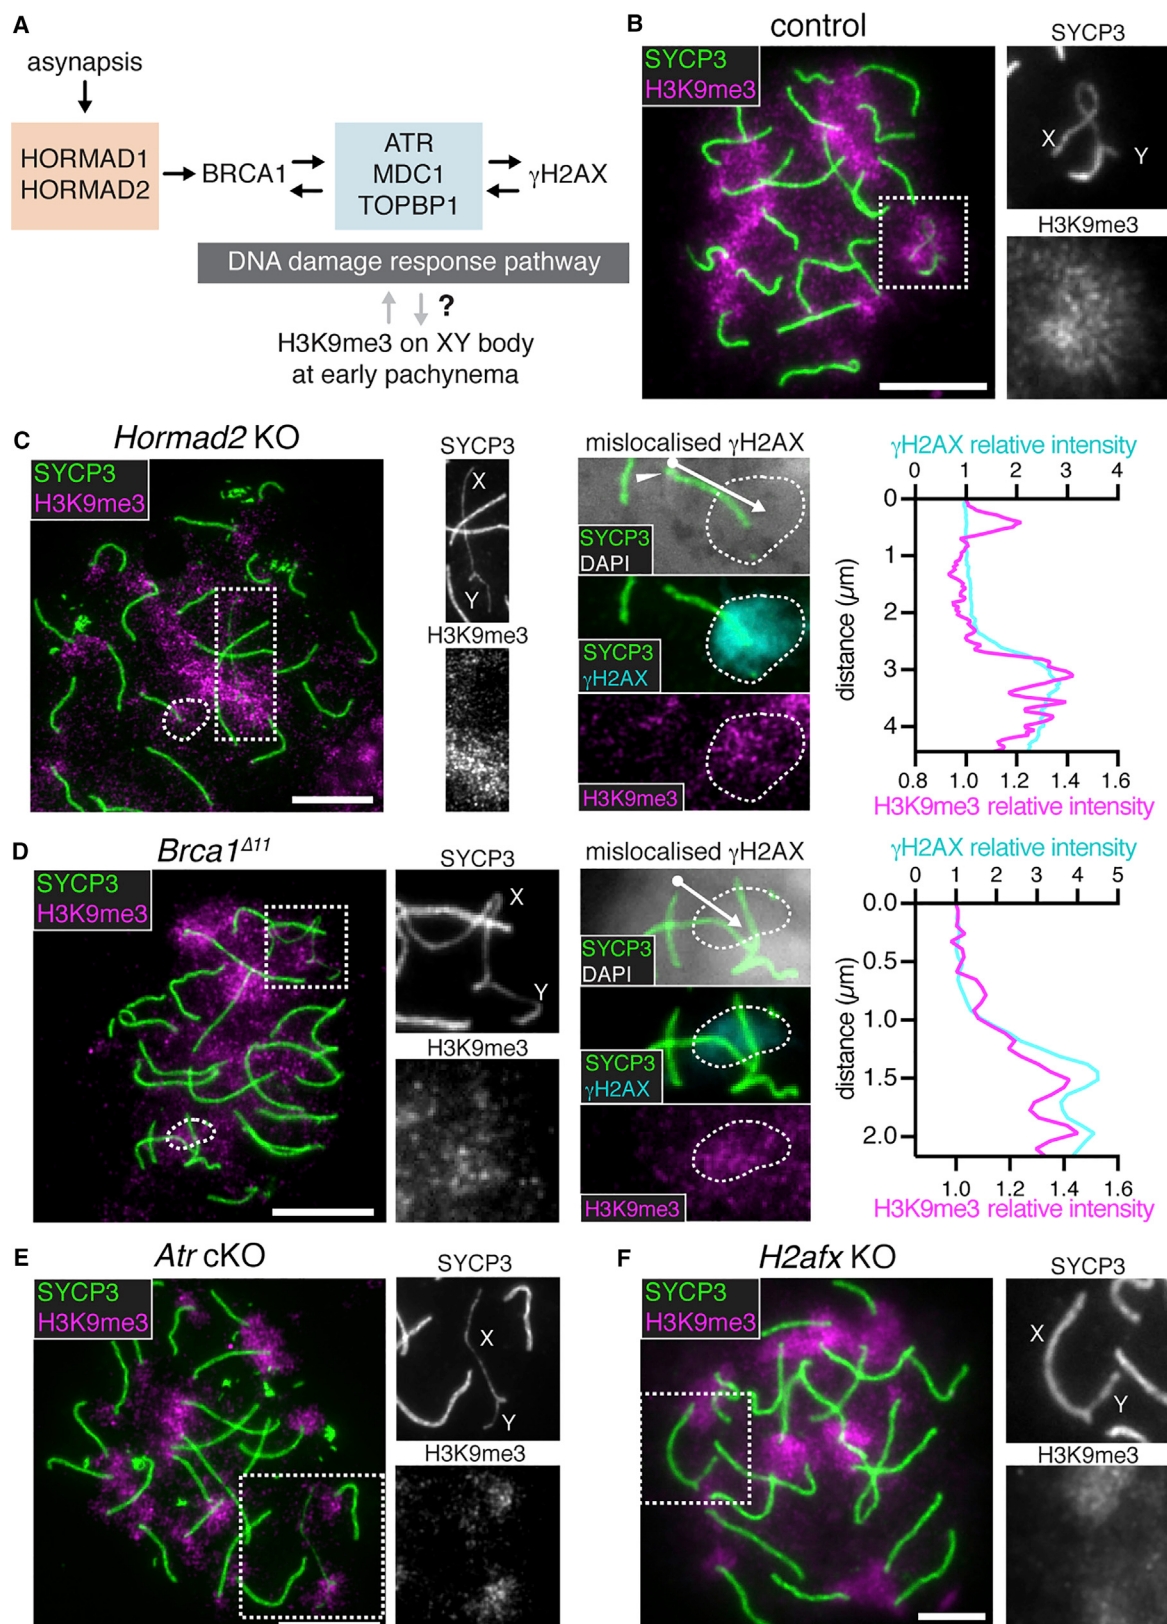

(legend on next page)

the inactive chromatin state is not known. One possibility is that DDR components direct acquisition of canonical repressive histone modifications at asynapsed chromosomes. Based on their localization to the XY body, a number of candidate modifications have been identified, but none has yet been shown to be essential for the initiation of silencing (van der Heijden et al., 2007; Namekawa et al., 2006; Khalil et al., 2004; Baarends et al., 1999). Among these candidates, we were drawn to Histone H3 lysine 9 (H3K9) methylation. H3K9 monomethylation does not exhibit preferential XY localization (Kato et al., 2015), and H3K9 dimethylation appears on the XY pair at the pachytene-to-diplotene transition, too late for a role in MSCI initiation (Namekawa et al., 2006; Khalil et al., 2004). However, H3K9 trimethylation (H3K9me3) is observed on the XY body at early pachynema (Kato et al., 2015; Page et al., 2012; van der Heijden et al., 2007; Khalil et al., 2004) and is downstream of the DDR in mitotic cells (Ayrappetov et al., 2014; Sun et al., 2009).

Here, we show that H3K9me3 enrichment on the asynapsed X chromosome is directed by DDR factors. Using a conditional knockout (cKO) approach, we demonstrate that H3K9me3 acquisition is dependent on the H3K9 methyltransferase (MTase) SETDB1 and that *Setdb1* deletion disrupts XY body formation and XY gene silencing. We find that SETDB1 recruitment to the XY pair is dependent on H2AX and identify TRIM28 as a candidate bridging factor. Thus, our results identify SETDB1 as the link between the DDR network and meiotic chromosome silencing.

RESULTS

DDR Factors Direct H3K9me3 Acquisition on the X Chromosome at Pachynema

Using SYCP3 immunostaining to label chromosome axial elements, we first confirmed previous reports (Kato et al., 2015; Page et al., 2012; van der Heijden et al., 2007; Khalil et al., 2004) that H3K9me3 is enriched on the XY bivalent, as well as on pericentric heterochromatin, at early pachynema (Figure 1B). H3K9me3 was not observed along chromosome axes or at persistent meiotic DSB sites (Figure S1A). We then investigated genetic interactions between XY-associated H3K9me3 and meiotic silencing components. We assayed sex chromosome H3K9me3 patterns in *Hormad2* knockouts (KOs) (Wojtasz et al., 2012) (Figure 1C), *Brca1* exon 11 deletion mutants (Turner et al., 2004; Xu et al., 2003) (*Brca1*^{Δ11}; Figure 1D), *Atr* cKOs (Widger et al., 2018) (Figure 1E), and *H2afx* KOs (Celeste et al., 2002) (Figure 1F), all of which exhibit defective MSCI and resulting germ cell failure at midpachynema. We restricted our analysis at this stage to the X chromosome because the heterochromatic Y chromosome is constitutively positive for H3K9me3, even in spermatogonia (Baumann et al., 2008) (Figure S1B).

Although preserved at pericentric heterochromatin, H3K9me3 was not observed on the X chromosome in these mutants. H3K9me3 enrichment to the X chromosome is therefore downstream of DDR factors.

Examination of *Hormad2* KOs and *Brca1*^{Δ11} mutants revealed further information on the relationship between DDR factors and H3K9me3. As well as defective MSCI, these mutants exhibit another phenotype: ATR normally destined for the X chromosome mislocalizes to synapsed autosomes, where it induces ectopic domains of γ H2AX (Wojtasz et al., 2012; Turner et al., 2004). We found that in *Hormad2* KOs and *Brca1*^{Δ11} mutants, these ectopic γ H2AX domains were also enriched for H3K9me3 (Figures 1C, 1D, and S1C). These findings suggest a close spatial relationship between γ H2AX and H3K9me3 acquisition.

Meiotic *Setdb1* Deletion Causes Midpachytene Apoptosis

The enzyme responsible for meiotic X chromosome-associated H3K9me3 is unknown. H3K9me3-catalyzing MTases SUV39H1 and its paralog SUV39H2 are dispensable for XY body-associated H3K9 methylation (Peters et al., 2001). To identify alternative H3K9me3 MTase candidates, we analyzed published RNA sequencing (RNA-seq) data from mouse spermatogenic subpopulations (Gan et al., 2013). *Setdb1* caught our attention because its expression exceeded that of other candidate H3K9me3 MTases during pachynema (Figure 2A). SETDB1 localized to the XY pair at early pachynema (Figure 2B). Furthermore, testis immunoprecipitation (IP) followed by western blotting revealed that SETDB1 and γ H2AX form a complex by either direct or indirect interaction (Figure 2C). In mice, constitutive deletion of *Setdb1* causes embryonic lethality (Dodge et al., 2004), and conditional ablation in early germ cells causes spermatogenic arrest before meiosis (An et al., 2014; Liu et al., 2014). We therefore sought to delete *Setdb1* later in spermatogenesis, prior to pachynema.

To achieve meiotic *Setdb1* deletion, we generated *Setdb1* cKO *Setdb1*^{fllox/-} male mice carrying a *Ngn3-Cre* transgene (Schonhoff et al., 2004). The *Setdb1* cKO mutation deletes the core amino acids in the catalytic SET domain (Matsui et al., 2010) (Figure 2D). *Ngn3-Cre* is expressed in the gastrointestinal tract and pancreas, as well as in male germ cells from post-natal day (P) 7, and has been used to efficiently deplete *Topbp1*, *Atr*, and *Mov10l1* during meiosis (Ellnati et al., 2017; Widger et al., 2018; Zheng and Wang, 2012). We confirmed using a ROSA26-EYFP Cre reporter that *Ngn3-Cre* is active in germ cells from the spermatogonial stage and is not active in somatic cells of the testis (Figure 2E). This Cre transgene was superior to *Stra8-Cre* (Sadate-Ngatchou et al., 2008) at achieving efficient meiotic SETDB1 depletion (Figures S2A–S2C). The mean testis

Figure 1. DNA Damage Response Factors Direct H3K9me3 Acquisition on the X Chromosome

(A) Schematic of the MSCI pathway.

(B–F) Early pachytene spermatocytes from control (B, n = 38 cells), *Hormad2* KO (C, n = 32 cells), *Brca1*^{Δ11} (D, n = 17 cells), *Atr* cKO (E, n = 20 cells), and *H2afx* KO (F, n = 34 cells) immunostained for SYCP3 (green) and H3K9me3 (magenta). Dashed rectangles highlight XY pair, which is magnified in right panels. Far right panels (C and D) show magnified images of mislocalized γ H2AX (cyan, dashed circle) and plot profiles of relative fluorescence intensity of γ H2AX (cyan) and H3K9me3 (magenta). Arrows show lines used for plot profile analysis. Arrowhead shows DAPI-dense pericentric heterochromatin. 8-week-old mice were used for analyses. Scale bars: 5 μ m.

See also Figure S1.

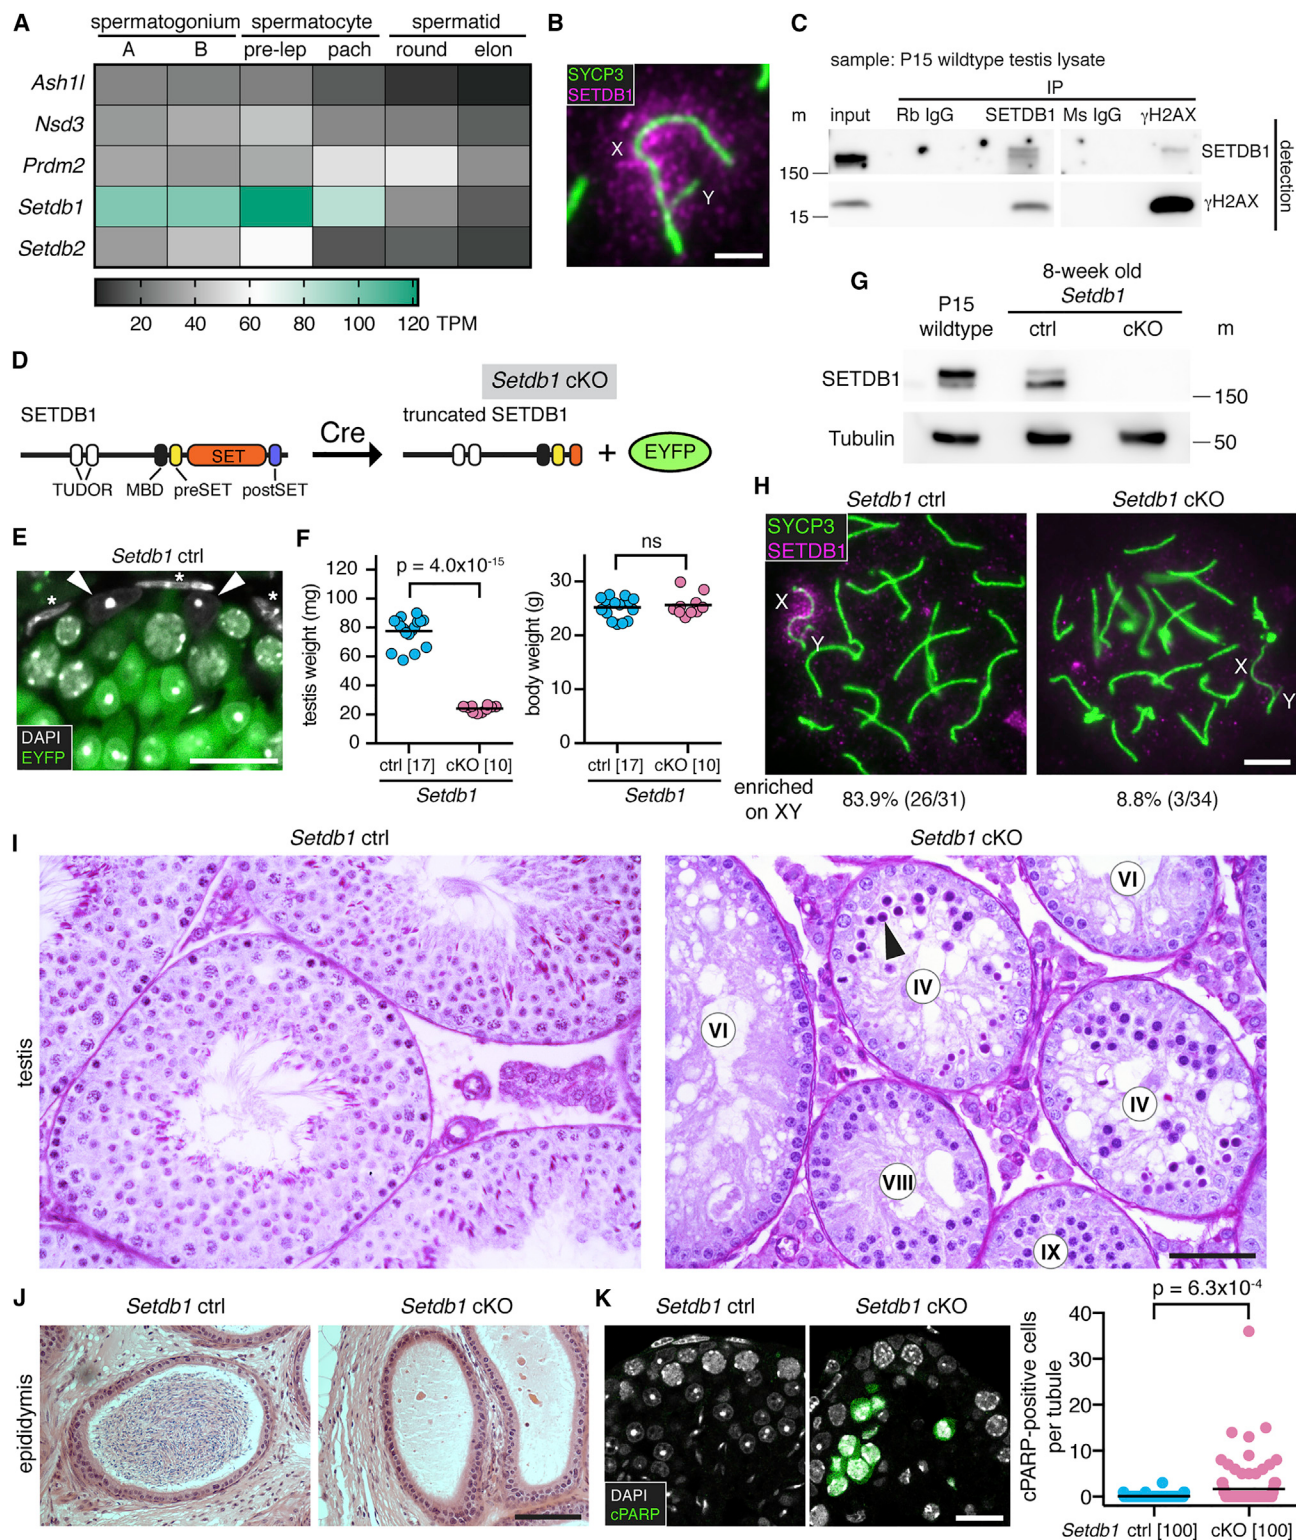

Figure 2. *Setdb1* Deletion Causes Midpachytene Apoptosis

(A) H3K9me3 MTase expression in male germ cells by RNA-seq. A: typeA; B: type B; pre-lep: pre-leptonema; pach: pachynema; elon: elongated; TPM: transcripts per million.

(B) *Setdb1* control XY bivalent immunostained for SYCP3 (green) and SETDB1 (magenta). See quantitation in (H). Scale bar: 2 μm.

(legend continued on next page)

weight in 8-week-old *Setdb1* cKO males was reduced relative to *Setdb1* control (*Setdb1*^{fllox/+}; *Ngn3-Cre*) males, while the mean body weight was unaffected (Figure 2F). SETDB1 protein levels were reduced in *Setdb1* cKO testes (Figure 2G), which was confirmed by immunofluorescence analysis of nuclear spreads (Figure 2H). Although the conditional mutation may have been expected to generate a truncated SETDB1, no such protein was identified by western blotting in *Setdb1* cKO testis (Figure S2D). Germ cell progression in *Setdb1* cKO males was unaffected up to stage IV, corresponding to midpachynema of meiosis. At this point, there was a complete block in germ cell development (Figure 2I). As a result, later germ cell types were absent, and sperm were not present in the cauda epididymides (Figure 2J). *Setdb1* cKO tubule sections contained elevated numbers of cleaved-PARP stained spermatocytes (Figure 2K). Germ cell loss in *Setdb1* cKOs therefore occurs via apoptosis.

Minor Effects of *Setdb1* Deletion on Meiotic Recombination and Synapsis

Midpachytene germ cell failure can be caused by defects in homologous recombination, synapsis, or MSCI. We first established whether homologous recombination was affected in *Setdb1* cKOs. For this purpose, we counted foci of the meiotic DSB markers RPA2 and RAD51 at leptonema and early pachynema. Relative to controls, at leptonema in *Setdb1* cKOs, the mean RPA2 count was unchanged, and the mean RAD51 count was marginally decreased (Figures S3A and S3B). At early pachynema in *Setdb1* cKOs, the mean RPA2 count was slightly higher while the mean RAD51 count was unaffected (Figures S3C and S3D). We also found that at early pachynema, RPA2 and RAD51 counts on the X chromosome and at the PAR were similar between *Setdb1* cKOs and controls (Figures S3E and S3F). Thus, *Setdb1* deletion had a minimal effect on the abundance of these recombination markers.

Next, we assayed synapsis in *Setdb1* cKOs. We used antibodies to centromeres and to the asynapsis marker HORMAD2, localization of which was unaffected in *Setdb1* cKOs (Figure 3A). Asynapsis was observed in 53% of *Setdb1* cKO cells but only 3% of control cells at early pachynema (Figure S4A). Despite being more common, the severity of the asynapsis phenotype in *Setdb1* cKOs was minor, most often affecting only the XY pair (Figures S4A and S4B) or a single autosomal bivalent (Figures

S4A and S4C). XY and autosomal asynapsis were not always coincident in *Setdb1* cKO cells. Interestingly, autosomal asynapsis in *Setdb1* cKOs was observed exclusively at the centromeric end of the bivalent (100%; $n = 27$ asynapsed bivalents). In contrast, autosomal asynapsis in controls was not exclusively centromeric (77%; $n = 31$ asynapsed bivalents; $p = 1.17 \times 10^{-2}$; Fisher's exact test). To assess whether the centromeric asynapsis associated with *Setdb1* deletion preferentially affected smaller autosomes, we performed DNA-fluorescence in situ hybridization (FISH) for chromosomes 1 (a large chromosome) and 19 (a small chromosome) (Figure S4D). In control spermatocytes, asynapsis of chromosome 19 was more common than asynapsis of chromosome 1 (see legend for quantitation). In the *Setdb1* cKO, the incidence of asynapsis was increased for both autosomes. However, the frequency ratio of chromosome 19 to chromosome 1 asynapsis was similar to that in the control. The role of SETDB1 in ensuring centromeric synapsis is not therefore specific for smaller autosomes.

SETDB1 Is Required for Epigenetic Remodeling of the XY Pair

Given the mild defects in recombination and synapsis, we examined whether MSCI was perturbed in *Setdb1* cKOs. We focused first on localization of silencing factors to the XY bivalent at early pachynema. Increasing numbers of asynapsed autosomes can indirectly antagonize γ H2AX accumulation on the XY pair (Mahadevaiah et al., 2008). For this reason, we initially examined cells without autosomal asynapsis. XY localization of SYCP3, HORMAD2, BRCA1, ATR, TOPBP1, MDC1, and γ H2AX occurred normally in these cells, whether the sex chromosomes were synapsed (Figure 3A) or asynapsed (Figure S4E). Also in *Setdb1* cKO cells with autosomal asynapsis, XY γ H2AX localization was unimpaired (Figure S4F). The magnitude of asynapsis in this mutant thus falls below that required to antagonize XY γ H2AX accumulation (Mahadevaiah et al., 2008). Importantly, however, while in *Setdb1* cKOs, H3K9me3 localization to pericentric heterochromatin and to the Y chromosome was unaffected, localization to the asynapsed X chromosome did not occur (Figure 3B).

We next assessed the impact of *Setdb1* deletion on other XY chromatin associated factors. CBX1, also known as heterochromatin protein 1 (HP1) beta, directly binds to H3K9me3 (Bannister et al., 2001) and facilitates spreading of this mark during

(C) Western blot of input and immunoprecipitated samples using P15 wild-type testis lysate treated with nuclease. Rb: rabbit; Ms: mouse; m: size marker. Expected size: 180 kDa (SETDB1), 17 kDa (γ H2AX).
(D) Schematic of SETDB1 domain structure before and after Cre recombination. *Setdb1* cKO also expresses EYFP from *Gt(ROSA)26Sor* Cre reporter locus.
(E) Testis section of *Setdb1* control immunostained for EYFP (green, stained with GFP antibody). Note that EYFP is negative in Sertoli cells (arrowheads) and peritubular myoid cells (asterisks). Scale bar: 20 μ m.
(F) Testis and body weights in *Setdb1* control and cKO mice. Number of mice analyzed in brackets. ns: not significant. p value calculated using unpaired t test.
(G) Testis SETDB1 western blot of *Setdb1* control and cKO. Tubulin was used as a loading control. 50 μ g of protein per lane was loaded. m: size marker. Expected size: 180 kDa (SETDB1), 50 kDa (Tubulin). SETDB1 antibody used recognizes two SETDB1 bands, of which the upper band is considered to be ubiquitinated SETDB1 (Ishimoto et al., 2016).
(H) Early pachytene *Setdb1* controls and *Setdb1* cKOs immunostained for SYCP3 (green) and SETDB1 (magenta). Percentages of cells positive for SETDB1 signals on XY are shown below panels.
(I and J) Histology of *Setdb1* control and cKO testes (I, periodic acid-Schiff staining) and epididymides (J, hematoxylin and eosin staining). Arrowhead: apoptotic pachytene cell. Number labels show tubule stages. Scale bars: 50 μ m (I), 100 μ m (J).
(K) Testis sections of *Setdb1* control and cKO immunostained for cleaved PARP (green). Chart shows number of cells positive for cleaved PARP per tubule. Number of tubules analyzed in brackets. p value calculated using unpaired t test. Scale bar: 20 μ m.
8-week-old mice were used for analyses except for P15 sample in (C) and (G).
See also Figure S2.

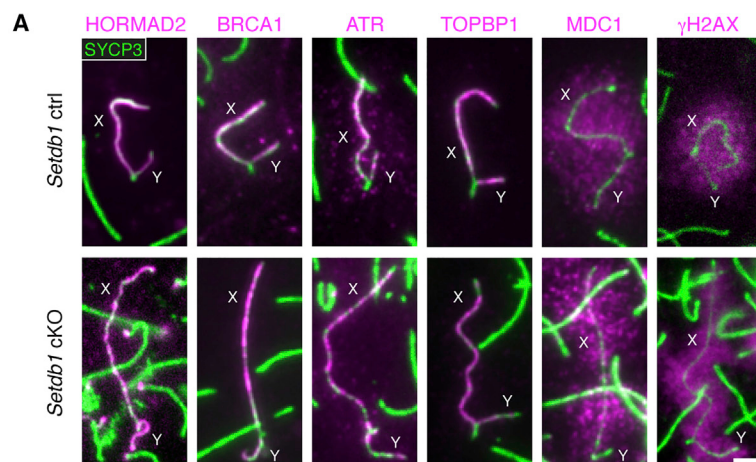

Figure 3. SETDB1 Is Required for Epigenetic Remodeling of the XY Pair

(A) Early pachytene *Setdb1* control and cKO XY bivalents immunostained for SYCP3 (green) and silencing factors (magenta; $n \geq 30$ cells for each factor). Scale bar: 2 μ m.

(B) Early pachytene *Setdb1* controls and cKOs immunostained for SYCP3 (green) and H3K9me3 (magenta). Arrowheads: H3K9me3 on pericentric heterochromatin of X. Percentages of cells positive for H3K9me3 signals on non-pericentric X are shown below panels. Scale bar: 5 μ m.

(C) Early (CBX1) and mid (USP7 and poly-Ub) pachytene *Setdb1* controls and cKOs immunostained for SYCP3 (green) and indicated factors (magenta). Arrowheads: CBX1 on pericentric heterochromatin of X. Percentages of cells positive for signals on non-pericentric X (CBX1) or XY (USP7 and poly-Ub) are shown below panels. Scale bar: 5 μ m.

8-week-old mice were used for analyses. See also [Figures S3](#) and [S4](#).

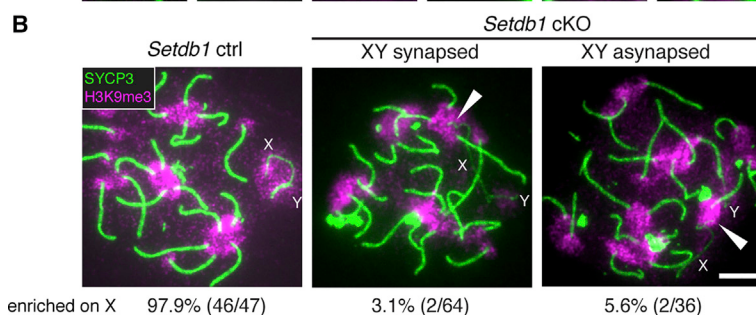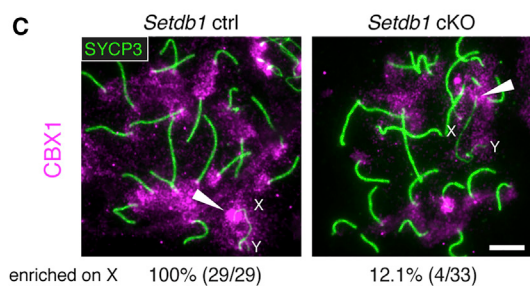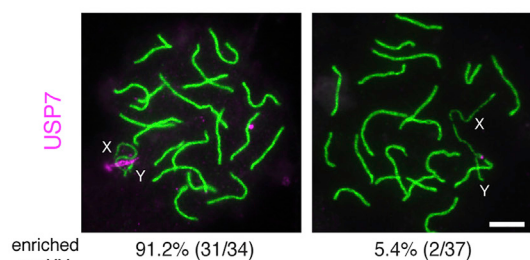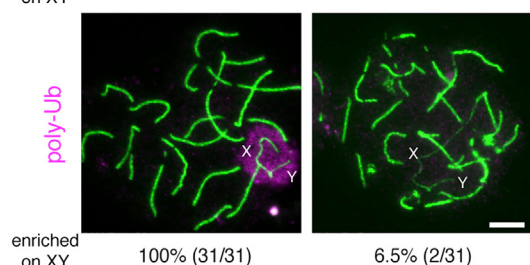

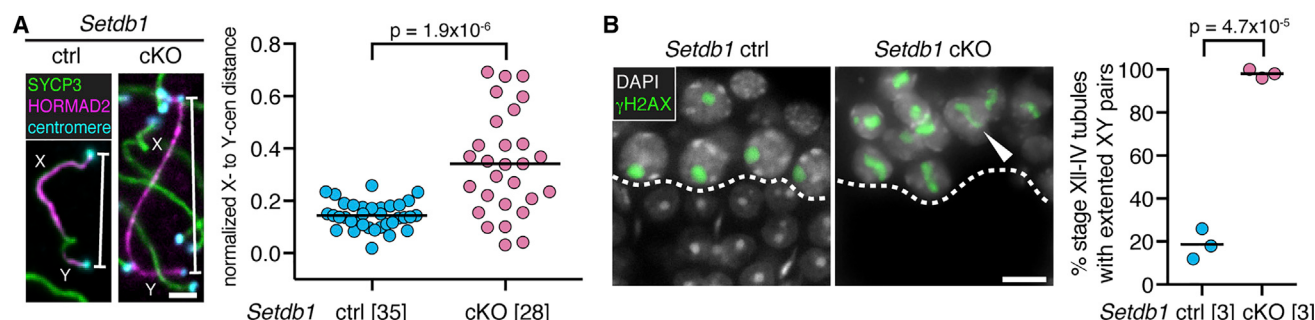

Figure 4. SETDB1 Is Required for Condensation of the XY Pair

(A) Immunostaining and quantification of early pachytene X-Y centromere distance in *Setdb1* controls and cKOs (SYCP3: green; HORMAD2: magenta; centromeres: cyan). Number of cells analyzed in brackets. p value calculated using Mann-Whitney test. Scale bar: 2 μ m.

(B) Immunostaining and quantification of XY condensation in *Setdb1* control and cKO testis sections (γ H2AX: green; DAPI: white). Dashed line: boundary between spermatocytes and spermatids. In *Setdb1* cKOs, spermatids are absent as a result of stage IV block. Arrowhead: example of extended XY pair. Chart represents percentage of stage XII-IV tubules with extended XY pairs (50 tubules per mouse analyzed; three mice per genotype). p value calculated using unpaired t test. Scale bar: 10 μ m. 8-week-old mice were used for analyses.

heterochromatin formation (Mozzetta et al., 2015). In controls, CBX1 was observed on the XY body not only at diplotene, as previously reported (Metzler-Guillemain et al., 2003; Turner et al., 2001; Motzkus et al., 1999), but also at early pachynema. As observed for H3K9me3, in *Setdb1* cKOs, CBX1 was preserved at pericentric heterochromatin and at the Y chromosome but was lost at the asynapsed X chromosome (Figure 3C). Pathways regulating later stages of XY chromatin remodeling were also perturbed in this mutant. H2A lysine-119 deubiquitylating enzyme USP7, which is recruited by SCML2 (Hasegawa et al., 2015; Luo et al., 2015), was not observed on the XY pair (Figure 3C). Similarly, RNF8-dependent polyubiquitylation (poly-Ub), which is required for reactivation of sex chromosomes after meiosis (Sin et al., 2012), was absent (Figure 3C). Thus, SETDB1 acts downstream of the DDR pathway in XY chromatin remodeling by catalyzing H3K9me3.

SETDB1 Is Required for Condensation of the XY Pair

During MSCI, the extended XY pair condenses to form the XY body. We noted that at early pachynema, *Setdb1* cKOs exhibited persistently extended XY bivalents. To quantitate this phenotype, we immunolabeled sex chromosomes for SYCP3, HORMAD2, and centromeres and used an established approach to measure the mean distance between the X and Y centromeres (Ichijima et al., 2011). In *Setdb1* cKO early pachytene cells, the mean X-to-Y centromere distance was 2-fold higher than that in controls (Figure 4A), indicating that XY body formation in this mutant was defective. To confirm this phenotype, we analyzed the condensation state of γ H2AX-immunolabeled XY pairs in stage-matched *Setdb1* cKO and control testis sections. In controls, XY pairs were extended during stage XII (late zygonema) and condensed during stages I to IV (early-to-mid pachynema). However, in *Setdb1* cKOs, XY pairs were extended during stage XII and thereafter remained extended from stage I to stage IV, when germ cell elimination takes place (Figure 4B). SETDB1 is therefore essential for sex chromosome condensation.

SETDB1 Is Required for XY Silencing at Pachynema

Condensation of the XY pair is associated with sex-gene silencing at pachynema (Inagaki et al., 2010; Yan and McCarrey,

2009). To establish effects of *Setdb1* deletion on XY gene expression, we performed RNA-seq on fluorescence-activated cell sorting (FACS)-purified (Bastos et al., 2005) early-to-mid pachytene cells from *Setdb1* cKOs and wild-type C57BL6/J males. An initial analysis of published RNA-seq data (Gan et al., 2013) showed that the mean X- and Y-gene transcripts per million (TPM) in purified pachytene cells are lower than in purified spermatogonia and preleptotene cells (Figure S5A). The mean X- and Y-gene TPMs in our wild-type purified pachytene population was similar to those observed in this published study. However, in purified *Setdb1* cKO pachytene cells, the mean X- and Y-gene TPMs were elevated (Figure S5A), suggesting that XY silencing was defective.

We next performed differential expression analysis. 63% (304/784) of X-protein-coding and 38% (29/105) of Y-protein-coding genes were differentially expressed between *Setdb1* cKOs and wild-type pachytene cells. Furthermore, almost all of these XY genes were expressed more highly in the *Setdb1* cKOs than in the wild-types (99.7% of X- and 93.1% of Y-encoded differentially expressed genes; Figure 5A and Table S1). Upregulated Y genes included *Zfy1* and *Zfy2*, misexpression of which causes midpachytene germ cell elimination (Royo et al., 2010). As a result of this skewed XY expression change, median expression from the X and Y chromosomes in *Setdb1* cKOs was increased 3.3- and 3.7-fold, respectively, relative to wild-types (Figure 5B). In contrast, only 9% of autosomal genes were differentially expressed, and of these genes, 56.2% were upregulated and 43.7% downregulated in *Setdb1* cKOs compared to wild-types ($n = 1,528$ genes). Consequently, median expression from the autosomes was unchanged (Figure 5B). An elevation in median X and Y expression was not observed in published RNA-seq datasets derived from *Setdb1* cKO embryonic stem cells (ESCs) or primordial germ cells (PGCs) and was thus a pachytene-specific effect (Figures S5B and S5C). The X-to-autosome (X:A) ratio in *Setdb1* cKO pachytene cells was elevated compared to that in wild-types (Figure S5D), consistent with preferential overexpression of X versus autosomal genes in the former genotype. Genes upregulated in the *Setdb1* cKO were found across the length of the X chromosome (Figure 5C; see legend for discussion of

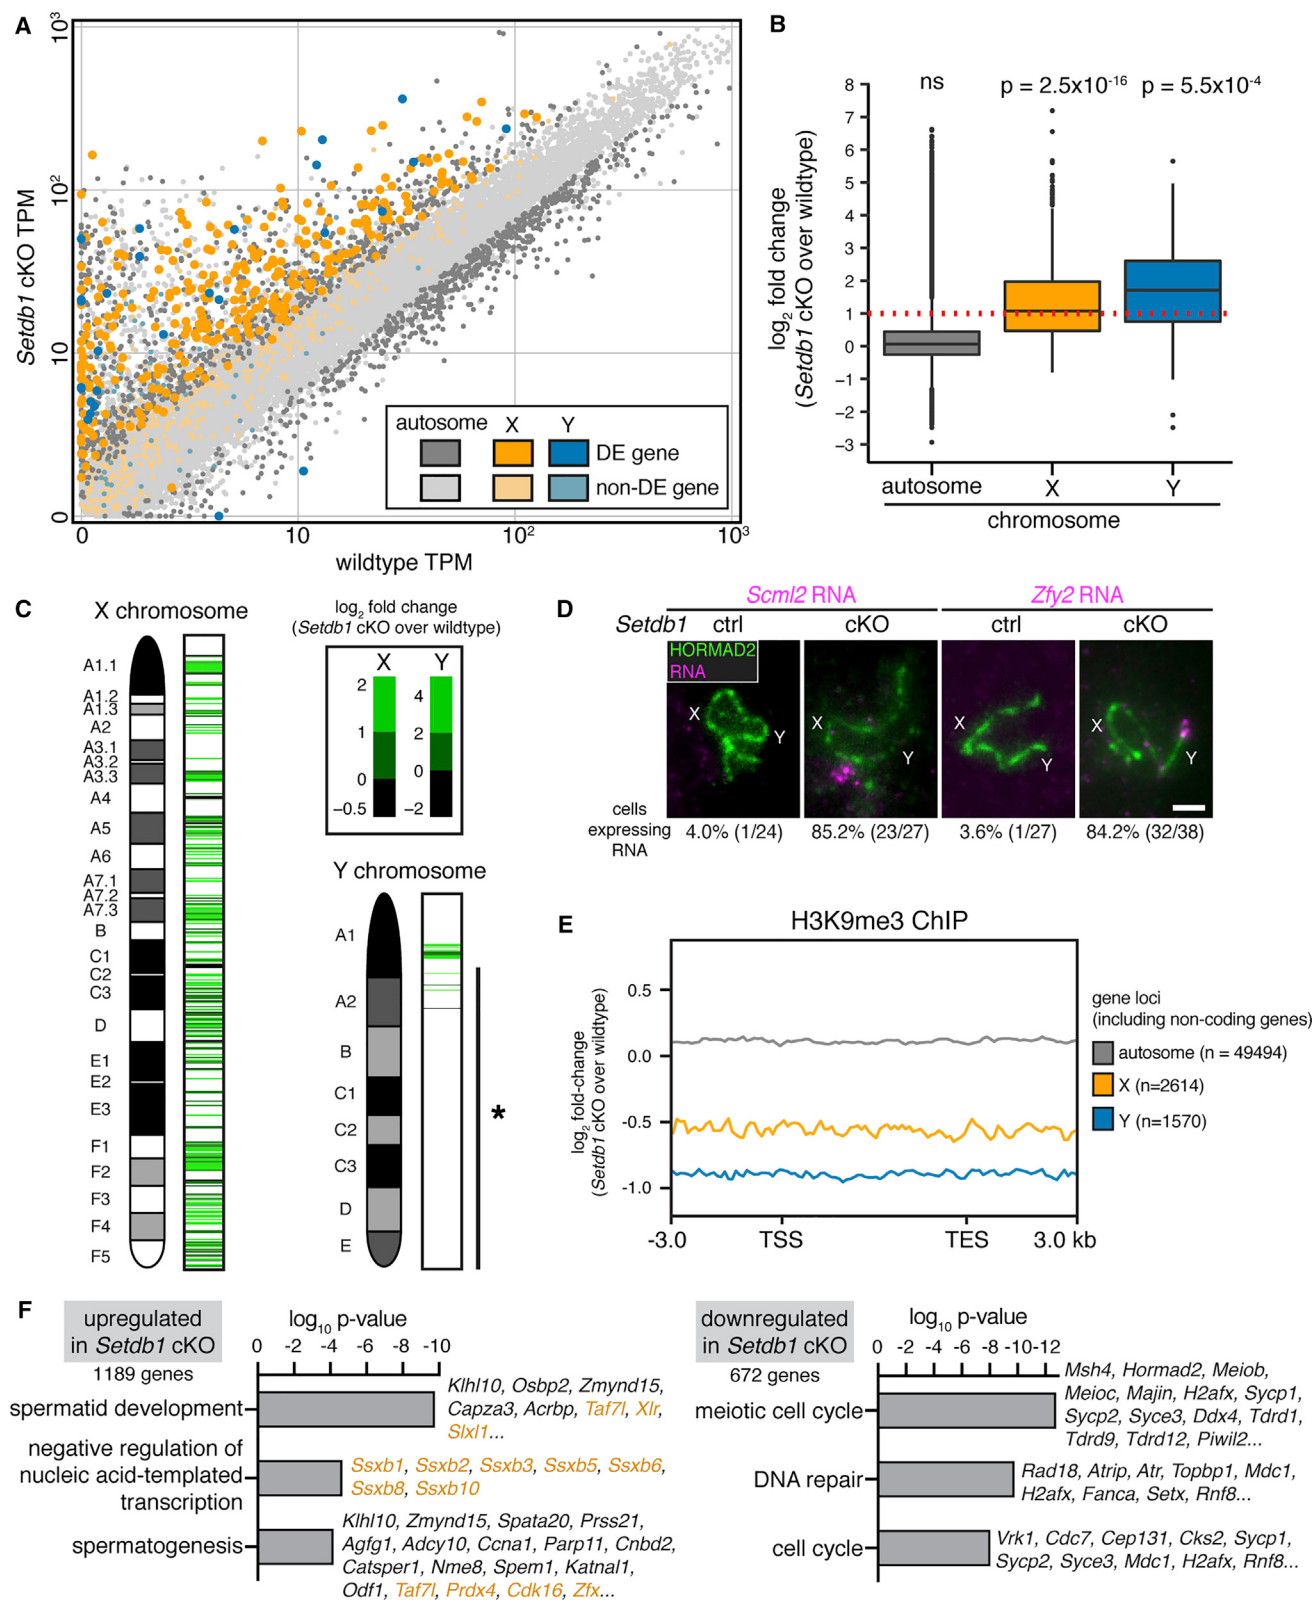

Figure 5. Defective MSCI in *Setdb1* cKO Pachytene Spermatocytes

(A) Comparison of gene expression levels between wild-type ad *Setdb1* cKO pachytene cells. DE: differentially expressed. DE genes: autosome (dark gray); X (dark orange); Y (dark blue). non-DE genes: autosome (light gray); X (light orange); Y (light blue). TPM: transcripts per million.

(legend continued on next page)

Y chromosome). Thus, *Setdb1* deletion caused upregulation of sex-linked genes in pachytene cells but not in ESCs or PGCs.

We complemented our transcriptomic analysis with RNA-FISH for the X gene *Scml2* and the Y gene *Zfy2*. These genes are silenced at pachynema in control males but not in MSCI mutants (Elnati et al., 2017; Royo et al., 2010; Bhattacharyya et al., 2013; Royo et al., 2013). Following RNA-FISH, early pachytene cells were identified using HORMAD2 immunostaining, as described previously (Cloutier et al., 2015, 2016). Both *Scml2* and *Zfy2* were misexpressed at early pachynema in *Setdb1* cKOs, and the proportion of cells exhibiting *Scml2* and *Zfy2* RNA-FISH signals was similar to that observed in established MSCI mutants (Elnati et al., 2017; Wojtasz et al., 2012) (Figure 5D). Thus, transcriptomic and RNA-FISH analyses demonstrate that SETDB1 is critical for MSCI.

Based on our immunostaining analysis (Figure 3B), we hypothesized that SETDB1 mediates silencing by directing H3K9me3 acquisition at X genes. We performed ultra-low-input native chromatin immunoprecipitation sequencing (ChIP-seq) (Brind'Amour et al., 2015) to compare H3K9me3 occupancy at all genes (coding and non-coding) in early-to-mid pachytene *Setdb1* cKOs and wild-type cells. H3K9me3 levels at autosomal genes were similar between these two genotypes. However, H3K9me3 levels at X and Y genes were reduced in the *Setdb1* cKO relative to the wild-type (Figure 5E). The reduction in H3K9me3 was observed both at XY genes upregulated in the *Setdb1* cKO and at XY genes that were not upregulated (Figure S6). These findings indicate that in the *Setdb1* cKO reduction of XY H3K9me3 occurs at a chromosomal level.

We examined putative functions of genes upregulated upon depletion of the repressive H3K9me3 mark (Figure 5F and Table S2). Genes upregulated in *Setdb1* cKOs relative to wild-types were enriched most highly for the Gene Ontology (GO) category "spermatid development." This finding was surprising because spermatids were absent in *Setdb1* cKOs (Figures 2I and 2J). The "spermatid development" category included genes mapping to the X chromosome, where spermatid genes are abundant (Mueller et al., 2008), as well as autosomal genes. Essential functions in spermiogenesis have been described for several of these X genes, e.g., *Taf7l* (Cheng et al., 2007) and *Slx1l* (Cocquet et al., 2010), and autosomal genes, e.g., *Khl10* (Yan et al., 2004), *Osbp2* (Udagawa et al., 2014), *Zmynd15* (Clark et al., 2004), *Capza3* (Geyer et al., 2009), *Acrbp* (Kanemori et al., 2016), and *Six5* (Sarkar et al., 2004). We also performed GO analysis on genes downregulated in *Setdb1* cKOs relative to wild-types (Figure 5F). The most significantly enriched categories featured genes functioning in meiosis. These findings indicate that

Setdb1 regulates the timely expression of spermatogenesis genes, promoting expression of meiosis genes and preventing premature expression of spermatid genes.

A Subset of ERVs Is Upregulated in the *Setdb1* cKO

SETDB1 silences endogenous retroviruses (ERVs) in somatic cells (Kato et al., 2018) and PGCs (Liu et al., 2014). Using our RNA-seq data, we addressed whether SETDB1 performs a similar function in pachytene cells. 5% (38/836) of ERVs were upregulated in the *Setdb1* cKO relative to the wild-type (Figure S7A and Table S3). Upregulated ERVs were derived from multiple families, with the most highly overexpressed ERV being MMERVK10C-int. A similar proportion of ERVs (43/836) was downregulated in the *Setdb1* cKO relative to the wild-type. In the *Setdb1* cKO, upregulated ERVs showed a more marked decrease in H3K9me3 occupancy than downregulated ERVs or non-differentially expressed ERVs (Figures S7B and S7C). In conclusion, the effect of *Setdb1* deletion on ERV silencing in pachytene cells is milder than observed in other contexts (Karimi et al., 2011; Kato et al., 2018; Liu et al., 2014; Matsui et al., 2010).

TRIM28 Is a Candidate DDR-SETDB1 Bridging Factor in MSCI

Our findings showed that SETDB1 acts downstream of the DDR network. Consistent with this conclusion, SETDB1 localization to the XY bivalent did not occur in *H2afx* KO pachytene cells (Figure 6A). However, the mechanism underlying sex chromosome SETDB1 recruitment was unclear. TRIM28, hnRNP K, and Krüppel-associated box zinc-finger proteins (KRAB-ZFPs) recruit SETDB1 in other contexts (Ecco et al., 2017; Iyengar and Farnham, 2011; Thompson et al., 2015), and TRIM28 is also involved in the DDR (White et al., 2006). To assess which of these cofactors could be important in XY-SETDB1 recruitment, we performed testis IP-mass spectrometry (MS) on P15 wild-type testis using both γ H2AX and SETDB1 as bait (Figure 6B and Table S4). Proteins significantly enriched in both the γ H2AX and SETDB1 IP-MS experiments included TRIM28 and hnRNP K but not KRAB-ZFPs. Both IP-MS experiments also pulled down known XY body-associated proteins (e.g., SCML2, USP7) (Hasegawa et al., 2015; Luo et al., 2015), as well as components of the HUSH complex, which promote SETDB1-mediated H3K9me3 spreading (Tchakovnikarova et al., 2015) (Figure 6C). Proteins observed only in the γ H2AX IP-MS included MDC1 and several epigenetic enzymes, while those unique to the SETDB1 IP-MS included the SETDB1-stabilizing factors ATF7IP and ATF7IP2 (Ichimura et al., 2005; Timms et al., 2016)

(B) Boxplot represents gene expression log2-fold change of *Setdb1* cKO relative to wild-type. Box: 25th/75th percentiles. Line on box: median. Whisker: 1.5 times the interquartile range from the 25th/75th percentiles. Red dashed line: 2-fold change. ns: not significant. p value calculated using Welch's t test.

(C) Heatmaps representing gene expression log2-fold change of *Setdb1* cKO relative to wild-type across different chromosomal locations. Asterisk: long arm of the Y chromosome, which is occupied by multicopy genes (*Ssty1*, *Ssty2*, *Sly*, *Asty*). Note that the software used for these heatmaps excludes multi-mapped X and Y genes.

(D) X-linked *Scml2* and Y-linked *Zfy2* RNA-FISH (magenta) of *Setdb1* controls and cKOs immunostained for HORMAD2 (green). Percentages of cells positive for RNA signals are shown below panels. Scale bar: 2 μ m.

(E) H3K9me3 occupancy log2-fold change of *Setdb1* cKO relative to wild-type. Gray: autosomal genes; orange: X genes; blue: Y genes. Analysis includes all coding and noncoding genes. TSS: transcription start site. TES: transcription end site.

(F) The top three ontology terms enriched in upregulated and downregulated genes in *Setdb1* cKO cells. Example genes are listed on the right. Orange: X-linked genes.

See also Figures S5–S7 and Tables S1 and S2.

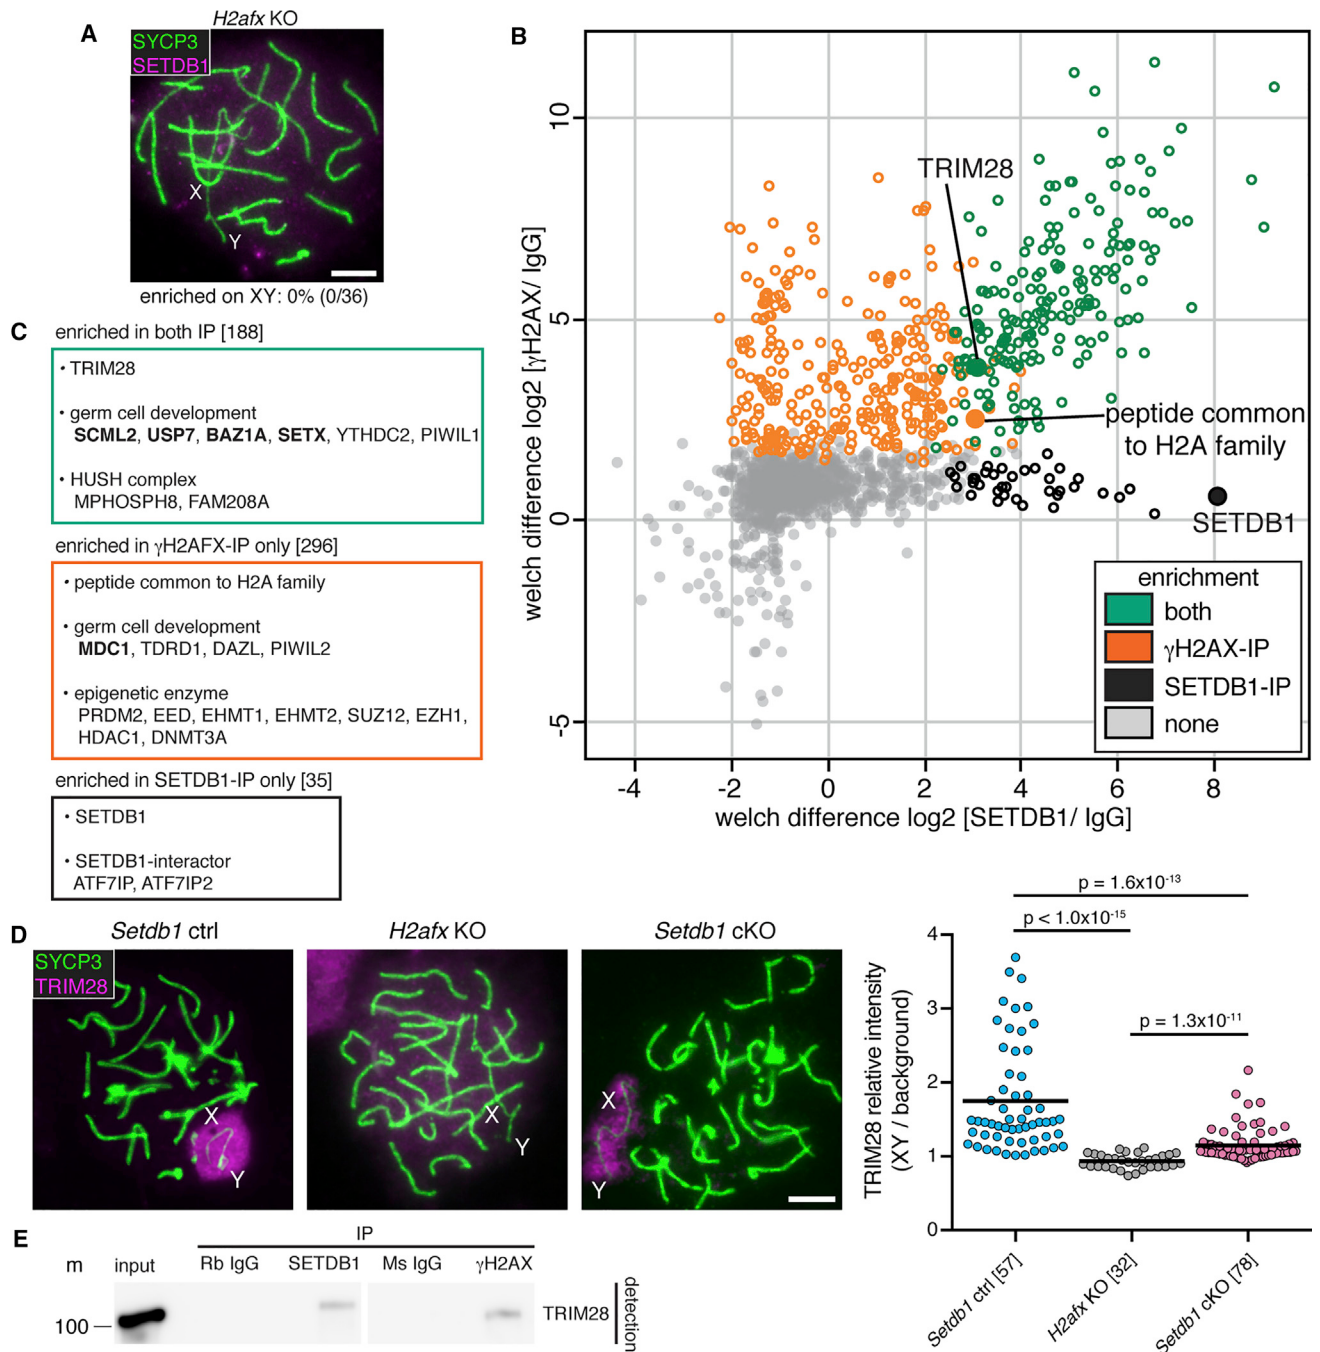

Figure 6. Genetic and Protein Interaction of SETDB1 with γ H2AX and TRIM28

(A) Early pachytene *H2afx* KOs immunostained for SYCP3 (green) and SETDB1 (magenta). Percentages of cells positive for SETDB1 signals on XY are shown below panels.

(B) IP-MS analysis to identify SETDB1- and γ H2AX-interactors in testes. Axis values show LFQ intensity log2-fold change of SETDB1-IP (X axis) or γ H2AX-IP (Y axis) relative to control immunoglobulin G (IgG)-IP. Green: enriched in both γ H2AX- and SETDB1-IP. Orange: enriched only in γ H2AX-IP. Gray: non-enriched. Detection of H2AX is limited due to sequence similarity among H2A family proteins.

(C) Examples of proteins enriched in γ H2AX- and/or SETDB1-IP. Number of proteins enriched in brackets. Bold: known MSCI factors.

(D) Early pachytene *Setdb1* controls, *H2afx* KOs, and *Setdb1* cKO immunostained for SYCP3 (green) and TRIM28 (magenta). Chart shows relative intensity of TRIM28 on XY relative to non-XY region in nucleus. Number of cells analyzed in brackets. p value calculated using Mann-Whitney test.

(E) Western blot of input and immunoprecipitated samples using P15 wild-type testis lysate treated with nuclease. Rb: rabbit; Ms: mouse; m: size marker. Expected TRIM28 size: 110 kDa.

8-week-old mice were used in (A) and (D); P15 mice were used in (B) and (E). Scale bars: 5 μ m.

See also Figure S7D and Table S4.

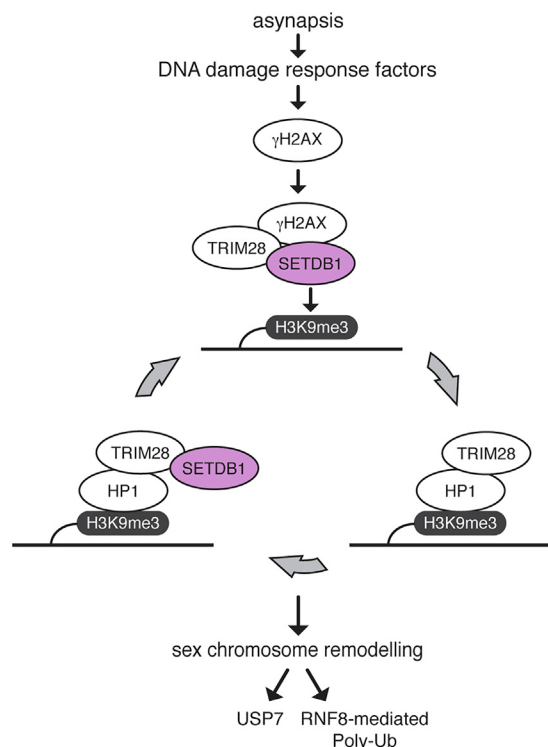

Figure 7. Model Explaining the Role of SETDB1 in MSCI

Asynapsis sensors and DNA damage response factors are recruited to XY pair, resulting in γ H2AX accumulation. γ H2AX recruits TRIM28 and SETDB1, which mediates H3K9me3 acquisition. HP1 (CBX1, CBX3, CBX5)-TRIM28 complex binds to H3K9me3 and recruits more SETDB1, facilitating the repressive chromatin state. USP7 and RNF8-mediated poly-Ub pathways act downstream of H3K9me3 for further sex chromosome remodeling.

(Figure 6C). IP-MS can thus identify additional candidate XY-silencing factors.

To further assess their candidacy, we analyzed TRIM28 and hnRNP K immunostaining in early pachytene cells. hnRNP K was present throughout autosomal chromatin but was notably excluded from the XY pair (Figure S7D). However, TRIM28 localized to the sex chromosomes, further supporting a role for this protein in linking the DDR to SETDB1 (Figure 6D). Testis IP followed by western blotting confirmed that both SETDB1 and γ H2AX interact with TRIM28 (Figure 6E). In *H2afx* KO pachytene cells, localization of TRIM28 to the XY pair was abolished (Figure 6D), placing TRIM28 downstream of the DDR network in MSCI. TRIM28 was observed on the XY pair in the *Setdb1* cKO (Figure 6D). However, the staining intensity of XY-associated TRIM28 was lower than that in the control (Figure 6D). Thus, while TRIM28 is upstream of SETDB1 in MSCI, SETDB1 may facilitate TRIM28 amplification on the sex chromosomes (see Discussion). Overall, our findings support a role for TRIM28 in bridging the DDR to SETDB1.

DISCUSSION

A fundamental role for the DDR network in initiating meiotic silencing is well established. DDR proteins collaborate to induce phosphorylation of H2AX on asynapsed chromosomes. How-

ever, whether resulting γ H2AX is sufficient to silence transcription has been unclear. Here, we show that the repressive histone mark H3K9me3, catalyzed by SETDB1, is an additional critical step downstream of γ H2AX in MSCI, driving sex chromosome condensation and XY gene silencing. The midpachytene apoptosis in the *Setdb1* cKO could be attributed to toxic sex-gene expression (Royo et al., 2010, 2015) and/or de-repression of a subset of ERVs. SETDB1 represses ERVs in various contexts (Collins et al., 2015; Karimi et al., 2011; Kato et al., 2018; Liu et al., 2014; Matsui et al., 2010) and has developmental functions that include oogenesis (Eymery et al., 2016; Kim et al., 2016), early development (Dodge et al., 2004), and neurogenesis (Tan et al., 2012). Our findings reveal a distinct role in male meiosis, where it links the meiotic DDR network to H3K9me3.

Our data suggest that SETDB1 interacts with the DDR network via TRIM28 (Figure 7). Localization of TRIM28 to the XY pair requires H2AX but not SETDB1. However, in the absence of SETDB1, levels of sex chromosome-associated TRIM28 are reduced relative to the control. We therefore propose that SETDB1 ensures optimal XY-associated TRIM28-enrichment. In mitotic cells, TRIM28 recruits SETDB1, with resulting H3K9me3 acting as a binding site for HP1 proteins (CBX1, CBX3, CBX5) (Bannister et al., 2001; Matsui et al., 2010; Rowe et al., 2010; Schultz et al., 2002). Because HP1 can directly bind to TRIM28 (Ryan et al., 1999), a rolling cycle amplification could then be initiated, recruiting more SETDB1. Similar positive-feedback systems are commonplace in MSCI. For example, accrual of BRCA1 and ATR at chromosome axes is interdependent (Royo et al., 2013; Turner et al., 2004), as is enrichment of ATR, MDC1, and γ H2AX at chromatin loops (Royo et al., 2013).

Setdb1 deletion disrupts XY localization of CBX1 at early pachytene. CBX1 and other HP1 family proteins form dimers bridging two H3K9me3 nucleosomes in heterochromatin (Machida et al., 2018). It would be interesting to investigate the effect of meiotic perturbation of HP1 dimerization on chromosome silencing. At midpachytene in *Setdb1* cKOs, XY pairs did not acquire USP7 and poly-Ub. Previous works indicate that SCML2-USP7 and RNF8-mediated poly-Ub act independently during XY chromatin remodeling for proper spermiogenesis (Hasegawa et al., 2015; Lu et al., 2010; Sin et al., 2012). Whether CBX1 acts upstream of one or both of these pathways warrants further investigation.

We observed in *Setdb1* cKOs a mild defect in synapsis. This phenotype was observed preferentially at the PAR. Although we observed no difference between the *Setdb1* cKO and control in PAR-localization of recombination factors, SETDB1 may have a specialized role at this chromosome region. Alternatively, the PAR phenotype may reflect a more general function for SETDB1 in synapsis. PAR asynapsis is a common finding in meiotic mutants (Fernandez-Capetillo et al., 2003; Ichijima et al., 2011; Turner et al., 2004; de Vries et al., 2005; Widger et al., 2018) and may occur because this chromosome region is small in length and thus more susceptible to synapsis defects. Consistent with this hypothesis, the smallest autosome, chromosome 19, is also more commonly asynapsed than chromosome 1 in the *Setdb1* cKO. Although the mechanism by which SETDB1 regulates synapsis is unclear, our data suggest a specific role at centromeric chromosome ends. One possibility is that H3K9 methylation at pericentric regions is important for synapsis. Autosomal asynapsis, associated with defective pericentric

H3K9 methylation, is also observed in mice doubly deficient for *Suv39h1* and *Suv39h2* (Peters et al., 2001). However, it is also noteworthy that autosomal centromeres, such as the XY pair, synapse later than other chromosome regions (Bisig et al., 2012; Kauppi et al., 2011). SETDB1 could therefore have a specific function in promoting synapsis at late-pairing regions.

Setdb1 deletion at pachynema unexpectedly causes premature upregulation of genes normally expressed in spermatids and downregulation of meiotic genes. Since these autosomal genes are not direct H3K9me3 targets (Figure 5E), we speculate that their dysregulation occurs as an indirect consequence of defective MSCI. The effect of MSCI on autosomal gene expression has not been well examined. In female somatic cells, a mechanistically distinct form of X chromosome inactivation (XCI) occurs, which functions to balance somatic X-gene expression levels with that of males. Recent work demonstrates that disrupting somatic XCI causes dysregulation of transcription at the genome-wide level (Borensztein et al., 2017; Sakata et al., 2017). By analogy, we suggest that as well as silencing XY genes, MSCI regulates autosomal gene expression patterns in the mammalian germline.

In addition to mammals, meiotic silencing has been described in other organisms, including *C. elegans* (Kelly and Aramayo, 2007). In both organisms, asynapsis is the trigger for silencing, but downstream molecular events that lead to gene inactivation were thought to be distinct. For instance, meiotic silencing in *C. elegans* relies not on DDR factors, as in mammals, but instead on components of the RNA interference machinery (Kelly and Aramayo, 2007). Interestingly, a report indicates that the *Setdb1* homolog *met-2* is essential for MSCI in *C. elegans* (Checchi and Engebrecht, 2011). Our current findings are therefore significant because they identify *Setdb1* as a silencing factor conserved between these two highly diverged model organisms.

STAR★METHODS

Detailed methods are provided in the online version of this paper and include the following:

- KEY RESOURCES TABLE
- CONTACT FOR REAGENT AND RESOURCE SHARING
- EXPERIMENTAL MODEL AND SUBJECT DETAILS
  - Mice
- METHOD DETAILS
  - Immunofluorescence Staining of Nuclear Spreads
  - Plot Profiles of H3K9me3 and γ H2AX Staining
  - Measurement of Normalized Distance between X- and Y-Centromeres
  - RNA Fluorescence In Situ Hybridization (RNA-FISH) Followed by Immunofluorescence Staining
  - DNA-FISH
  - Immunofluorescence Staining of Testis Sections
  - Histology
  - Microscopy
  - Isolation of Pachytene Spermatocytes
  - RNA Sequencing (RNA-Seq)
  - Chromatin Immunoprecipitation Sequencing (ChIP-Seq)
  - Immunoprecipitation (IP)

- Western Blot
- Trypsin Digestion
- Mass Spectrometry
- QUANTIFICATION AND STATISTICAL ANALYSIS
  - Statistics and Reproducibility
  - Analysis of RNA-Seq Data
  - Chromosome Heatmap
  - X-Autosome Expression Ratio
  - Analysis of ChIP-Seq Data
  - ERV Analysis Using RNA-Seq and ChIP-Seq Data
  - Processing and Analysis of Mass Spectrometry Data
- DATA AND SOFTWARE AVAILABILITY

SUPPLEMENTAL INFORMATION

Supplemental Information includes seven figures and four tables and can be found with this article online at <https://doi.org/10.1016/j.devcel.2018.10.004>.

ACKNOWLEDGEMENTS

This work was supported by the European Research Council (CoG 647971), the Kyoto University Foundation, and the Francis Crick Institute, which receives its core funding from Cancer Research UK (FC001193 to J.T. and FC001120 to K.N.), UK Medical Research Council (FC001193 and FC001120), and Wellcome Trust (FC001193 and FC001120). We thank the Francis Crick Institute Biological Research, Advanced Sequencing, Light Microscopy, and Experimental Histopathology facilities for their expertise; Y. Shinkai for the *Setdb1*^{fllox} mice; A. Tóth for *Hormad2* KO testes and *HORMAD2* antibody; A. Nussenzweig for *H2afx* KO mice; W. Earnshaw for the CREST antibody; P. Singh for the CBX1 antibody; S. Namekawa for the BRCA1 antibody; J. Lee and S. Ogushi for technical advice; J. Zohren for statistical advice; D. Barry for image analysis advice; V. Maciulyte for help coordinating NGS analysis; and members of the J.T. laboratory for comments on the manuscript.

AUTHOR CONTRIBUTIONS

T.H. and J.M.A.T. conceived the project. T.H. and S.K.M. performed immunofluorescence and RNA-FISH. T.H. performed immunoprecipitation, western blotting, DNA-FISH, RNA-seq, and ChIP-seq library preparation. T.H. and E.E. performed FACS purification. T.H., P.B., M.N.S., and K.K.N. performed bioinformatics analyses. V.E. and A.P.S. performed MS analysis. D.G.d.R. analyzed testis histology. T.H. and O.A.O. performed genotyping. T.H. and J.M.A.T. wrote the manuscript.

DECLARATION OF INTERESTS

The authors declare no competing interests.

Received: January 19, 2018

Revised: August 15, 2018

Accepted: October 3, 2018

Published: November 1, 2018

REFERENCES

- An, J., Zhang, X., Qin, J., Wan, Y., Hu, Y., Liu, T., Li, J., Dong, W., Du, E., Pan, C., et al. (2014). The histone methyltransferase ESET is required for the survival of spermatogonial stem/progenitor cells in mice. *Cell Death Dis.* 5, e1196.
- Ayrappetov, M.K., Gursoy-Yuzugullu, O., Xu, C., Xu, Y., and Price, B.D. (2014). DNA double-strand breaks promote methylation of histone H3 on lysine 9 and transient formation of repressive chromatin. *Proc. Natl. Acad. Sci. USA* 111, 9169–9174.
- Baarends, W.M., Hoogerbrugge, J.W., Roest, H.P., Ooms, M., Vreeburg, J., Hoeijmakers, J.H., and Grootegoed, J.A. (1999). Histone ubiquitination and chromatin remodeling in mouse spermatogenesis. *Dev. Biol.* 207, 322–333.

- Bannister, A.J., Zegerman, P., Partridge, J.F., Miska, E.A., Thomas, J.O., Allshire, R.C., and Kouzarides, T. (2001). Selective recognition of methylated lysine 9 on histone H3 by the HP1 chromo domain. *Nature* 410, 120–124.
- Bastos, H., Lassalle, B., Chicheportiche, A., Riou, L., Testart, J., Allemand, I., and Fouchet, P. (2005). Flow cytometric characterization of viable meiotic and postmeiotic cells by hoechst 33342 in mouse spermatogenesis. *Cytometry A* 65, 40–49.
- Baumann, C., Schmidtman, A., Muegge, K., and De La Fuente, R. (2008). Association of ATRX with pericentric heterochromatin and the Y chromosome of neonatal mouse spermatogonia. *BMC Mol. Biol.* 9, 29.
- Bhattacharyya, T., Gregorova, S., Mihola, O., Anger, M., Sebestova, J., Denny, P., Simecek, P., and Forejt, J. (2013). Mechanistic basis of infertility of mouse intersubspecific hybrids. *Proc. Natl. Acad. Sci. USA* 110, E468–E477.
- Bisig, C.G., Guiraldelli, M.F., Kouznetsova, A., Scherthan, H., Höög, C., Dawson, D.S., and Pezza, R.J. (2012). Synaptonemal complex components persist at centromeres and are required for homologous centromere pairing in mouse spermatocytes. *PLoS Genet.* 8, e1002701.
- Bolcun-Filas, E., Rinaldi, V.D., White, M.E., and Schimenti, J.C. (2014). Reversal of female infertility by Chk2 ablation reveals the oocyte DNA damage checkpoint pathway. *Science* 343, 533–536.
- Borensztein, M., Syx, L., Ancelin, K., Diabangouaya, P., Picard, C., Liu, T., Liang, J.B., Vassilev, I., Galupa, R., Servant, N., et al. (2017). Xist-dependent imprinted X inactivation and the early developmental consequences of its failure. *Nat. Struct. Mol. Biol.* 24, 226–233.
- Bray, N.L., Pimentel, H., Melsted, P., and Pachter, L. (2016). Near-optimal probabilistic RNA-seq quantification. *Nat. Biotechnol.* 34, 525–527.
- Brind'Amour, J., Liu, S., Hudson, M., Chen, C., Karimi, M.M., and Lorincz, M.C. (2015). An ultra-low-input native ChIP-seq protocol for genome-wide profiling of rare cell populations. *Nat. Commun.* 6, 6033.
- Brown, E.J., and Baltimore, D. (2003). Essential and dispensable roles of ATR in cell cycle arrest and genome maintenance. *Genes Dev.* 17, 615–628.
- Campbell, P., Good, J.M., and Nachman, M.W. (2013). Meiotic sex chromosome inactivation is disrupted in sterile hybrid male house mice. *Genetics* 193, 819–828.
- Carofiglio, F., Inagaki, A., de Vries, S., Wassenaar, E., Schoenmakers, S., Vermeulen, C., van Cappellen, W.A., Sleddens-Linkels, E., Grootegoed, J.A., Te Riele, H.P.J., et al. (2013). SPO11-independent DNA repair foci and their role in meiotic silencing. *PLoS Genet.* 9, e1003538.
- Celeste, A., Petersen, S., Romanienko, P.J., Fernandez-Capetillo, O., Chen, H.T., Sedelnikova, O.A., Reina-San-Martin, B., Coppola, V., Meffre, E., Difilippantonio, M.J., et al. (2002). Genomic instability in mice lacking histone H2AX. *Science* 296, 922–927.
- Checchi, P.M., and Engebrecht, J. (2011). *Caenorhabditis elegans* histone methyltransferase MET-2 Shields the Male X chromosome from Checkpoint Machinery and Mediates Meiotic Sex Chromosome Inactivation. *PLoS Genet.* 7, e1002267.
- Cheng, Y., Buffone, M.G., Kouadio, M., Goodheart, M., Page, D.C., Gerton, G.L., Davidson, I., and Wang, P.J. (2007). Abnormal sperm in mice lacking the Taf7l gene. *Mol. Cell. Biol.* 27, 2582–2589.
- Clark, A.T., Firozi, K., and Justice, M.J. (2004). Mutations in a novel locus on mouse chromosome 11 resulting in male infertility associated with defects in microtubule assembly and sperm tail function. *Biol. Reprod.* 70, 1317–1324.
- Cloutier, J.M., Mahadevaiah, S.K., Ellnati, E., Nussenzweig, A., Tóth, A., and Turner, J.M.A. (2015). Histone H2AFX links meiotic chromosome asynapsis to prophase I oocyte loss in mammals. *PLoS Genet.* 11, e1005462.
- Cloutier, J.M., Mahadevaiah, S.K., Ellnati, E., Tóth, A., and Turner, J. (2016). Mammalian meiotic silencing exhibits sexually dimorphic features. *Chromosoma* 125, 215–226.
- Cocquet, J., Ellis, P.J.I., Yamauchi, Y., Riel, J.M., Karacs, T.P.S., Rattigan, A., Ojarikre, O.A., Affara, N.A., Ward, M.A., and Burgoyne, P.S. (2010). Deficiency in the multicopy *Sycp3*-Like X-linked genes *Slx* and *Slx1* causes major defects in spermatid differentiation. *Mol. Biol. Cell* 21, 3497–3505.
- Collins, P.L., Kyle, K.E., Egawa, T., Shinkai, Y., and Oltz, E.M. (2015). The histone methyltransferase SETDB1 represses endogenous and exogenous retroviruses in B lymphocytes. *Proc. Natl. Acad. Sci. USA* 112, 8367–8372.
- Cox, J., and Mann, M. (2008). MaxQuant enables high peptide identification rates, individualized p.p.b.-range mass accuracies and proteome-wide protein quantification. *Nat. Biotechnol.* 26, 1367–1372.
- Criscione, S.W., Zhang, Y., Thompson, W., Sedivy, J.M., and Neretti, N. (2014). Transcriptional landscape of repetitive elements in normal and cancer human cells. *BMC Genomics* 15, 583.
- Daniel, K., Lange, J., Hached, K., Fu, J., Anastassiadis, K., Roig, I., Cooke, H.J., Stewart, A.F., Wassmann, K., Jasin, M., et al. (2011). Meiotic homologue alignment and its quality surveillance are controlled by mouse HORMAD1. *Nat. Cell Biol.* 13, 599–610.
- de Vries, F.A.T., de Boer, E., van den Bosch, M., Baarends, W.M., Ooms, M., Yuan, L., Liu, J.G., van Zeeland, A.A., Heyting, C., and Pastink, A. (2005). Mouse Sycp1 functions in synaptonemal complex assembly, meiotic recombination, and XY body formation. *Genes Dev.* 19, 1376–1389.
- Di Giacomo, M., Barchi, M., Baudat, F., Edelmann, W., Keeney, S., and Jasin, M. (2005). Distinct DNA-damage-dependent and -independent responses drive the loss of oocytes in recombination-defective mouse mutants. *Proc. Natl. Acad. Sci. USA* 102, 737–742.
- Dodge, J.E., Kang, Y.K., Beppu, H., Lei, H., and Li, E. (2004). Histone H3-K9 methyltransferase ESET is essential for early development. *Mol. Cell. Biol.* 24, 2478–2486.
- Durinck, S., Spellman, P.T., Birney, E., and Huber, W. (2009). Mapping identifiers for the integration of genomic datasets with the R/Bioconductor package biomaRt. *Nat. Protoc.* 4, 1184–1191.
- Ecco, G., Imbeault, M., and Trono, D. (2017). KRAB zinc finger proteins. *Development* 144, 2719–2729.
- Ellnati, E., Russell, H.R., Ojarikre, O.A., Sangrithi, M., Hirota, T., de Rooij, D.G., McKinnon, P.J., and Turner, J.M.A. (2017). DNA damage response protein TOPBP1 regulates X chromosome silencing in the mammalian germ line. *Proc. Natl. Acad. Sci. USA* 114, 12536–12541.
- Eymery, A., Liu, Z., Ozonov, E.A., Stadler, M.B., and Peters, A.H.F.M. (2016). The methyltransferase *Setdb1* is essential for meiosis and mitosis in mouse oocytes and early embryos. *Development* 143, 2767–2779.
- Fernandez-Capetillo, O., Mahadevaiah, S.K., Celeste, A., Romanienko, P.J., Camerini-Otero, R.D., Bonner, W.M., Manova, K., Burgoyne, P., and Nussenzweig, A. (2003). H2AX is required for chromatin remodeling and inactivation of sex chromosomes in male mouse meiosis. *Dev. Cell* 4, 497–508.
- Gan, H., Wen, L., Liao, S., Lin, X., Ma, T., Liu, J., Song, C.X., Wang, M., He, C., Han, C., et al. (2013). Dynamics of 5-hydroxymethylcytosine during mouse spermatogenesis. *Nat. Commun.* 4, 1995.
- Geyer, C.B., Inselman, A.L., Sunman, J.A., Bornstein, S., Handel, M.A., and Eddy, E.M. (2009). A missense mutation in the Capza3 gene and disruption of F-actin organization in spermatids of repro32 infertile male mice. *Dev. Biol.* 330, 142–152.
- Hasegawa, K., Sin, H.S., Maezawa, S., Broering, T.J., Kartashov, A.V., Alavattam, K.G., Ichijima, Y., Zhang, F., Bacon, W.C., Greis, K.D., et al. (2015). SCML2 establishes the male germline epigenome through regulation of histone H2A ubiquitination. *Dev. Cell* 32, 574–588.
- van der Heijden, G.W., Derijck, A.A.H.A., Pósfai, E., Giele, M., Pelczar, P., Ramos, L., Wansink, D.G., van der Vlag, J., Peters, A.H.F.M., and de Boer, P. (2007). Chromosome-wide nucleosome replacement and H3.3 incorporation during mammalian meiotic sex chromosome inactivation. *Nat. Genet.* 39, 251–258.
- Hirota, T., Ohta, H., Powell, B.E., Mahadevaiah, S.K., Ojarikre, O.A., Saitou, M., and Turner, J.M.A. (2017). Fertile offspring from sterile sex chromosome trisomic mice. *Science* 357, 932–935.
- Homolka, D., Ivanek, R., Capkova, J., Jansa, P., and Forejt, J. (2007). Chromosomal rearrangement interferes with meiotic X chromosome inactivation. *Genome Res.* 17, 1431–1437.
- Huang, da W., Sherman, B.T., and Lempicki, R.A. (2009a). Bioinformatics enrichment tools: paths toward the comprehensive functional analysis of large gene lists. *Nucleic Acids Res.* 37, 1–13.

How the deposited data were processed for this re-analysis (not part of the article)

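RNA-seq of sorted early-to-mid pachytene cells was available for 2 wildtype and 2 *Setdb1* cKO samples; the methods give 500 cells for each genotype. The authors quantified transcripts with kallisto (0.44.0) against GRCm38 and compared genotypes per gene with sleuth (0.30.0). The deposited table gives per gene and sample a normalized TPM, treated as a signal since the deposited columns sum to 1109725, 942186, 996166 and 946174 (wildtype replicates 1 and 2, cKO replicates 1 and 2) rather than to a common total; the deposited genotype TPM equals the mean of the 2 samples of that genotype. It also gives the authors' p-value and q-value of each test, the authors' fold change estimator b, which tested as a natural log of cKO over wildtype, and its deposited standard error, a score on the same scale. Read counts are not in the table, so sequencing depth per sample and the counting error are unknown and no count model was used. The ChIP-seq samples have no deposited processed values, and neither H3K9me3 nor endogenous retroviruses were examined.

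Protein-coding genes with a mean above 0.1 TPM in at least 1 genotype were kept (19462 of 22603 genes in the table). Log2(TPM + 1) values were compared between genotypes with limma 3.58.1 in R 4.3.3 (lmFit, eBayes with a trend on mean expression, prior degrees of freedom 4.76), with Benjamini-Hochberg adjustment over all genes and an adjusted p under 0.2 as the threshold, the value the methods state for the q-value. Gene positions come from the GRCm38 annotation, found for 22337 genes; 221 genes on patches or scaffolds belong to none of the chromosome classes. Chromosome-wide levels per sample and the ratio of the median X-linked to the median autosomal gene (genes above 1 TPM in both genotypes) were compared by an exact two-sided permutation test, whose smallest p is 0.33. The X was divided into bins of 20 Mb. Figures were drawn with matplotlib 3.10.9 in Python 3.11.15. Tested on simulated data with 2 samples against 2, the same fit called 46% of genes with a log2 change of 1 and 28% with -1, and 100% and 94% of genes with 2 and -2. Of its calls, 24.7% were false. The changed genes were drawn from those above 10 TPM in wildtype, with independent errors and the same spread in every sample. The median X-linked and Y-linked gene lies lower in wildtype (2.81 and 2.89 TPM, and 0.615 and 0.638 TPM), so these rates need not hold for them.

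Gene lists (25) were written before the data were examined, as were the fits, thresholds and alternatives; camera was run with a preset correlation of 0.01 and with an estimated correlation, fry as a further test of direction, and lists were adjusted together. No list passed with an estimated correlation or by fry. Lists not described elsewhere gave few calls over all genes with every sample in the fit: 1 higher among interferon response genes (*Oasl2*), 1 among immediate-early and heat shock genes (*Atf3*), 1 among spermatogonial markers (*Neurog3*), 4 among X-linked parents of autosomal retrogenes, 1 higher and 1 lower among these retrogenes, and 0 among Sertoli, Leydig, peritubular myoid and endothelial, macrophage and erythroid markers, p53 targets and apoptosis genes, and clustered protocadherins. Without cKO replicate 2 more members of several of these lists pass. The cKO mice carry the *Ngn3-Cre* (*Neurog3*-Cre) transgene and the wildtype mice do not. Whether the transgene adds to the reads of *Neurog3* was not tested. Adjusted over the list alone the higher and lower counts were 1 and 0 for interferon response, 1 and 0 for immediate-early, 5 and 1 for spermatogonial, 5 and 0 for the X-linked parents, 3 and 3 for the retrogenes, 1 and 0 for macrophage, 2 and 0 for erythroid and 2 and 0 for protocadherin genes, and 0 for the others. Of these lists, 3 passed camera with the preset correlation, all higher: X-linked parents of retrogenes (adjusted p = 0.00057), immediate-early and heat shock genes (0.0137) and spermatogonial markers (0.0282), with median log2 fold changes of 0.70, 0.46 and 0.43 (1.31, 0.82 and 0.67 in cKO replicate 1; 0.22, 0.14 and 0.21 in cKO replicate 2); with an estimated correlation adjusted p = 0.690, 0.764 and 0.690.

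Genes named in the text are *Setdb1*; genes that the Results on this experiment or Figure 5 name; the 5 X-linked, 3 Y-linked, 8 autosomal higher and 8 autosomal lower genes with the smallest p among those past the threshold with both cKO samples on the same side of both wildtype samples and a mean of at least 10 TPM in the higher genotype; and up to 4 members of each list with the smallest p. The values of genes in Table S1 were seen before this rule was written. The 3 Y-linked genes are *Gm21708*, *Gm21704* and *Gm10352* (log2 fold changes 4.98, 4.04 and 3.55), whose reads are shared between copies. Alternatives tried were other pseudocounts (0.1 and 0.5), no filter or a filter at 1 TPM, all biotypes, rescaling to autosomal genes, quantile normalization, TMM factors computed on the TPM values, eBayes without trend, an adjusted p under 0.05, a replicate block, leaving out each sample, the authors' p-values adjusted over the genes kept, X- and Y-linked genes without multicopy families, medians in place of means, and ratios of mean TPM. Multicopy families were picked by gene name, and on the Y also by a start beyond 4.2 Mb, without a check of copy number. Removing 12 satellite-like gene models, and a ratio of mean TPM + 1, were added after the data were seen.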

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

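All tests of explanations in this part were chosen after the results were seen. The signals below lie in genes that the paper does not discuss for these samples and stand above the wildtype samples. Among 140 gene models named *Gm* on chromosome 14 (starts between 3 and 8 Mb and between 40 and 46 Mb, GRCm38), 46 were higher and 0 lower in the cKO (limma), of 70 higher genes on that chromosome. Among X-linked genes that are not protein coding, 37 of 227 were higher and 0 lower, with a median log2 fold change of 0.44 (0.58 in cKO replicate 1 and 0.31 in cKO replicate 2); among such Y-linked genes, 9 of 119 were higher and 0 lower, with a median of 0.62 (0.97 and 0.29). Without cKO replicate 1 none of these genes passes on either chromosome and 23 of the chromosome 14 models do. With cKO replicate 2 left out instead, more of these X-linked and Y-linked genes and of the models are higher. Some of the X-linked genes and of the models are then lower. The median log2 fold change of the models is 0.93 without cKO replicate 1 and 1.73 without cKO replicate 2. *Pgk2*, an autosomal retrogene of an X-linked gene of glycolysis, was higher in both cKO samples, with a log2 fold change of 2.13 (41.6 and 39.4 against 170 and 191 TPM, adjusted p = 0.0315), and so was *Suv39h1*, with 2.12. The limma calls are lost without either wildtype sample.

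The chromosome 14 models summed to 431 and 453 TPM in the wildtype samples and to 1686 and 922 TPM in cKO replicates 1 and 2. Reads redistributed among these 140 models would leave this sum in place, and the lower cKO sample stands at 2.09 times the wildtype mean, which argues against that as the whole source. Copies outside the windows, or not protein coding, were not summed, so reads moved from them stay possible and were not tested. The excess over wildtype in cKO replicate 2 was 0.180 of that in cKO replicate 1 (median of the 42 models with a mean excess of at least 5 TPM, quartiles 0.100 and 0.391), above the range of near-silent spermatid genes (quartiles 0.027 and 0.065), which argues against the same source as the spermatid RNA. This minimum is set by the change itself and holds for every ratio in this part; over all 140 models the median is 0.309 and the lower quartile 0.098, still above the upper quartile of all 32 near-silent spermatid genes, 0.061. Levels of single models remain uncertain, as their reads are shared, and whether loss of *Setdb1* acts on these models was not tested.

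Autosomal spermatid genes near silent in wildtype were far higher in cKO replicate 1 than in cKO replicate 2. RNA of spermatids in a single share per sample would give each gene the same ratio of excess between the cKO samples. The median ratio was 0.042 (30 genes), and 70% of them lay within 2-fold of it. This leaves the explanation open for these near-silent genes only. Earlier expression in the cKO cells of both samples is in line with the 84.4% of these genes that were higher in both cKO samples than in both wildtype samples, but a small share of spermatid RNA in cKO replicate 2 would give the same. The sort for early-to-mid pachytene cells should remove spermatids, and the paper reports none in the cKO. Purity of the sort was checked only on test sorts from wildtype mice, and part of those cells were not pachytene. No purity is given for the cKO sorts. Of the list's genes, 20 are also at 5 TPM or more in the wildtype samples, and these were left out of the tests. The 24 genes that the study names under spermatid development were not tested as a set. Their median log2 fold change was 2.53 in cKO replicate 1 and 1.93 in cKO replicate 2. The age of the cKO mice is not given per sample and was not tested.

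X- and Y-linked genes rose more in cKO replicate 1 than in cKO replicate 2, by a median of 0.68 and 1.80 on the log2 scale, as did lists of other cell types and of stress (medians against wildtype in replicates 1 and 2: erythroid 1.87 and 0.02, Leydig 1.21 and -0.20, immediate-early and heat shock 0.82 and 0.14, and spermatogonial markers 0.67 and 0.21). Scaling of cKO replicate 1 would move autosomal genes too, and these differed by 0.097, which argues against it as the whole source. The median autosomal level, however, was 10.1 TPM in cKO replicate 1 and 7.62 TPM in cKO replicate 2, against 14.2 and 7.23 TPM for the X. A part played by scaling therefore stays open. The same source as the spermatid RNA would give the ratio of those genes, and the median ratio was 0.420 for X-linked genes (420 genes, quartiles 0.257 and 0.605) and 0.480 for Y short-arm genes (14 genes, quartiles 0.378 and 0.523), which argues against it as the whole source of their rise, also without the minimum (medians 0.365 over 782 genes and 0.476 over 17, lower quartiles 0.102 and 0.368). For the other Y-linked genes, many of them multicopy, the ratio was 0.071 (31 genes, quartiles 0.034 and 0.108), so for these genes it cannot be told apart from the genotype, as the quartiles overlap those of the spermatid genes (over all 88 genes, -0.026 and 0.218). RNA of other cells in cKO replicate 1, or a difference between the cKO samples in age or in loss of *Setdb1*, stays open and was not tested.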

How the results depend on the processing

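Over all alternatives, 201 of 242 recomputed values stayed on their side of the threshold or, without a test, within the replicate SD (counts and the lowest bin within 1.5 times, the share of higher autosomal genes within 10 points), and 41 did not. This SD is that between the 2 cKO samples. Leaving out 1 of them moves a mean level or ratio by less than this SD, so such values had to stay within it. The Y ratio of 5.53 became 3.29 or 7.77 and still counts as unchanged. No tested result and no named gene with a call changed direction, but the autosomal median, which has no test, fell from 0.054 to below 0 with quantile normalization, TMM factors (-0.0050) and without cKO replicate 1 (-0.00041). The removal of satellite-like gene models and the ratio of mean TPM + 1 were chosen after the data were seen; the ratio was run only for the chromosome medians and left them within the replicate SD. The removal left the chromosome-wide results and set tests on their side of the threshold or within those limits, but 739 autosomal genes differed, and of 164 named genes 7 gained a call and 2 lost it. Leaving out 1 sample gave 0 to 455 X-linked, 0 to 79 Y-linked and 0 to 3276 autosomal genes, 0 to 49.5% as the lowest share of higher genes in a bin of the X, and -0.99 to -0.63 for *Setdb1*, which passed only without cKO replicate 2 (adjusted p = 0.100); with 1 sample in a genotype, that sample is assumed to vary like the other genotype, and without either wildtype sample no share of higher genes could be given. At an adjusted p under 0.05, 24 X-linked, 4 Y-linked and 28 autosomal genes differed, with 92.9% of the autosomal ones higher and a lowest bin of 0%, as a stricter threshold must lower the counts. Without the trend, 269 autosomal genes differed (80.7% higher; lowest bin 12.4%), and with quantile normalization 410, with an autosomal median of -0.13 and a lowest bin of 12.5%. Rescaled to autosomal genes, the autosomal median was 0.16 and 86.5% of differing autosomal genes were higher. The sum used for this rescaling includes the satellite-like gene models. With the authors' p-values 1579 autosomal genes differed (55.9% higher), and *Setdb1* passed at -0.87 (adjusted p = 0.0322). Without multicopy families 11 Y-linked genes differed, since fewer were tested. With an estimated correlation the set tests no longer passed: X 1.03 (p = 0.163), Y 1.46 (p = 0.262), spermatid genes 2.45 (p = 0.0815) and meiotic genes -0.55 (p = 0.0682), and 0 rather than 12 lists passed. With the median over genes in place of the mean, the cKO to wildtype ratio was 3.77 for the X and 8.71 for the Y. For autosomal genes it was 1.24 with the median and 0.90 with the mean. With a replicate block, 42 Y-linked and 1083 autosomal genes differed; same-numbered samples of the genotypes deviated together with a correlation of 0.025. Except where stated, the cause was not tested. Depth per sample is unknown, as the table holds no counts.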

Differences from the paper's values

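A value is said to be within the margin when it is within 1.5 times the paper's value, or closer to it than 1 SD between replicates where the measure has a value per replicate. The paper's percentages of differing genes equal the genes that differ per 100 that do not, rather than per 100 tested: its counts in the deposited table give 63.3 for the X, 38.2 for the Y and 9.06 for the autosomes on that scale, and 38.8%, 27.6% and 8.31% of the genes tested. On that scale the paper's value for the X is 63, and the value here is 38.2 (27.6% of the genes tested); among the alternatives set before the data were examined, a pseudocount of 0.1 (51.0) or 0.5 (43.0), a filter at 1 TPM (51.9), rescaling to autosomal genes (55.8), a replicate block and the authors' p-values (65.0, or 308 genes) come within the margin, and the others do not. For autosomal genes the paper gives 9 on that scale and 1528 genes, and the values here are 3.61 and 640 genes (3.48% of the genes tested); the authors' p-values adjusted over the genes kept (9.40, or 1579 genes) and a replicate block come within the margin, and the other alternatives do not. As a count, the X value here, 216 genes, is within the margin of the paper's 304. The thresholds are the paper's, 0.2 on the adjusted value, but the test differs (limma here, the Wald test of sleuth in the paper). The paper's median fold of X-linked genes is 3.3, and the value here is 2.04; within the margin are a pseudocount of 0.1 (2.54) or 0.5 (2.23), a filter at 1 TPM (2.23), rescaling to autosomal genes (2.25), leaving out cKO replicate 2 (2.63), the authors' estimates (2.54) and the ratio of mean TPM (2.32), and the other alternatives are not. The authors' deposited estimator is on the natural log scale. Its median over Y-linked genes is 1.87, which is 6.52-fold as a natural log and 3.67-fold if read as a log2 value. Over X-linked genes it is 0.929, which is 2.53-fold as a natural log and 1.90-fold if read as a log2 value, both below 3.3. The medians drawn in Fig. 5B, read by eye, are about 1.1 on the log2 scale for the X and about 1.7 for the Y, against 1.03 and 1.46 here, within the spread between the cKO samples.

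The paper's X to autosome ratio uses 231 X-linked and 8198 autosomal genes; here 533 and 13843 genes have a mean above 1 TPM in both genotypes, and no alternative comes within the margin. The wildtype mean of X-linked genes is about 15 TPM in Fig. S5A, read by eye, and 9.99 TPM here; the figure's bars are standard errors, for which the legend does not say whether they run over genes or samples, and they were not used in the comparison; the X bar reaches below the value here, so with the bars it would not count as a difference. Within the margin are a filter at 1 TPM (11.0), all biotypes (13.6), rescaling to autosomal genes (10.8), quantile normalization (10.6), TMM factors (10.3) and leaving out wildtype replicate 1 (10.1) or cKO replicate 2 (10.0), and the other alternatives set before the data were examined are not; removing satellite-like gene models, chosen after the values were seen, gives 12.8.

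Of 56 genes that Figure 5F shows, 36 passed in the direction shown and 20 did not pass, all 20 with the sign shown; the authors' p-values call 20 of the 20, leaving out cKO replicate 2 calls 13, a replicate block 8, removal of satellite-like gene models (chosen after the values were seen) 5, a pseudocount of 0.1 calls 4 and of 0.5 calls 2, a filter at 1 TPM 3, and rescaling, TMM factors and leaving out cKO replicate 1 each call 2. The study chose the Figure 5F genes with its own test on these samples, so the authors' calls and the shared sign are not independent evidence. The paper counts *Zfy1* among the higher Y genes. It missed the limma threshold here (adjusted p = 0.201), while *Zfy2* passed. *Zfy1* passes with either pseudocount (0.158 and 0.175), the filter at 1 TPM (0.169), rescaling (0.137), TMM factors (0.194), a replicate block, without cKO replicate 2 (0.0595), with the authors' p-values (0.0958), and without satellite-like gene models. *Klhl10* and *Six5*, which the paper names among higher spermatid genes, missed the threshold; the authors' p-values call both, and *Klhl10* also passes with either pseudocount, the filter at 1 TPM, rescaling, a replicate block and without either cKO sample.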

Other observations

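Satellite-like gene models (12 models) took 28.7% of the TPM of wildtype replicate 1, against 7.77% in wildtype replicate 2 and 14.3% and 10.2% in cKO replicates 1 and 2. *Aif1*, a macrophage marker, was at 170 TPM in cKO replicate 1 against 2.65 and 2.89 TPM in the wildtype samples and 12.1 TPM in cKO replicate 2 (no call, adjusted p = 0.220), while *Adgre1*, *Cd68* and *Csf1r* of the same list were at 1.71, 8.62 and 6.33 TPM in that sample. Of X-linked parents of autosomal retrogenes, *Tktl1*, *Rbmx*, *Cetn2* and *Rpl10* were higher in the cKO, and of the autosomal retrogenes *Pdha2* was lower (211 and 220 against 105 and 126 TPM); without cKO replicate 1 the calls of *Cetn2*, *Rpl10* and *Pdha2* are lost (adjusted p = 0.229, 0.229 and 0.252), and without either wildtype sample all are. In the authors' deposited table, 201 X-linked, 22 Y-linked and 598 autosomal genes pass both the authors' q-value and the limma threshold, all in the same direction.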
